# BdERECTA controls vasculature patterning and phloem-xylem organization in *Brachypodium distachyon*

**DOI:** 10.1186/s12870-021-02970-2

**Published:** 2021-04-23

**Authors:** Kaori Sakai, Sylvie Citerne, Sébastien Antelme, Philippe Le Bris, Sylviane Daniel, Axelle Bouder, Angelina D’Orlando, Amy Cartwright, Frédérique Tellier, Stéphanie Pateyron, Etienne Delannoy, Debbie Laudencia-Chingcuanco, Gregory Mouille, Jean Christophe Palauqui, John Vogel, Richard Sibout

**Keywords:** Brachypodium, ERECTA, Hormones, Phloem, Xylem

## Abstract

**Background:**

The vascular system of plants consists of two main tissue types, xylem and phloem. These tissues are organized into vascular bundles that are arranged into a complex network running through the plant that is essential for the viability of land plants. Despite their obvious importance, the genes involved in the organization of vascular tissues remain poorly understood in grasses.

**Results:**

We studied in detail the vascular network in stems from the model grass *Brachypodium distachyon* (Brachypodium) and identified a large set of genes differentially expressed in vascular bundles versus parenchyma tissues. To decipher the underlying molecular mechanisms of vascularization in grasses, we conducted a forward genetic screen for abnormal vasculature. We identified a mutation that severely affected the organization of vascular tissues. This mutant displayed defects in anastomosis of the vascular network and uncommon amphivasal vascular bundles. The causal mutation is a premature stop codon in *ERECTA,* a LRR receptor-like serine/threonine-protein kinase. Mutations in this gene are pleiotropic indicating that it serves multiple roles during plant development. This mutant also displayed changes in cell wall composition, gene expression and hormone homeostasis.

**Conclusion:**

In summary, ERECTA has a pleiotropic role in Brachypodium. We propose a major role of ERECTA in vasculature anastomosis and vascular tissue organization in Brachypodium.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-02970-2.

## Introduction

Formation of vasculature was a critical step in plant evolution that allowed plants to colonize the land. The vasculature forms an interconnected network that transports water and photosynthate throughout the plant [1]. Vascular ontogeny and patterning has been intensively studied in dicotyledonous [2, 3] and less in monocotyledonous plants [4–6]. Vascular strands are initiated from primary meristems in which a precise orchestration of hormonal mechanisms control both phyllotaxy and patterning of vascular bundles (VB) [7]. Both dicotyledonous and monocotyledonous plants have the same basic primary vascular plan consisting of large acropetally differentiating veins, however, grass stems are characterized by reiterative phytomers that need to be connected together along the stem for proper hydraulic supply. The inner organization of the VB varies between species and tissues and can be organized in different patterns: collateral (xylem and phloem are located on two distinct poles with phloem at a distal position), amphicribal (xylem is surrounded by phloem) or amphivasal (phloem is surrounded by xylem). Collateral is the pattern observed in most plants. Interestingly, organization of conductive elements diverged during evolution of angiosperms. For instance, when grass vasculature is formed, it lacks the thickening of vascular tissues produced by secondary meristem, the cambium located in an open collateral VB which separate xylem and phloem active in most dicotyledonous plants [8]. Whether dicotyledonous plants gained or grasses lost this ability remains open to debate [9] but, importantly, precise vascular patterning is crucial for monocotyledonous plants because they lack the cambial layer that allows some dicots to adjust their water conductance during their life through the formation of wood. The molecular and genetic underpinnings that drive vascular patterning are understudied in the grasses compared with dicots like *Arabidopsis* *thaliana* (Arabidopsis) and poplar although a few characterized genes, notably related to hormone homeostasis impact vascular patterning in rice and in maize [6, 10–15]. *Brachypodium distachyon* (Brachypodium) is cited as a relevant model plant for cell wall studies [16–18], but to date, it has not been extensively used for the identification of genes responsible for vasculature development despite a published description of its vascular anatomy [19]. Recently, abnormal vasculature development was observed by [20] when MAP20, a gene involved in vessel pit formation was knocked down in Brachypodium. In the current paper, we show that two alleles of an ortholog of Arabidopsis *ERECTA* induce fusion of vascular bundles (called anastomosis) and abnormal patterning in internodes of Brachypodium, a phenotype not reported in other grass *erecta* mutants. While Arabidopsis ERECTA is recognized as a developmental master gene which tune tissue elongation and plant architecture by activating the brassinosteroid and auxin signaling pathways [21–23] much less is known about its role in grasses. The rice OsERECTA1 was previously shown to be involved in heat tolerance [24] and very recently, to be a negative regulator of spikelet number per panicle through the indirect activation of a cytokinin oxidase [25]. In the Brachypodium ERECTA mutants, hormone homeostasis is disrupted and some VB lack polarity, displaying amphivasal phenotype. In this work, we use laser capture microdissection (LCM) to discover genes mainly expressed in nascent VB and to localize *BdERECTA* in the apical meristem. These results suggest that the Leucine-Rich Repeat Receptor Like Kinase (LRR-RLK) BdERECTA is a key factor controlling the anastomosis of vascular tissue in Brachypodium.

## Results

### Vascular network in the Brachypodium stem displays a regular pattern

To characterize the vascular network in Brachypodium stems, we made cross-sections one centimeter below the top of each internode (numbered 1–9 starting at the base) along the main stem of seven plants at the flowering stage and when the stem was fully elongated (Fig. 1). The sections were stained with phloroglucinol-HCl which stains lignified tissues red; thus, highlighting the VBs. The number and size of VBs varied across the stem (Fig. 1a) while the number of VBs was stable inside each internode. Indeed, the number of VBs increased from four to seven at the base of the stem (first internode) to an average of 20 in the peduncle.

**Fig. 1:**
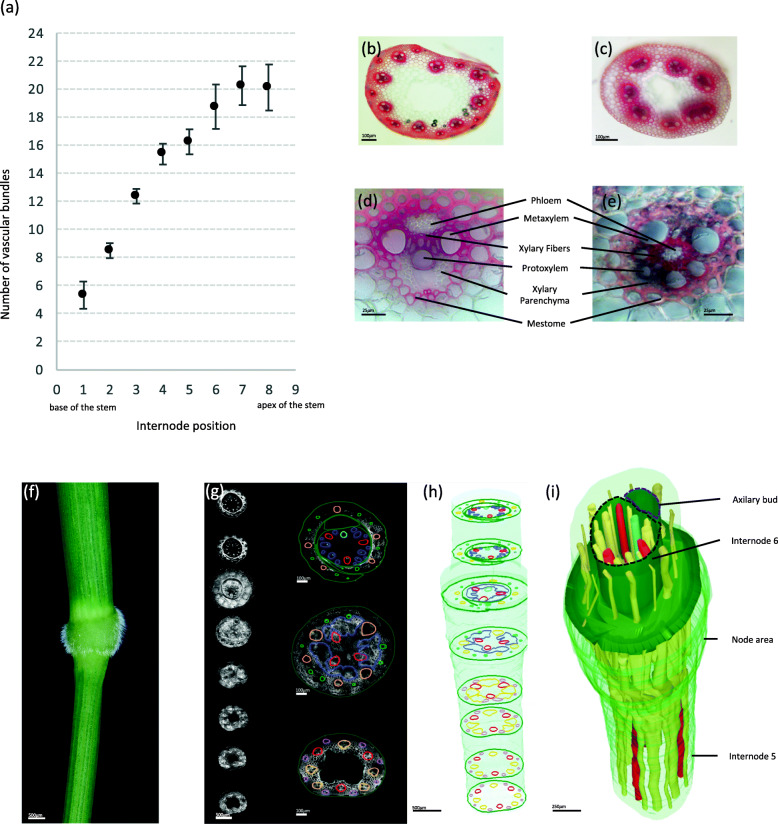
Pattern of vascular bundles along the main floral stem of Brachypodium. **a** Number of vascular bundles (VB) along the main primary stem of Brachypodium (*n* = 7). All VBs displayed collateral shape as described in **d** except in the first internode in which 20% of them were fused with at least one other VB and 14% displayed amphivasal phenotype as showed in **e**. **b** Hand-cross section in the fifth internode of WT Brachypodium stem at 45 Days After Germination (DAG). **c**, Hand-cross section in the first internode of WT stem at 45 DAG. **d**, Large collateral VB from the fifth internode of Brachypodium stem at 45 DAG. (e) VB with amphivasal phenotype in the first internode of WT Brachypodium stem at 45 DAG. All sections were stained with phloroglucinol-HCl. **f** Fifth node was used for making cross sections that were then imaged with a confocal microscope. **g** Eight cross sections illustrate a series of 36 sections (repeated in three different samples) imaged with a confocal microscope (left) and illustration of how VBs were manually identified in different area (right). Within the internode, all VB are distinct from each other. Most small VBs that are represented in pink in the internode are recognizable in the upper leaves as future small veins (green circles). Large vascular bundle colored in orange in the internode are interconnected together in the node (dark blue) and give new VB in the upper internode. Three vascular bundles (red) cross the node without any visible anastomosis. A new vascular bundle (light blue) develops in the node, in front of the axillary bud. **h** Illustration of stacked typical cross sections in the reconstructed node. **i** Three-dimensional reconstruction of the internode-node area (748 confocal images were produced for 3D reconstruction). In this reconstruction, VBs are shown in yellow while the three vascular bundles that do not anastomose in the node are shown in red and the neo-formed VB is shown in blue. Each vascular bundle was identified manually with the FreeD software

The typical stem VB in internode contains two large metaxylem vessels separated by smaller connecting xylem cells (Fig. 1b, d). However, more metaxylem cells can be observed when sections are made close to the nodes. Connecting xylem cells are conductive elements separated from phloem cells by a few layers of highly lignified xylary fibers. Protoxylem vessels can be observed below the connecting xylem cells. These elements display annular lignified thickenings. The protoxylem vessels are adjacent to xylem parenchyma cells. Phloem cells are located distal to the protoxylem cells. The entire VB is surrounded by a layer of sclerenchyma tissue called mestome in C3 grasses [26, 27]. In the first internode (at the base of the stem) VBs have a different pattern inside the stem (Fig. 1c) and different shape (Fig. 1e). Indeed, we observed that among VBs present in the first internode, some VBs were anastomosed or displayed amphivasal shape with phloem tissues in the middle of the VB while xylem vessels were located outward the VB (Fig. 1e). Among seven different plants, 20% of VBs were fused with another VB and 12.5% showed amphivasal shape in the first internode while these phenotypes were never observed in upper internodes.

To gain a comprehensive view of the vascular network in the node-internode transition, we made 36 cross sections (100 μm each) from 1 cm below the fifth node to the top of it and repeat this experiment in three different nodes. We subsequently stacked 748 confocal images from one node to reconstruct the vascular network in 3D (Fig. 1f-i). As stated above VBs in the internode are not connected until they converge into the node because we clearly observed alternating large and small VBs with the latter in the most distal area of the internode sections (Fig. 1g, h, Fig. 2b, Fig. S1). Most VBs anastomosed in the node. This phenomenon is easily visible as most VBs enlarge in the node region (Fig. S1). However and despite anastomosis complicating the identification of the vascular network in the node, we noticed that three VBs (in red, Fig. 1h, i and Fig. S1) cross the node without any apparent anastomosis with other vessels because these three VBs do not enlarge in the node as observed for the five other VBs (Fig. S1). Anastomosis allows VBs to continue up the stem to the upper internode or branch into the leaf sheath (delineated in green, Fig. 1 g, h, i). Moreover, a new VB (light blue, Fig. 1h, i) develops in the node adjacent to the lateral bud.

**Fig. 2:**
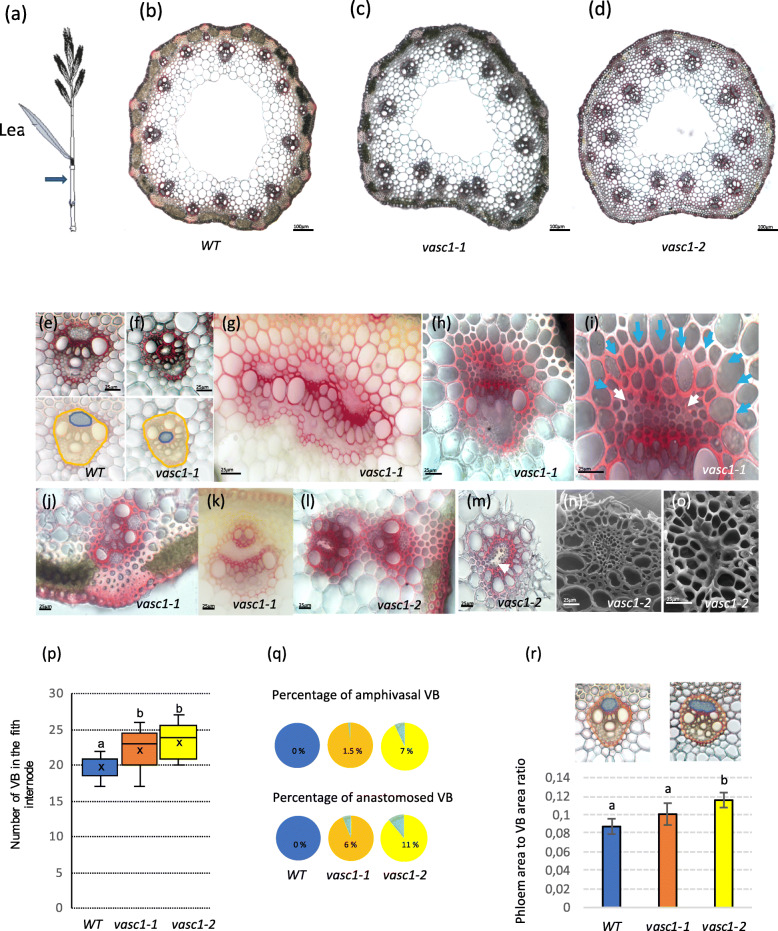
Vascular phenotype of *vasc1–1 and vasc1–2*. **a** Illustration of spike (including peduncle), last leaf, last node and penultimate internode. Blue arrow shows where cross sections were made. **b** Cross sections in WT stem. **c** *Vasc1–1*. **d** *Vasc1–2*. **e** Vascular bundle (VB) of WT. VB and phloem area from WT are delineated in orange and blue, respectively (bottom). **f** Amphivasal VB in *vasc1–1*. VB and phloem area from *vasc1–1* are delineated in orange and blue respectively (bottom). **g** Three anastomosed VBs in internode from *vasc1–1*. **h** VB from *vasc1–1*. **i** Magnification of **h** in the phloem area. White arrows show abnormal phloem cells. Blue arrows show enlarged lignified mestomes cells adjacent to phloem area. **j**, Two anastomosed VBs in *vasc1–1*. **k** Small VB inserted into the phloem tissues of large VB (*vasc1–1*). **l** Misplaced VB in *vasc1–2*. **m** VB in *vasc1–2*. Arrow show abnormal phloem tissues. **n** Scanning Electron Microscopic picture of **m**. **o** Focus on phloem area of (n). All sections were stained with phloroglucinol-HCl except **n** and **o**. **p** Number of VBs in WT and mutants penultimate internodes as shown in **b**. Letters above histograms indicate significant differences (*p* < 0.05) between genotypes after Tuckey’s pairwise test (*n* = 17). **q** Percentages of amphivasal or anastomosed VBs in the WT, *vasc1–1*, *vasc1–2*. (r) Ratio of phloem area versus the whole VB area in typical collateral shaped VBs in WT, *vasc1–1*, *vasc1–2*. Letters above histograms indicate significant differences (*p* < 0.05) between genotypes after Tuckey’s pairwise test (*n* = 6 plants, each section comprised from 17 to 24 VBs)

### *BdERECTA* controls vascular bundle development in Brachypodium

In order to identify genes involved in vascular organization, we carried out a forward genetic screen on a population of 300 M2 chemically-induced Brachypodium mutants [28]. We made hand-cross sections in the top part of the internode below the peduncle and stained them with phloroglucinol-HCl in order to visualize the lignin in the walls of metaxylem cells, intra-vascular fibers and mestome cells in VBs [29, 30].

Among the progeny of one mutagenized line, named *vasc1–1*, some plants showed an obvious irregular vascular bundle pattern in internodes (Fig. 2). While most wild-type (WT) internodes display alternate arrangement of large and small bundles in a circular pattern around the stem (except in the first internode) (Fig. 2a, b), the mutant displayed misplaced bundles with large bundles occasionally located in the proximal area (Fig. 2c), an organization never observed in WT. In addition, we also occasionally observed amphivasal VBs (Fig. 2e, f) and fusions of large VBs together (Fig. 2g and j) and rarely, complete embedding of small VBs into the phloem tissues of large VBs (Fig. 2k). The organization of tissues in some VB were drastically disturbed in *vasc1–1*. For instance, phloem sieve elements were often collapsed and the mestome cells adjacent to the phloem area were oversized compared to mestome in WT (Fig. 2h, i). Again, these phenotypes were never observed in the WT internodes above the first internode.

Homozygous *vasc1–1* plants were nearly sterile but by examining the progeny of the heterozygous M2 line, we noted that the phenotype was recessive and segregated with a typical 3:1 ratio suggesting that it was induced by a single mutation. We sequenced pooled DNA from 16 M2 and M3 plants showing the mutant vascular phenotype. We found a total of 1377 mutations of which only four were homozygous (Table S1). Three of the mutations were located in intergenic regions or an intron and are therefore unlikely to be the causal mutation (Table S1). The fourth homozygous mutation was of particular interest because it introduced a nonsense mutation 1026 bp from the predicted start codon of the gene Bradi1g46450 that encodes a Leucine-Rich Repeat Receptor-Like Kinase (https://phytozome.jgi.doe.gov/). This mutation induces a premature stop codon early in the N-terminal region of the protein and only allows the translation of 20 amino acids (aa) instead of the predicted 978 aa in WT (Fig. S2). This suggests that the mutation is a complete knockout. Bradi1g46450, encodes a Leucine-Rich Repeat Receptor Like Kinase with 85% similarity to the Arabidopsis ERECTA protein. Interestingly, it has been shown that ERECTA is involved vasculature cambium maintenance in Arabidopsis [31, 32]. A survey of the Brachypodium Leucine-Rich Repeat Receptor Like Kinases (LRR-RLKs) in the Brachypodium genome showed that Bradi1g46450 is the ortholog of the Arabidopsis ERECTA protein (At2g26330). Thus, we named Bradi1g46450, *BdERECTA*. Another gene, Bradi1g49950, that we named *BdERECTA-like 1* is a close paralog (Fig. 3, Table S2). There are three homologous proteins in *Setaria veridis*, *Zea mays, Oryza sativa and * Arabidopsis (Fig. 3)*.* To definitively validate this allele of Bradi1g46450 is responsible for *vasc1–1* phenotype, we selected and genotyped a mutant, *vasc1–2,* harboring a T-DNA insertion [33] in the coding sequence of Bradi1g46450 (Fig. S2). The T-DNA is inserted in the first intron of Bradi1g46450, 299 bp after the start codon. *Bradi1g46450* transcript was not detected in mature and fully elongated stems (45 DAG) of *vasc1–2*, confirming that this T-DNA mutant is a null allele of *Bradi1g46450* (Fig. S2). Not surprisingly, *Bradi1g46450* transcript was detected in *vasc1–1* (a chemical-induced mutant) albeit at a low level compared to WT (Fig. S2). *vasc1–2* also clearly displayed vascular defects. We found that both mutants had significantly more VBs in the penultimate internode located below the peduncle (Fig. 2b-d, p) and that a substantial proportion of them were misplaced in the stem and showed amphivasal shape or were anastomosed (Fig. 2a-d, l, p, q). As observed in *vasc1–1*, scanning electron microscopy of *vasc1–2* confirmed abnormal shape of phloem and sieve elements (Fig. 2m-o). We quantified phloem area in *vasc1–1*, *vasc1–2* and WT in VBs showing a typical collateral pattern similar to WT and consequently by excluding anastomosed or amphivasal VBs. Relative to the entire VB area, phloem area were larger in *vasc1–2* and *vasc1–1* compared to WT but only, *vasc1–2* displayed significant statistical difference (Fig. 2r).

**Fig. 3:**
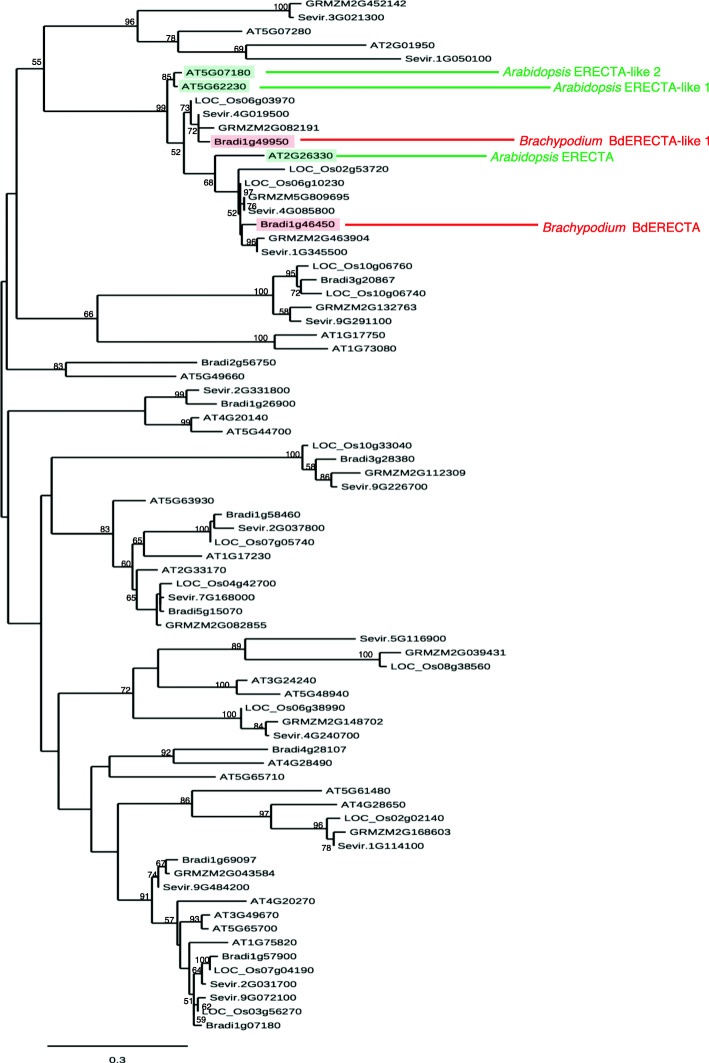
Neighbor-joining phylogeny tree of Leucine-Rich-Receptor kinase proteins from *Brachypodium distachyon*, *Oryza sativa, Setaria veridis, Zea mays and Arabidopsis thaliana*. The tree was made with proteins sharing more than 35% amino acid identity with Arabidopsis ERECTA (At2g26330, Table S2). Node value are bootstrap values. Legend shows the number of substitution per kb

Both *vasc1–1* and *vasc1–2* were shorter compared with WT (Fig. 4a, d) and this was due to reduced internode elongation (Fig. 4b). This phenotype was quantified at vegetative stage (20 DAG, Fig. 4e) and at mature stage (when fully elongated stem were drying, 60 DAG, Fig. 4f). This revealed that the upper internodes were not affected as much as the lower internodes. Spikes were abnormally shaped in both mutants (Fig. 4c). While number of spikelet per stem was similar both in mutants and WT, we observed less flowers per spikelets in *vasc1–1* and *vasc1–2* (Fig. 4g, h). Both mutants showed severe sterility because only 29 and 3 viable seeds were found among 123 *vasc-1-1* and 146 *vasc1–2* lines respectively, while each WT plant produces between 100 and 300 seeds in our culture conditions.

**Fig. 4:**
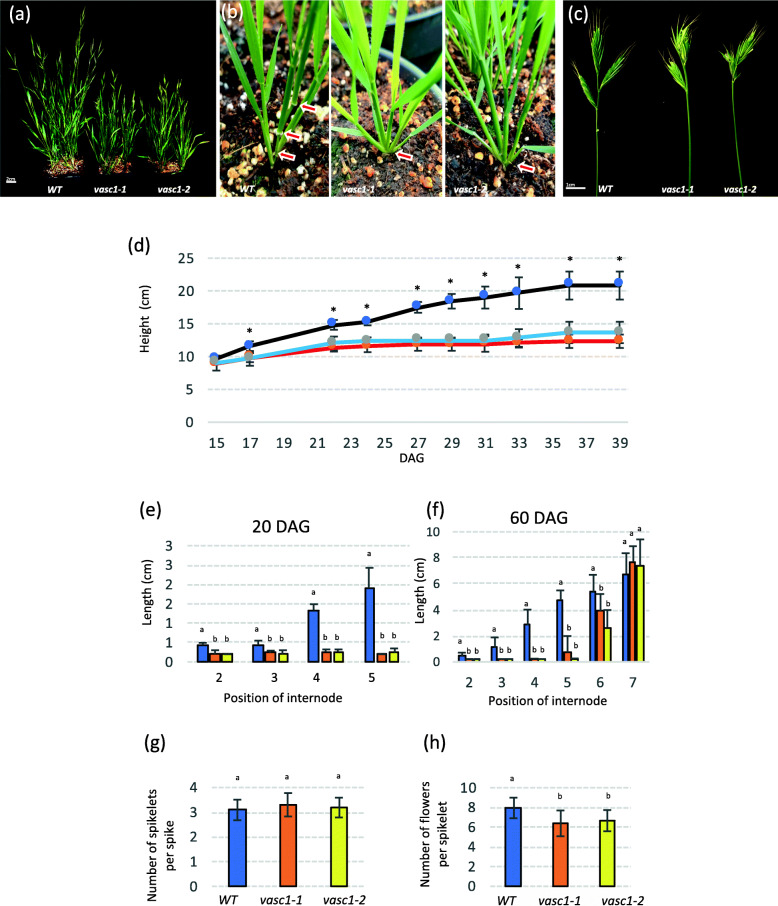
Phenotype of *vasc1–1* and *vasc1–2*. **a** *vasc1–1* and *vasc1–2* mutants are shorter than WT at 45 Days After Germination (DAG). **b** Both mutants are severely affected in internode elongation prior flowering (20 DAG). Red arrows show position of visible nodes. **c** Spikelet development is affected in both *vasc1–1* and *vasc1–2*. **d** Growth curve (height) of mutants (red line, *vasc1–1*; blue line, *vasc1–2*) and WT (black line) from 15 to 39 DAG. Stars show significant differences (one way ANOVA, *p* < 0.01, *n* = 10). **e** Internode size at 20 DAG (*n* = 10). **f** Internode size at plant maturity (60 DAG, *n* = 10). **g** Number of spikelets per spike at 50 DAG (*n* = 23 spikes). **h** Average number of flowers per spikelet at 50 DAG (*n* = 64). Letters above histograms indicate significant differences (*p* < 0.05) between genotypes after Tuckey’s pairwise test

### *BdERECTA* is expressed in both vascular bundles and parenchyma tissues

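Laser capture microdissection uses a laser to take chosen cells out of a thin tissue section, so that RNA from a small group of cells can be sequenced. The experiment holds 12 RNA-seq libraries from wild-type plants, with 3 replicates each of VB type 1, VB type 2, VB type 3 and parenchyma from the center of the stem. The paper names 3 biological replicates per tissue, while the deposited record mentions 1. The libraries were treated as 3 replicates, as in the paper. The VB types were told apart by their visible protoxylem cells. Type 1 had none, type 2 had 1 or 2, and type 3 had 3 according to the paper and up to 4 according to the sample labels. The paper gives an age of 20 days after germination and the labels give 19 days. The parenchyma libraries are labelled control, and the tissue label of every library is meristem. The labels list an input of 500 pg of RNA per library. The paper calls the reads stranded and the labels call the libraries not stranded. The authors trimmed the reads, removed ribosomal sequences, aligned the rest to 34310 Brachypodium transcripts and deposited the count of read pairs on each transcript, without normalization. A pair was counted only when both of its reads mapped unambiguously to a single transcript, so that transcripts with near-identical copies, or overlapping on the opposite strand, can be undercounted. The files list 15013343 to 35853589 read pairs per library before counting. The pairs counted on transcripts ranged from 12888132 to 27218311 per library, with a median of 20141260. They ranged from 18782704 to 22527248 in VB type 1 (median 19018853), 16907265 to 21752051 in VB type 2 (median 18177573) and 17385556 to 24210355 in VB type 3 (median 21263667), with a median of 23553806 in parenchyma. A single transcript, Bradi2g12067.1, took 26.1 to 54.2% of the pairs in the VB libraries. Its share was 15.1%, 21.0% and 86.3% in parenchyma replicates 1, 2 and 3. Parenchyma replicate 3 therefore had 1768043 pairs on all other transcripts, against 9080187 to 23109703 in the other 11 libraries, and 15560 transcripts were detected in it, against 19256 to 22463. A count of 3 pairs was taken as the smallest detectable level. With counts scaled to the TMM-normalized library size (CPM), this was 1.38 CPM in parenchyma replicate 3 and 0.0723 to 0.166 CPM in the others. The libraries were amplified by PCR without molecular identifiers, so these levels cover counting error only. Transcripts with at least 1 CPM in at least 3 of 6 libraries, or 6 of 12, were tested with edgeR's quasi-likelihood test after TMM normalization. Each VB type was fitted with parenchyma alone, and the mean of the VB types was compared with parenchyma in a fit of all 12 libraries. A gene with a Benjamini-Hochberg adjusted p-value under 0.05 is called differentially expressed. Levels are given as normalized CPM.

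**Figure D1:**
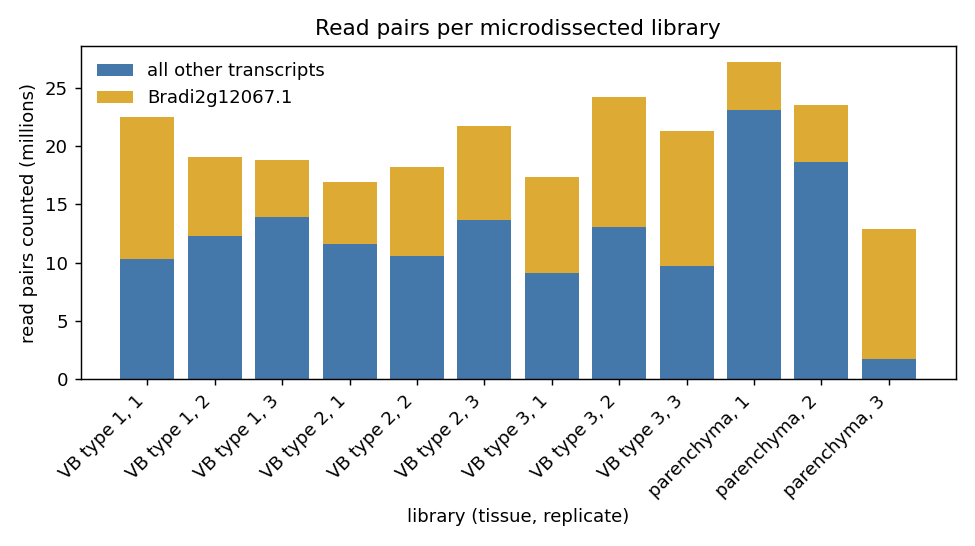
Read pairs counted in each of the 12 libraries, with the unit on the axis, divided into pairs on Bradi2g12067.1 and pairs on all other transcripts. That transcript holds 86.3% of the pairs of parenchyma replicate 3 and 15.1 to 54.2% of those of the other 11 libraries.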

In order to identify genes involved in vascular tissue formation and quantify *BdERECTA* expression in nascent VB, we conducted laser capture microdissection (LCM) and RNAseq analysis on three different types of vascular bundles. Vascular procambium cells originate from a region close to the shoot apical meristem and increase in number as VBs mature. Therefore, in order to capture different developmental stages of VBs, we selected VBs according to number of visible protoxylem cells from serial cryo-sections of shoot apical area at 20 DAG (before flowering, Fig. S3). We used parenchyma tissue micro-dissected from the center of the stem as a control (Fig. S3, Fig. 5). Since procambium have little chlorophyll at very early stages we used this feature to detect nascent VBs in the shoot apex (Fig. S3b, c). In VB type 1 (without any detectable protoxylem cells (Fig. S3 and Fig. 5), we found 541 genes differentially expressed with 286 genes up-regulated (70 genes were exclusively detected in VB1 and not detected in parenchyma cells) in VB versus parenchyma (Table S3). 

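In the comparison of VB type 1 with parenchyma, 17078 genes were tested and 0 were differentially expressed in edgeR's quasi-likelihood test. The smallest Benjamini-Hochberg adjusted p-value of that test was 0.0908, and 1869 genes had an unadjusted p-value under 0.05. The biological coefficient of variation was 0.808. The likelihood ratio test of edgeR, which the methods name, gave 653 genes from the same normalized counts. Of these, 338 were higher in VB type 1, and 70 of them had no read pair in any parenchyma library. Adding the replicate number as a block to that test, a setting chosen after seeing the data, gave 540 genes. The Wald test of DESeq2 moved the number most, to 806 genes. The libraries of every tissue are numbered 1 to 3, and whether same-numbered libraries come from the same plants is not given. With the replicate number as a block, the quasi-likelihood test gave 0 genes, with 1495 at an unadjusted p-value under 0.05. Deviations from the group means in same-numbered VB type 1 and parenchyma libraries correlated across genes by 0.0241 on average, where genes are not independent replicates. The paper names 15 genes for this experiment, of which 14 could be tested. Adjusted over these alone, 6 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, against 0 when adjusted over all genes. The list holds genes that the paper reports from the same libraries, so the smaller number of tests shows no stability.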

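For VB type 2, 16733 genes were tested against parenchyma. The quasi-likelihood test called 20 genes, 5 higher and 15 lower in VB type 2, and 1 of the higher genes had no read pair in parenchyma. In the likelihood ratio test, 556 genes were called, of which 211 were higher, 39 of them without a pair in parenchyma. A replicate block in that test, chosen after seeing the data, gave 474 genes. When the replicate number was used as a block, the quasi-likelihood test called 6 genes, and 4 of them were also called without the block. When at least 1 CPM was required in a majority of the libraries, the literal reading of the methods, it called 5 genes. With library totals in place of TMM normalization it called 37 genes, 27 higher and 10 lower. That setting also moved the median log2 fold change of all genes from 0.015 to 0.32. The mean correlation of deviations between same-numbered VB type 2 and parenchyma libraries was -0.000549. In each of the 20 genes the VB type 2 libraries did not overlap the parenchyma libraries. The genes that follow stood highest and lowest among these by the log2 fold change of the model, and are given with the Arabidopsis best hit that Table S3 lists. Bradi4g06396.1, whose best hit belongs to an uncharacterised protein family, had 59.8 ± 37.9 CPM (SD, n = 3) in VB type 2 and 0.265 ± 0.168 CPM (SD, n = 3) in parenchyma, a log2 fold change of 8.25 (standard error 0.95, adjusted p = 0.0326, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its parenchyma level came from 7, 5 and 1 read pairs in replicates 1, 2 and 3, so the size of this fold is uncertain. Bradi3g56390.1 (fasciclin-like arabinogalactan) had 22.3 ± 2.62 CPM (SD, n = 3) in VB type 2 and no pair in parenchyma, and was at least 43.1-fold higher. Bradi3g20830.1 (heat shock protein) had a log2 fold change of 6.02 (standard error 0.84, adjusted p = 0.0456, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes that were lower, Bradi5g23770.1 (lipid-transfer protein family) had 5.00 ± 4.11 CPM (SD, n = 3) in VB type 2 and 627 ± 79.5 CPM (SD, n = 3) in parenchyma, a log2 fold change of -6.96 (standard error 0.68, adjusted p = 0.0289, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bradi1g78240.1, of the same protein family, had a log2 fold change of -8.91 (standard error 1.08, adjusted p = 0.0326, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bradi3g00282.1 (transmembrane amino acid transporter) had at most 3 pairs in each VB type 2 library and was at least 1637-fold lower than in parenchyma (adjusted p = 0.0326, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its parenchyma replicates 1, 2 and 3 held 98.2, 500 and 36.3 CPM, so that this bound rests mainly on replicate 2. Adjusted over the genes the paper names alone, 5 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, against 0 over all genes.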

In VB type 2 (showing one or two detectable protoxylem cells Fig. S3 and Fig. 5), we found 495 genes differentially expressed with 175 genes up-regulated (35 were exclusively detected in VB2 and not detected in parenchyma cells) in VB versus parenchyma (Table S3). 

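In VB type 3, 145 of the 16427 genes tested against parenchyma were differentially expressed in the quasi-likelihood test, 23 higher and 122 lower. Of the higher genes, 2 had no read pair in parenchyma. By the likelihood ratio test, 702 genes were called, 145 of them shared with the quasi-likelihood test, and 224 were higher, 26 of these without a pair in parenchyma. A replicate block in the likelihood ratio test, chosen after seeing the data, gave 585 genes. With a block for the replicate number, 1 gene was called in the quasi-likelihood test. Same-numbered VB type 3 and parenchyma libraries had deviations that correlated by -0.0140 on average. Bradi3g50050.1, for which Table S3 gives no best hit, was at least 56.4-fold higher (adjusted p = 0.0348, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 71.2 CPM in VB type 3 replicate 3, far from the other VB libraries. Replicates 1 and 2 of this type held 7.41 and 8.94 CPM, so that the bound rests mainly on replicate 3. The gene passed the threshold in 5 of 11 alternatives. Bradi1g47277.1 (multidrug resistance-associated protein) was at least 24.1-fold higher (adjusted p = 0.0445, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bradi3g56390.1, also called in VB type 2, was at least 24.3-fold higher (adjusted p = 0.0365, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lowest by the log2 fold change of the model were Bradi5g11090.2 (pectin methylesterase inhibitor family), Bradi1g58210.1 (oxidoreductase family) and Bradi4g04310.1 (major facilitator family). They had at most 3 pairs in each VB type 3 library and were at least 105-fold, 173-fold and 175-fold lower than in parenchyma, with adjusted p-values of 0.0309, 0.0240 and 0.0215 from edgeR's quasi-likelihood test. For Bradi1g58210.1, parenchyma replicates 1, 2 and 3 held 11.7, 14.1 and 52.0 CPM, so that its bound rests mainly on replicate 3. Adjusted over the paper's named genes alone, 7 had an adjusted p-value under 0.05 in that test of edgeR, against 1 over all genes.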

In VB type 3 (showing three detectable protoxylem cells Fig. S3 and Fig. 5), we found 614 genes differentially expressed with 179 genes up-regulated (25 were exclusively detected in VB3 and not detected in parenchyma cells) in VB compared to parenchyma (Table S3). However, when we compared all VB transcriptomes together to parenchyma tissue only, we found 1769 gene differently expressed between these two types of tissues (Table S4). 

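The contrast of the mean of the VB types with parenchyma covered 16706 genes, and 839 were differentially expressed in the quasi-likelihood test. Of these, 208 were higher in VBs and 631 lower, and 23 of the higher genes had no read pair in parenchyma. The same test called 139 of them in at least 1 of the separate comparisons and 700 in none. In the likelihood ratio test, 1676 genes were called, 591 higher and 1085 lower, and 839 of these were shared with the quasi-likelihood test. A replicate block in the likelihood ratio test, chosen after seeing the data, gave 1768 genes. With the replicate number as a block the quasi-likelihood test called 777 genes, 660 of them shared. Deviations of same-numbered parenchyma and VB libraries correlated by 0.00321 on average. Between same-numbered libraries of different VB types this mean was 0.196. The 9 VB libraries, which the fit without a block treats as independent, may therefore hold fewer independent replicates, and its p-values may be too small. In 651 of the 839 genes the 9 VB libraries did not overlap the parenchyma libraries. Bradi3g56390.1, Bradi3g16130.1 (ATP-binding cassette protein) and Bradi4g31810.1 (HVA22 homologue) stood highest among these by the log2 fold change of the model. They had no pair in parenchyma, where that value has no measured size, and were at least 33.6-fold, 18.0-fold and 14.7-fold higher in VBs, with adjusted p-values of 0.000330, 0.00101 and 0.00852 from edgeR's quasi-likelihood test. Lowest by the same value were Bradi3g00282.1, with a log2 fold change of -7.93 (standard error 1.02, adjusted p = 0.000904, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Bradi1g78240.1 and Bradi1g58210.1, with log2 fold changes of -7.80 and -7.72. Adjusted over the paper's named genes alone, 8 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, against 6 over all genes.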

Many orthologs of genes recently shown to be involved in vascular differentiation and in xylem/phloem differentiation in Arabidopsis [34, 35] displayed high expression level in VBs. 

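Bradi1g26570.1, the transcript of the *TMO6* ortholog, had 34.8 ± 24.4 CPM (SD, n = 9) in VBs and 3.21 ± 0.0765 CPM (SD, n = 3) in parenchyma. Its log2 fold change over all VBs was 3.33 (standard error 0.53, adjusted p = 0.00246, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 10.1-fold difference, and 9 of 9 VB libraries were above every parenchyma library. VB type 1 replicate 2, with 95.6 CPM, lay far from the other VB libraries. Parenchyma replicates 1, 2 and 3 held 130, 98 and 7 read pairs of *TMO6*, so the level in replicate 3 rests on few pairs. *TMO6* was 16.8-fold, 9.35-fold and 6.71-fold higher in VB types 1, 2 and 3, with adjusted p-values of 0.0908, 0.0920 and 0.105 from edgeR's quasi-likelihood test and 2.15e-05, 0.00286 and 0.0118 from edgeR's likelihood ratio test. With each library left out in turn, the log2 fold change over all VBs lay between 3.09 and 3.43. Bradi3g17567.1, the transcript of the *PXY* ortholog, had 20.3 ± 11.9 CPM (SD, n = 9) in VBs and 2.94 ± 2.07 CPM (SD, n = 3) in parenchyma. Its log2 fold change over all VBs was 2.64 (standard error 0.68, adjusted p = 0.0413, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 6.22-fold difference, with 9 of 9 VB libraries above every parenchyma library. Parenchyma replicates 1, 2 and 3 held 210, 85 and 2 read pairs of *PXY*. *PXY* was 6.94-fold, 4.30-fold and 8.73-fold higher in types 1, 2 and 3, with adjusted p-values of 0.213, 0.536 and 0.125 from edgeR's quasi-likelihood test and 0.0439, 0.353 and 0.0138 from edgeR's likelihood ratio test. Its adjusted p-value over all VBs with each library left out in turn lay between 0.0359 and 0.123 in edgeR's quasi-likelihood test, so the call depends on single libraries.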

For instance, Bradi1g26570, an ortholog of TMO6 (At5g60200) was four fold up-regulated in VBs versus parenchyma and a PXY ortholog (Bradi3g17567, At5g61480) was three to five fold up-regulated in VB (according to VB type) compared to parenchyma. To definitely confirm that our LCM experiment discriminates correctly VB from parenchyma tissues, we checked for the expression pattern of some genes known to be specifically expressed in grass VBs and already published. 

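Bradi2g39320.2, the *XCP1* transcript, had 608 ± 333 CPM (SD, n = 9) in VBs and 10.2 ± 8.45 CPM (SD, n = 3) in parenchyma. Its lowest VB library held 149 CPM and its highest parenchyma library 18.1 CPM. The log2 fold change over all VBs was 5.90 (standard error 0.98, adjusted p = 0.00356, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 59.8-fold difference. Among the genes tested over all VBs, *XCP1* ranked 178 by p-value and 173 by log2 fold change in the quasi-likelihood test, and 120 by p-value in the likelihood ratio test. A replicate block in the latter test, chosen after seeing the data, put *XCP1* at the top by p-value. In VB types 1, 2 and 3 its log2 fold change was 5.66, 6.06 and 6.02, with standard errors of 0.97, 1.07 and 0.98 and adjusted p-values of 0.0959, 0.0580 and 0.0289 from edgeR's quasi-likelihood test and 1.53e-05, 1.63e-05 and 1.31e-06 from edgeR's likelihood ratio test. It ranked 44, 69 and 60 by p-value in these comparisons. With each library left out in turn, the log2 fold change over all VBs lay between 5.37 and 6.78. The adjusted p-value in VB type 3 then lay between 0.0427 and 0.111 in edgeR's quasi-likelihood test, so that the call in this type depends on single libraries.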

Xylem cysteine proteinase (XCP1, Bradi2g39320) is the second most differentially expressed gene in our RNAseq data with 30 fold higher expression level in VBs versus parenchyma. pXCP1:XCP1::gus lines indicated specific expression of *XCP1* in protoxylem and metaxylem cells in the apical shoot area (Fig. S4) as previously observed in stem by [36]. Similarly, *PIN1a* transcript is 10 and 16 fold higher represented in VB type1 and VB type 3 respectively compared with parenchyma. 

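Bradi1g45020.1, the *PIN1a* transcript, had 72.8 ± 5.11 CPM (SD, n = 3) in VB type 1, 76.3 ± 24.0 CPM (SD, n = 3) in type 2, 129 ± 24.5 CPM (SD, n = 3) in type 3 and 16.3 ± 16.7 CPM (SD, n = 3) in parenchyma. Parenchyma replicates 1, 2 and 3 held 35.0, 10.6 and 3.22 CPM, from 1454, 315 and 7 read pairs. *PIN1a* was 4.48-fold higher in VB type 1 than in parenchyma, 4.65-fold in type 2 and 7.82-fold in type 3. The log2 fold changes were 2.16, 2.22 and 2.97, with standard errors of 0.74, 0.76 and 0.72. Adjusted p-values were 0.285, 0.29996 and 0.0960 in edgeR's quasi-likelihood test and 0.113, 0.118 and 0.00561 in edgeR's likelihood ratio test. Over all VBs the log2 fold change was 2.42 (standard error 0.56, adjusted p = 0.0221, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of 9 VB libraries were above every parenchyma library. When each library was left out in turn, it lay between 1.99 and 3.64, with adjusted p-values between 0.00278 and 0.0943 in edgeR's quasi-likelihood test.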

PIN1a-citrine [10, 37] was clearly and specifically located in VBs of apical shoot area confirming *PIN1a* is differentially expressed in VB compared to parenchyma (Fig. S4). These results confirmed our LCM samples are clearly enriched for VBs. 

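In a principal component analysis of log2 CPM, the first component took 24.6% of the variance. The VB libraries lay between -53.6 and -29.8 on it, and parenchyma replicates 1, 2 and 3 at 39.4, 57.3 and 279.8. VBs and parenchyma were thus apart on this component, and parenchyma replicate 3 lay farther from the other parenchyma libraries than these did from the VB libraries. The second component took 17.6% of the variance, with replicate 1 of VB types 1, 2 and 3 at 105, 106 and 96.5 and replicate 3 at -77.6, -162 and -26.9. Replicate 2 of these types lay apart, at -18.0, -16.9 and 47.8. Parenchyma replicates 1, 2 and 3 lay at -16.4, -55.5 and 17.9 and did not follow this order. The third component took 13.5% of the variance, with parenchyma replicates 1, 2 and 3 at 148, 130 and -79.3. The VB libraries lay between -75.7 and 3.12 on it, so the parenchyma libraries did not form a group there. From the expression of *XCP1* and *PIN1a* in the microdissected tissues and the location of their reporters in VBs (Fig. S4), the paper concludes that its samples are enriched for VBs.

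**Figure D2:**
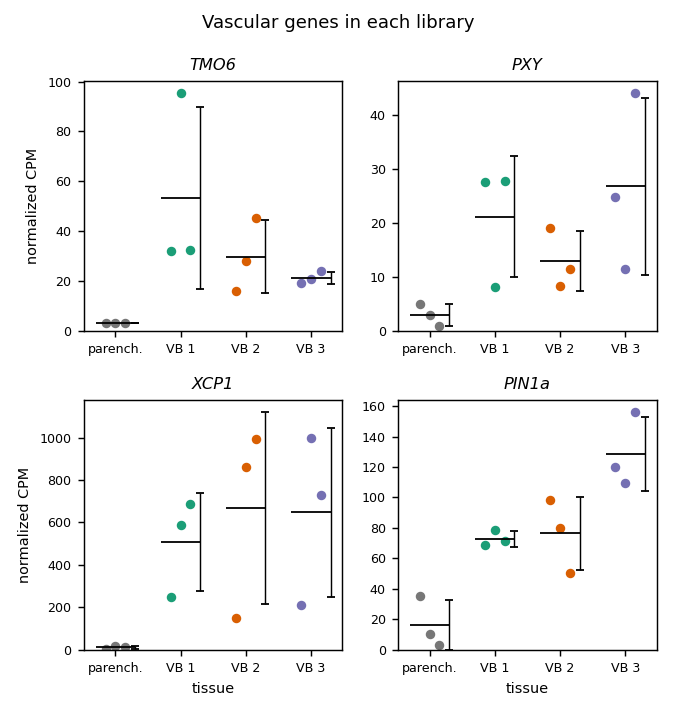
Normalized CPM of *TMO6*, *PXY*, *XCP1* and *PIN1a* in each library (points), with the mean (line) and SD (bar) of the 3 replicates of parenchyma and of VB types 1, 2 and 3. For each of these genes, all 9 VB libraries lie above the 3 parenchyma libraries. SD bars stop at 0.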

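Bradi1g46450.1, the *BdERECTA* transcript, was measured by 453 to 7863 read pairs per library. It had 212 ± 24.7 CPM (SD, n = 3) in parenchyma, 174 ± 47.2 CPM (SD, n = 3) in VB type 1, 197 ± 111 CPM (SD, n = 3) in type 2 and 226 ± 78.8 CPM (SD, n = 3) in type 3. The log2 fold change over all VBs was -0.099 (standard error 0.34, adjusted p = 0.922, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 9 VB libraries above and 4 below every parenchyma library. In VB types 1, 2 and 3 it was -0.28, -0.091 and 0.11, with adjusted p-values of 0.873, 0.981 and 0.941 from edgeR's quasi-likelihood test. These differences were smaller than the spread between replicates. That spread followed the replicate number in VBs. Replicates 1, 2 and 3 held 205, 197 and 120 CPM in type 1, 319, 173 and 100 in type 2, and 274, 270 and 135 in type 3. It may thus be shared by same-numbered libraries. With library totals in place of TMM normalization, the log2 fold change of *BdERECTA* over all VBs changed its sign, to 0.12, but this setting also moved the median log2 fold change of all genes from 0.012 to 0.18.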

*BdERECTA* was highly expressed in all tissues with no significant differences (Fig. 5a). Interestingly, we observed that *BdERECTA-like 1* was more highly expressed in VBs than in parenchyma, however, this difference was not statistically significant. 

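Bradi1g49950.1, the *BdERECTA-like1* transcript, had 63.0 ± 27.0 CPM (SD, n = 9) in VBs and 35.4 ± 11.7 CPM (SD, n = 3) in parenchyma. The log2 fold change over all VBs was 0.80 (standard error 0.44, adjusted p = 0.372, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of 9 VB libraries were above every parenchyma library. It was 1.03, 0.43 and 0.99 in VB types 1, 2 and 3, with adjusted p-values of 0.488, 0.905 and 0.469 from edgeR's quasi-likelihood test. With each library left out in turn, the log2 fold change over all VBs lay between 0.58 and 1.00.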

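Among the EPFL genes, Bradi1g74380.1 (*EPFL4*) had 40.5 ± 19.6 CPM (SD, n = 9) in VBs and 44.0 ± 26.2 CPM (SD, n = 3) in parenchyma. Bradi2g22340.1 (*EPFL6*) had 11.2 ± 7.02 CPM (SD, n = 9) in VBs and 9.48 ± 10.3 CPM (SD, n = 3) in parenchyma, and Bradi1g10080.1 (*EPFL2*) had 3.24 ± 2.38 CPM (SD, n = 9) in VBs and 4.62 ± 6.78 CPM (SD, n = 3) in parenchyma. The log2 fold changes over all VBs were -0.12 for *EPFL4*, 0.16 for *EPFL6* and -0.73 for *EPFL2*, with adjusted p-values of 0.941, 0.959 and 0.833 from edgeR's quasi-likelihood test. These differences were smaller than the spread between replicates, and each changed its sign with limma-voom and with library totals in place of TMM normalization. Bradi2g05865.1 (*EPFL3*) had between 0 and 11 read pairs per library and could not be tested. More than 3 pairs were counted only in VB type 1 replicate 2.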

Because Arabidopsis ERECTA interacts with different ligands depending of localization in the plant [38], we focused our attention on orthologs of *EPIDERMAL FACTOR-LIKE i.e* EPFL1, 2, 3, 4, 6 and 9 transcripts (Fig. 5a). 

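Bradi3g38740.1, the *BdEPFL1* transcript, had 38.5 ± 37.8 CPM (SD, n = 3) in parenchyma, 4.70 ± 1.09 CPM (SD, n = 3) in VB type 1, 6.69 ± 1.68 CPM (SD, n = 3) in type 2 and 8.29 ± 2.54 CPM (SD, n = 3) in type 3. Parenchyma replicates 1, 2 and 3 held 12.5, 21.3 and 81.9 CPM. The log2 fold change over all VBs was -2.58 (standard error 0.50, adjusted p = 0.00852, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of 9 VB libraries were below every parenchyma library. In VB types 1, 2 and 3 it was -3.01, -2.51 and -2.18, with standard errors of 0.79, 0.78 and 0.75. The adjusted p-values were 0.153, 0.238 and 0.249 in edgeR's quasi-likelihood test and 0.0152, 0.0694 and 0.103 in edgeR's likelihood ratio test. Without parenchyma replicate 3, the log2 fold change over all VBs was -1.38 with an adjusted p-value of 0.188 in edgeR's quasi-likelihood test.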

Among the latter, *BdEPFL1* (also named RAE in rice, Os08g0485500, [39]) was significantly more expressed in parenchyma tissues than in VB at all stages. *EPFL9* displayed the same pattern of expression as *EPFL1*, but the pattern was not statistically significant.

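Bradi2g58540.1, the *EPFL9* transcript, had 12.6 ± 18.2 CPM (SD, n = 3) in parenchyma and 1.60 ± 1.66 CPM (SD, n = 9) in VBs. Its log2 fold change over all VBs was -2.98 (standard error 1.20, adjusted p = 0.192, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of 9 VB libraries were below every parenchyma library. It was -3.01, -2.63 and -3.25 in VB types 1, 2 and 3, with adjusted p-values of 0.510, 0.771 and 0.364 from edgeR's quasi-likelihood test. Parenchyma replicates 1, 2 and 3 held 3.11, 1.17 and 33.6 CPM, from 129, 35 and 73 read pairs, so that the parenchyma mean rests on replicate 3. Without that replicate, the log2 fold change over all VBs was -0.42.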

**Fig. 5:**
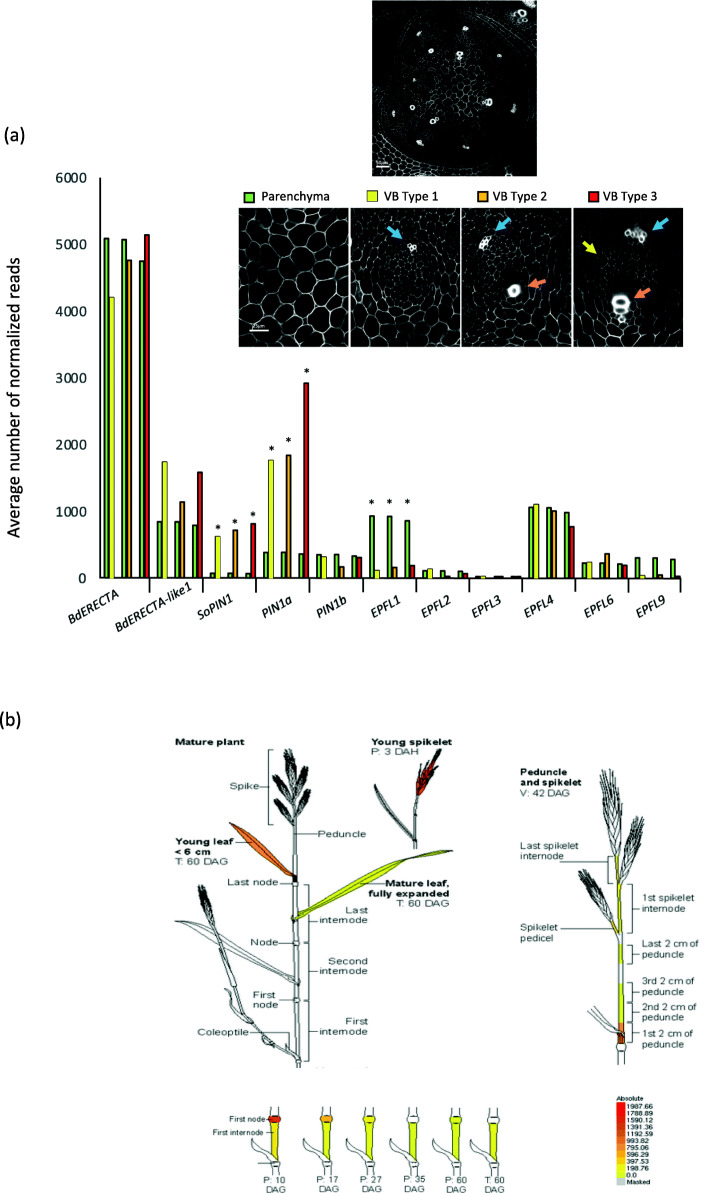
Expression pattern of *BdERECTA* in Brachypodium. **a** Expression level of some selected genes in three different types of vascular bundles (VBs) and in parenchyma from shoot apex. Pictures display confocal images highlighting how different types of VB where selected (see Fig. S3): VB Type 1, no protoxylem cell (with thick cell wall) is detectable in the laser-micro-dissected VBs; VB Type 2, only one or two protoxylem cells are detectable in the laser-micro-dissected VBs; VB Type 3, three protoxylem cells are detectable in the laser-micro-dissected VBs. *BdERECTA* (Bradi1g46450.1), *BdERECTA-like1* (Bradi1g49950.1), *SoPIN* (Bradi4g26300.2), *PIN1a* (Bradi1g45020.1), *PIN1b* (Bradi3g59520.1), *EPFL1* (Bradi3g38740.1), *EPFL2* (Bradi1g10080.1), *EPFL3* (Bradi2g05865.1), *EPFL4* (Bradi1g74380.1), *EPFL6* (Bradi2g22340.1), *EPFL9* (Bradi2g58540.1). Blue arrows refer to protophloem cells. Red arrows refer to protoxylem cells. Yellow arrow shows nascent metaxylem. Stars show significant values (false discovery rate, see Table S3). **b** In silico expression level of *BdERECTA* using eFP browser in some sampled organs of *Brachypodium distachyon* (Sibout et al., 2017). Expression values of *BdERECTA* transcript are indicated by a colour gradient (bottom right), where yellow indicates no detectable expression while red signifies highest expression

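Bradi4g26300.2 (*SoPIN1*) had 30.5 ± 12.3 CPM (SD, n = 9) in VBs and 3.11 ± 4.50 CPM (SD, n = 3) in parenchyma, and 9 of 9 VB libraries were above every parenchyma library. The log2 fold change over all VBs was 3.17 (standard error 0.95, adjusted p = 0.0738, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In VB types 1, 2 and 3 it was 3.00, 3.20 and 3.46, with adjusted p-values of 0.427, 0.378 and 0.236 in edgeR's quasi-likelihood test and 0.186, 0.132 and 0.0562 in edgeR's likelihood ratio test. Parenchyma replicates 1, 2 and 3 held 344, 4 and 2 read pairs of *SoPIN1*, so that the parenchyma mean rests on replicate 1. Without that replicate, its log2 fold change over all VBs was 6.75 with an adjusted p-value of 0.00451 in edgeR's quasi-likelihood test. In the likelihood ratio test of edgeR, *SoPIN1* had an adjusted p-value of 0.0110 over all VBs. Bradi3g59520.1 (*PIN1b*) had 11.3 ± 8.14 CPM (SD, n = 9) in VBs and 14.9 ± 18.8 CPM (SD, n = 3) in parenchyma, with a log2 fold change over all VBs of -0.49 (standard error 0.98, adjusted p = 0.854, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it changed its sign, to 0.034. Within single VB types, none of the genes of Fig. 5a that could be tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and *PIN1a* in VB type 3 and *EPFL1* in VB type 1 did in edgeR's likelihood ratio test.

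**Figure D3:**
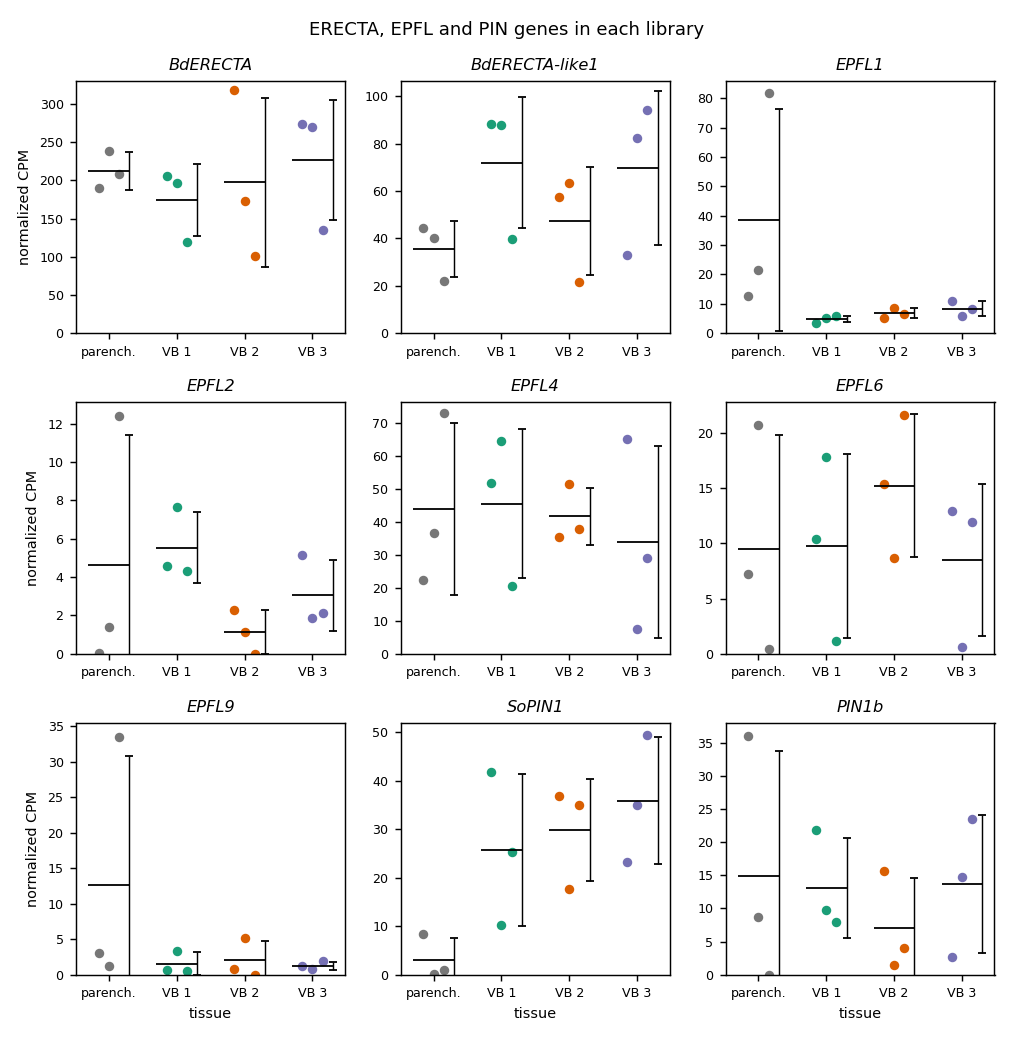
Normalized CPM of *BdERECTA*, *BdERECTA-like1*, EPFL and PIN genes in each library (points), with the mean (line) and SD (bar) of the 3 replicates of parenchyma and of VB types 1, 2 and 3. All 9 VB libraries lie below parenchyma for *EPFL1* and above it for *SoPIN1*, and parenchyma replicate 3 holds the highest value of *EPFL1*, *EPFL2*, *EPFL4* and *EPFL9*. SD bars stop at 0.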

At a macroscopic scale, *BdERECTA* is expressed in young tissues including leaves, spikes, nodes and in the base of internodes (Fig. 5b) according to BAR (https://bar.utoronto.ca/efp_brachypodium/cgi-bin/efpWeb.cgi and PlaNet (https://aranet.sbs.ntu.edu.sg/responder.py?name=gene!bdi!5672) databases [40].

According to the data in PlaNet, *BdERECTA* is co-expressed with several hormone responsive genes (SAUR genes for example), genes involved in shoot apical meristem development and vascularization (CLAVATA1 and YABBY homologs [41, 42]), and cell wall biosynthetic genes (e.g. xyloglucan galactosyltransferase, cellulose synthase-like) (Table S5) (https://aranet.sbs.ntu.edu.sg/responder.py?name=gene!bdi!5672 [40]. Interestingly, we discovered that *BdERECTA-like 1* is among the 137 genes co-expressed with *BdERECTA*.

### Microarray analysis of *vasc1–1* reveals changes in vasculature and hormone metabolism

We carried out microarray analysis on 20 DAG plants. At this stage, the plants have not begun to flower and the visual phenotype of *vasc1–1* is not easily discernible from WT (Fig. S5). We chose this stage in the hopes of capturing more primary transcriptomic responses rather than indirect developmental responses that may occur later due to the loss of BdERECTA activity. Because *vasc1–1* is a chemically-induced mutant with multiple mutations, we compared transcriptomes of four homozygous *vasc1–1* plants with four plants heterozygous for the *vasc1–1 BdERECTA* mutated allele*.* We found 215 and 541 genes differentially expressed with the Bonferroni or Benjamini-Hochberg false discovery methods, respectively (Table S6).

As observed by RT-PCR on mature stems (Fig. S2), microarray analysis confirmed a lower *BdERECTA* transcript level in homozygous *vasc1–1* compared to heterozygous *vasc1–1* at this stage. Regarding the vascular phenotype, we noticed that *Bradi3g10270* and *Bradi4g07570* which are the orthologs of the specific phloem sucrose transporters, *Arabidopsis sweet 7* (*At4g10850*) and *11* (*At3g48740*) were overexpressed (1.5 fold) in *vasc1–1* homozygous mutant (Table S6). Similarly, the transcript level of *Bradi2g0025*, an ortholog of a phloem specific protein PP2 in Arabidopsis (*At4g19840*) was also found 1.45 fold more abundant in homozygous *vasc1–1* at 20 DAG compared to heterozygous plants. The hypothesis of a role of Brachypodium ERECTA in xylem differentiation and proliferation is reinforced by the downregulation of *Bradi3g13291* (1.5 fold lower expression in homozygous *vasc1–1* versus heterozygous), an ortholog of tracheary element differentiation-related 7 (TED7, *At5g48920*) involved in tracheary development in *Zinnia elegans* [43] (Table S6). At last, genes putatively related to sugar metabolism were found to be misregulated in the mutant (Table S6). In general, a very small set of genes involved in hormone biosynthesis or homeostasis was deregulated at 20 DAG. For instance, expression of *Bradi2g06030*, an ortholog of a cytokinin oxidase in Arabidopsis (*CKX5*) and rice (*OsCKX2*) was decreased by 1.35 fold at 20 DAG (Table S6) suggesting that turnover of cytokinin is impacted in *vasc1–1*. This result is in line with the very recent discovery that rice ERECTA1 indirectly controls the expression of OsCKX2 [25]. In contrast, homologs of ethylene forming enzyme (EFE) encoding a aminocyclopropane-1-carboxylate oxidase 4 (*Bradi4g31820*/ *At1g05010*) and the protein phosphatase 2C (PP2C, *Bradi2g54810*/ *At2g2938*0) involved in ABA signaling were overexpressed (1.5 fold, Table S6). We did not detect altered expression of genes involved in auxin biosynthesis or degradation at 20 DAG but typical auxin-responsive genes like PILS1 (*Bradi3g60740*/ a homolog of *At1g20925*) or Small Auxin-Upregulated RNA (SAUR16, *Bradi3g1389*/ a homolog of *At4g38860*) were upregulated (1.5 and 2 fold respectively in homozygous *vasc1–1*, Table S6). Importantly, *BdERECTA-like1* was not deregulated in *vasc1–1* in homozygous plants compared to heterozygous plants (Table S6)*.* This suggests that the phenotype of *vasc1–1* is not mediated by changes in *BdERECTA-like 1* expression.

### Hormone homeostasis is altered in *vasc1–1*

The altered shoot development of *vasc1–1* and *vasc1–2* as well as the misregulation of hormone homeostasis-related genes observed at 20 DAG and the co-expression of hormone homeostasis-related genes with BdERECTA observed in the PlaNet database (https://aranet.sbs.ntu.edu.sg/responder.py?name=gene!bdi!5672) led us to quantify hormone content in different tissues of mature WT and *vasc1–1* plants with fully elongated stems at 42 DAG (Figs. 6 and 7). We quantified hormones in WT and, to control for background mutations, heterozygous and homozygous *vasc1* mutants. We used the entire peduncle, the base and the top of the last true internode, leaves and spikelets (Fig. 6a). The *vasc1–1* mutant showed significant reduction of free auxin content in the entire peduncle and at the base of the internode when compared with WT and heterozygous mutant (Fig. 6b). This difference was not found at the top of the internode despite heterozygous *vasc1–1* was found significantly different compared to WT. In leaves and spikelets, auxin content was detected but no significant differences were found (Fig. 6). While ABA levels tended to be higher in homozygous *vasc1–1* plants, no significant difference were found between homozygous or heterozygous *vasc1–1* or WT in the different tissues, except in the peduncle where ABA content in homozygous *vasc1–1* was higher than WT but not heterozygous *vasc1–1* (Fig. 6c). Similarly, no difference was found in salicylic acid content in all genotypes (Fig. 6d).

**Fig. 6:**
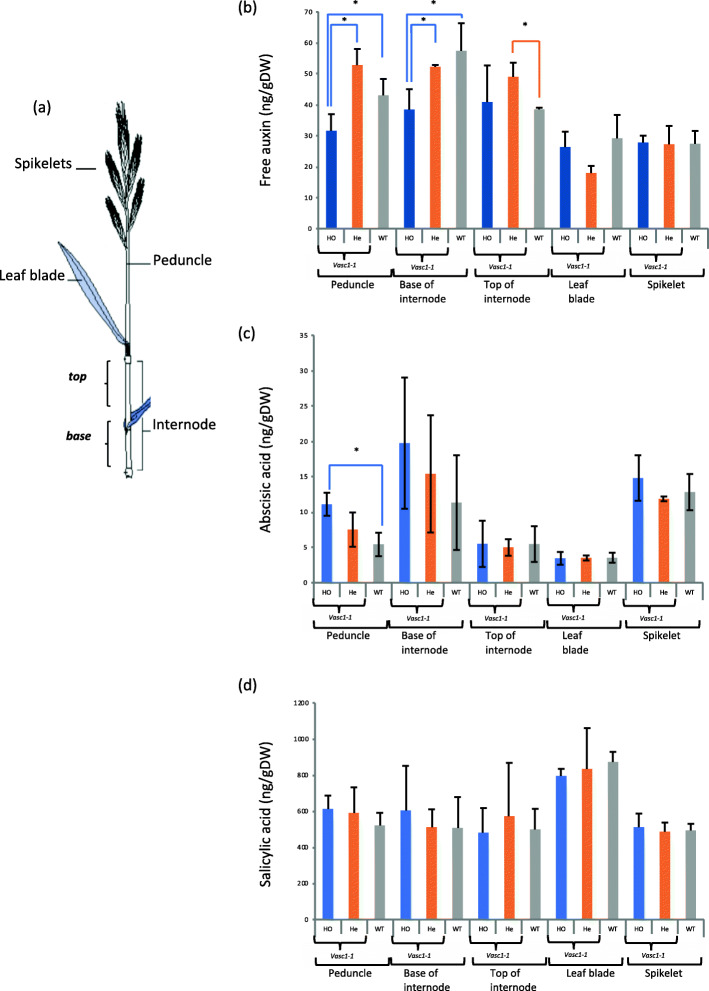
Free auxin content, abscisic and salicylic acid content *in vasc1–1*. Hormone levels in different organs of 42-DAG *vasc1–1* homozygous plants (*vasc1–1* ^*ho*^), *vasc1–1* heterozygous plants (*vasc1–1* ^*he*^) and WT plants. **a** Scheme of the different organs sampled for quantification of hormone content. **b** Free auxin content. **c** Abscisic acid content. **d** Salicylic acid content. Error bars are standard deviations. Stars show significant differences between genotypes (ANOVA, *p*-value< 0.05, *n* = 3)

**Fig. 7:**
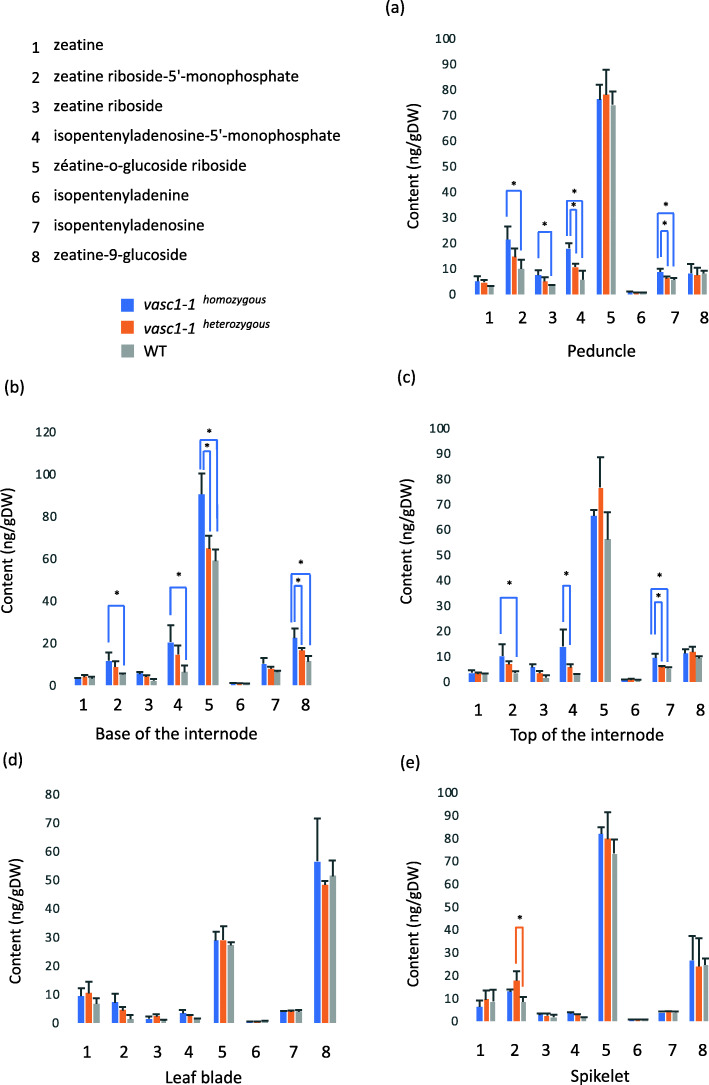
Cytokinin content in *vasc1–1*. Cytokinins were quantified in different organs (see Fig. 6a) at 42 DAG. **a** Peduncle. **b** base of internode. **c** Top of the internode. **d** Leaf. **e** Spikelet. Error bars are standard deviations. Stars show significant differences between genotypes (ANOVA, p-value ≤0.05, *n* = 3), *vasc1–1* homozygous plants (*vasc1–1* ^*ho*^), *vasc1–1* heterozygous plants (*vasc1–1* ^*he*^) and WT plants

We quantified the level of eight different cytokinins (Fig. 7). As observed for auxin content, leaves and spikelets did not display major changes in cytokinins levels. However, in contrast to free auxin content, amounts of cytokinins were increased in the peduncle and in the internodes of homozygous *vasc1–1* compared with WT.

### Lignocellulosic content is impacted in *vasc1–1* and *vasc1–2*

Vascular tissues are enriched in secondary cell walls. The severe phenotype observed in the mutant vasculature prompted us to quantify whether cell wall sugar and lignin content from dried stems are impacted or not. Hydrolysis of soluble-free dried stem material followed by gas chromatography analysis highlighted a significant decrease in xylose and glucose in the mutants (Fig. 8a). These results suggest less xylan and cellulose content (the main polysaccharides in Brachypodium stem) in *vasc1–1* and *vasc1–2* stems. Quantification of lignin content with acetyl bromide showed that lignin deposition was reduced by 5% in both *vasc1–1* and *vasc1–2* mutants compared to WT (Fig. 8b).

**Fig. 8:**
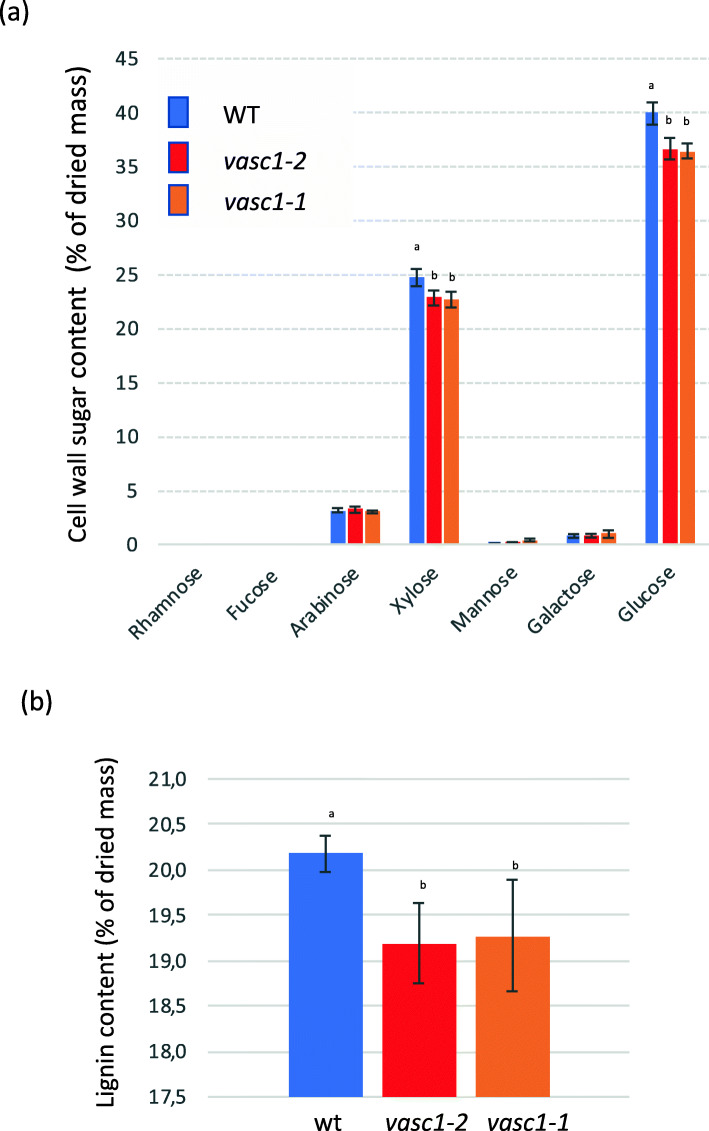
Lignocellulosic composition in *BdERECTA* deficient plants. **a** Soluble-free cell wall sugar content in mutants and WT stems. **b** Acetyl Bromide lignin content in mature dried mutants (*vasc1–1* and *vasc1–2*) and WT stems. Error bars are standard deviations. Letters above histograms indicate significant differences (*p* < 0.05) between genotypes after Tuckey’s pairwise test (*n* = 3)

## Discussion

Brachypodium displays a typical C3 monocot vascular bundle organization in its stem similar to rice, wheat or barley [19, 26, 27, 44]. The number of vascular bundles in each internode depends on the internode position along the stem. This phenomenon might be correlated with the size of the leaves that are connected to nodes because first leaves are thinner than leaves emerging later. Interestingly, we noticed that the organization of VBs is more variable in the first internode with some VBs displaying an amphivasal organization. In upper phytomeres, amphivasal organization and anastomosis of VBs were never observed in internodes of WT plants but only in *vasc1–1* and *vasc1–2* mutants. Nevertheless, anastomosis naturally occurs in the node of WT plants. This organization is required to connect the leaf veins to the nodes. We presume that the three main vascular bundles that do not anastomose in the node preserve the water supply to the stem above the node. Indeed, any damage in a leaf connected to a node could induce embolisms that would completely interrupt water traffic in the node and consequently in the upper part of the main stem. Overall, this vascular network resembles the organization described in rice by [45]. Our data show that BdERECTA controls the correct pattern of the vascular bundle in the internodes. Recently, KNOTTED1-like homeobox (KNOX) transcription factors, BLH12 and BLH14 were proposed to prevent precocious anastomosis of provascular bundles in young stems of corn [6]. The *blh12/14* double mutant shows a reduction in plant height like *vasc1–1* and *vasc1–2* but also fewer veins, a phenotype not observed in *vasc1–1* and *vasc1–2*. In dicots, the class I KNOTTED1-like homeobox (KNOX) transcription factor BREVIPEDICELLUS is a component that controls the activity of the vascular cambium in Arabidopsis and interestingly, data indicated that regulation of the xylem development by *ERECTA*, *ERECTA-like1* and SOBIR1/EVR is BREVIPEDICELLUS-dependent [31, 46, 47]. Arabidopsis *ERECTA*, *ERECTA-like1* and SOBIR1/EVR also prevent premature initiation of the fiber differentiation process and consequently lignification (a key phenomenon during the fiber differentiation) could be enhanced in the *BdERECTA*-loss-of-function *vasc1* mutants. This was not the case. On the contrary, dried mature *vasc1* mutants had less polysaccharide and lignin contents. While it is impossible to determine that BdERECTA is directly controlling cell wall content and composition in this study, perturbation of the vasculature might partly explain these changes. We did not notice a severe phenotype in the shape of interfascicular fibers and *vasc1* stems did not tend to bend more than WT, a phenomenon expected in case of cell wall deficiency. However, we can not exclude that the reduced size of both mutants (which have impaired internode elongation) compared to WT may be caused by a cell wall defect. Interestingly, lower lignin content in *vasc1* mutants is in line with the recent observation that overexpression of the sorghum *ERECTA* gene, *SbER2–1* in maize induces higher lignin content in response to moderate and severe drought stress [48].

Our microarray analysis suggests that phloem function is impacted in *vasc1–1* at 20 DAG because transcripts of Arabidopsis sweet 7 and 11 homologs as well as of a PP2 protein were overexpressed. The latter belongs to a gene family that plays important roles in the function and the integrity of sieve elements and companion cells [49, 50]. The presence of misshaped sieve elements in mutants shows unambiguously that phloem element differentiation is under the control of BdERECTA. Xylem development also suffers from the absence of a functional *BdERECTA* allele. Xylem tissue is disorganized inside VBs and the role of BdERECTA in xylem differentiation and proliferation is confirmed by the downregulation of an ortholog of tracheary element differentiation-related 7 (*TED7*, *At5g48920*). Indeed, in Arabidopsis, inducible TED7 RNAi lines displayed aberrant vessel elements (discontinuous or gapped vessels in the metaxylem) with unusual secondary cell wall [43]. The recurrence of the amphivasal phenotype in both mutants suggests proliferation of xylem at the expense the phloem tissue, however in “normal” collateral VBs, we found larger phloem area in some VBs of the *vasc1–2* mutant (this difference is not significant in *vasc1–1*). While we were not able to characterize tissue-specific expression of *BdERECTA* inside the VB, our LCM data show that *BdERECTA* expression in VB and parenchyma of shoot apex is similar. Considering that Arabidopsis *ER* expression is detected in phloem and xylem tissues of Arabidopsis stem [51] and that both xylem and phloem tissues are impacted in *vasc1–1* and *vasc1–2,* it is highly probable that similar mechanism of regulation occurs both in Brachypodium and Arabidopsis. However, our data show that *BdEPFL1*, a putative ligand of BdERECTA, is more abundant in the parenchyma tissue of the shoot apex than in developing VB. As observed previously for ERL1 in endodermis of Arabidopsis, this result questions the role of putative ligand located in parenchyma in the vascular bundle ontogeny both in patterning and organization. Interestingly, [39] suggested *RAE2* gene in rice, an ortholog of EPFL1 may function to promote the proliferation of vasculature cells necessary for awn elongation as also reported by [51] for AtEPFL4 and AtEPFL6. Consequently, the high expression level of *BdEPFL1* in the Brachypodium shoot apex parenchyma would illustrate its putative role in VB patterning. At last, the fact that *vasc1–1* and *vasc1–2* display more VBs suggests that, in contrary BdERECTA is a negative regulator of VB number. Another hypothesis, is that in the absence of BdERECTA, BdERECTA-like1 promotes VB abundance.

Our results show that hormone levels are dramatically modified in *vasc1–1*. In monocotyledonous plants, cell division and elongation occur along the base of the internode while mature tissues are located at the top so it is not surprising to detect an auxin gradient in the internode. The role of auxin transport element has been recently studied in Brachypodium [37, 52]. Interestingly *Bdaux1* displays a shorter stem and sterility such as *vasc1–1*. Auxin signaling was shown to be modified in the Arabidopsis *erecta* mutant [22] and our results show that in Brachypodium, BdERECTA impacts auxin content in the stem. This result is in line with previous data showing that *er erl1 erl2* triple mutant contains a low level of auxin [22] and that increasing exogenous or endogenous auxin levels could partially rescue the cell elongation defects of the *er erl1 erl2* triple mutant. It is, however, interesting to note that auxin content is impacted in the *vasc1* peduncles while there their size are not changed in contrast to lower internodes. Loss of the entire ERECTA family genes in Arabidopsis led to abnormal flower development and ovule differentiation [23]. These defects are believed to be the consequence of severely reduced cell proliferation. Our findings suggest that disrupting the *BdERECTA* gene only is sufficient to cause phenotypes similar to the Arabidopsis *erecta* triple mutant and thus there is less gene redundancy in Brachypodium despite the presence of *BdERECTA-like 1* whose role remains to be discovered. Less is known about the interaction of ERECTA and cytokinins in grasses [53]. demonstrate that cytokinin negatively regulate protoxylem differentiation and that AHP6 counteracts cytokinin signaling, allowing protoxylem formation in Arabidopsis. This would partly explain why specific phloem genes such as PP2 and phloem sucrose transporters are overexpressed in ERECTA and why in contrary to phloem tissue both protoxylem and metaxylem are abundant in *vasc1* mutants. Moreover, [54] suggested that cytokinin signaling specifies meristematic activity that influences the amplitude of the cambial auxin gradient in poplar. Our work suggests that hormone crosstalk orchestrates vascular tissue organization in Brachypodium stem VB although cambium is absent in this species. Indeed, our work suggests that loss of BdERECTA activity increases cytokinin content in stems. Recent work indicates that cytokinin signaling plays crucial roles in regulating rice growth and development [55] and very recently [25] reported that ERECTA1 (OsER1) is a negative regulator of spikelet number per panicle without impacting grain yield and acts upstream of the OsMKKK10-OsMKK4-OsMPK6 cascade [25]. Several lines of evidence suggest interaction between ethylene and BdERECTA plays a role in regulating vasculature development. Ethylene signaling is up-regulated in the *tdr* mutant [56] and it is known that TDR and ERECTA pathways both contribute to procambium cell maintenance [32, 57]. 

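In the microdissected tissues of wild-type plants, Bradi4g31820.1, the transcript of the ethylene forming enzyme (EFE) homolog, had 14.9 ± 8.54 CPM (SD, n = 9) in VBs and 114 ± 74.6 CPM (SD, n = 3) in parenchyma. The log2 fold change over all VBs was -2.96 (standard error 0.53, adjusted p = 0.00592, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of 9 VB libraries were below every parenchyma library. In VB types 1, 2 and 3 it was -3.18, -2.78 and -2.87, with adjusted p-values of 0.120, 0.201 and 0.0950 from edgeR's quasi-likelihood test and 0.00110, 0.0373 and 0.00640 from edgeR's likelihood ratio test. With each library left out in turn, the log2 fold change over all VBs lay between -3.35 and -2.41.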

Our data also show upregulation of EFE, a gene we found differentially expressed in VBs. Overall, a functional ERECTA protein impacts the balance between auxin and cytokinin in grass stems (at least in Brachypodium and rice), in addition to partially controling phloem-xylem pattern in the stem.

## Conclusion

*BdERECTA* belongs to the LRR receptor-like serine/threonine-protein kinase family that has been shown to regulate multiple developmental processes. In rice, ERECTA has a major effect on panicle formation but no defect in vasculature has been reported in *Oser1* to our knowledge. Our work, clearly shows that *BdERECTA* has a pleiotropic role in Brachypodium. Mutations disrupting *BdERECTA* function result in disorganization of the vascular bundle pattern within the main stem. More striking, these mutations alter the internal organization of some vascular bundles resulting in an amphivasal organization of the vascular elements, an organization that is normally only found in the first internode. However, only some VBs (not all of them) in the mutants display an amphivasal phenotype. While we do not know how the transition between VB morphologies is controlled, this switch may be tuned by the hormonal balance, particularly the auxin/cytokinin equilibrium, which is clearly altered in *vasc1–1* compared to WT. The EPF/EPFL-like ligands of BdERECTA are not known to date, their study may partially explain why and how VB organization is controlled by ERECTA in grasses.

## Material and methods

### Plant materials

Seeds of Brachypodium (accession Bd21–3 [58]) were planted in soil and watered twice a week with water or nutrient solution (Plant Prod. NPK 15–15-30, 1 g/l) from germination to desiccation (around 70 DAG). Plants grew under a 18 h light/6 h dark cycle at 21/18 °C. Light intensity was 130 me.m^− 1^.s^− 1^. For the quantification of VBs in WT plants, nodes were numbered from the first emerging internode to the last internode (also called peduncle in this manuscript) below spikelets. For growth quantification, plantlets were measured from the base of the first node to the top of the most recent leaf or spikelet when plants have flowered.

### Hormone content analysis

For chemical analysis, young flowers, top leaves, peduncles and first internodes below the peduncle (top and base) of homozygous and heterozygous *vasc1–1* and WT were harvested from flowering plants (42 DAG, with fully elongated stems).

For each sample, 1 mg of dry powder was extracted with 0.8 mL of acetone/water/acetic acid (80/19/1 v:v:v). Abscisic acid, salicylic acid, jasmonic acid, indole-3-acetic acid and cytokinins stable labelled isotopes used as internal standards were prepared as described in [59]. One ng of each standard was added to the sample. The extract was vigorously shaken for 1 min, sonicated for 1 min at 25 Hz, shaken for 10 min at 10 °C in a Thermomixer (Eppendorf®, and then centrifuged (8000 g, 10 °C, 10 min.). The supernatants were collected, and the pellets were re-extracted twice with 0.4 mL of the same extraction solution, then vigorously shaken (1 min) and sonicated (1 min; 25 Hz). After the centrifugations, the three supernatants were pooled and dried (final volume 1.6 mL).

Each dry extract was dissolved in 100 μL of acetonitrile/water (50/50 v/v), filtered, and analyzed using a Waters Acquity Ultra Performance Liquid Chromatography coupled to a Waters Xevo Triple quadrupole mass spectrometer TQS (UPLC-ESI-MS/MS). The compounds were separated on a reverse-phase column (Uptisphere C18 UP3HDO, 100*2.1 mm*3 μm particle size; Interchim, France) using a flow rate of 0.4 mL min^− 1^ and a binary gradient: (A) acetic acid 0.1% in water (v/v) and (B) acetonitrile with 0.1% acetic acid, the column temperature was 40 °C. For Abscisic acid, salicylic acid, jasmonic acid, and indole-3-acetic acid, we used the following binary gradient (time, % A): (0 min., 98%), (3 min., 70%), (7.5 min., 50%), (8.5 min., 5%), (9.6 min., 0%), (13.2 min., 98%), (15.7 min., 98%), and for cytokinins (time, % A): (0 min., 95%), (13 min., 40%), (16 min., 0%), (16.5 min., 95%), Mass spectrometry was conducted in electrospray and Multiple Reaction Monitoring scanning mode (MRM mode), in positive ion mode for the indole-3-acetic acid and in negative ion mode for the other hormones. Relevant instrumental parameters were set as follows: capillary 1.5 kV (negative mode), source block and desolvation gas temperatures 130 °C and 500 °C, respectively. Nitrogen was used to assist the cone and desolvation (150 L h^− 1^ and 800 L h^− 1^, respectively), argon was used as the collision gas at a flow of 0.18 mL min^− 1^ as described in [59].

### Sample preparation for studying vascular organization along the stem

For vascular bundle network studies among the whole plant, of the main stem on a 45–50 DAG plants were harvested and fixed in 4% paraformaldehyde (Sigma-Aldrich) in 1 x Phosphate Buffered Saline (PBS, Eurobio), buffer-0,1% tritonX100 (Bioprobe) under vacuum on ice for 2 h. Samples were incubated at 4 °C O/N in the fixative and then washed in PBS and store at 4 °C until use. Thirty μm section were obtain with a HM 650 V Vibratome from MicroMicrotech France. For 3D reconstruction of the node, the 3 cm of the fifth node including upper and lower internode of the main WT stem were fixed as described above and later incubated in 10%, then 20% sucrose for 1 h each, and 30% sucrose overnight at 4 °C. After removing the excess of sucrose, samples were embedded in cryo-embedding medium (NEG-50TM, Thermo scientific) and freeze with liquid nitrogen. Tissue cutting were performed at − 16 °C (CryostarTM NX70, Thermo scientific) and 100 μm section were placed on superfrost slides (Thermo scientific) and stored at − 20 °C or mounted in citifluor AF1 (agar scientific) for confocal imaging.

### Confocal imaging and scanning electron microscopy

Images were captured on a ZEISS 710 confocal microscope equipped with a 405 nm diode, using a Plan APOCHROMAT X25 oil immersion objective (NA 0.8, WD 0.57 μm). The 3D-stack images with a voxel resolution of 0.24 μm in the XY plane and of 4 or 8 μm in Z-axis were acquired. Cell wall autofluorescence was revealed using the UV light (405 diode). For scanning electron microscopy, 30 μm-cross sections were made in the top part of the internode below the floral peduncle. These plant cross-sections were analyzed using an environmental scanning electron microscope (ESEM, Quattro S, Thermo Scientific, US). Images were obtained under environmental conditions without any sputter-coating of the specimens (10 °C and 1000 Pa, resulting in a humidity around 84%RH). An accelerating voltage of 10 kV was used.

### 3D reconstruction of vascular bundle network

Confocal images of serial sections were loaded into FreeD software and vascular bundles were manually segmented at least every 100 μm on 3.6 mm length in total. Sdfexport and sviewer, tools related to FreeD software were used to generate and visualize 3D reconstruction of vascular bundle network.

### Laser capture microdissection and RNA extraction

Plants were grown under a 18 h light/6 h dark cycle at 18/21 °C. Top nodes (1 cm) of the main stem on 20 DAG plants (prior flowering) were harvested and were embedded in cryo-embedding medium (NEG-50TM,Thermo scientific), then frozen with liquid nitrogen.

Samples were sectioned at 30 μm thickness using a cryo-microtome (CryostarTM NX70, Thermo scientific) at − 20 °C and mounted on polyethylene napthalate (PEN)-membrane slides (Zeiss) in RNase-free conditions.

Laser capture microdissection were performed, using a PALM MicroBeam system (Zeiss). From serial sections, each vascular bundle tissue was microdissected independently to minimize contamination from adjacent cell and tissue types. Three biological replicates were captured for each developmental stage and tissue type. Each biological replicate consisted of captured tissue from one to three individual plants (from 10 to 20 micro-dissected elements). All tissues were captured in a collected tube with adhesive cap (Zeiss) within 10 min to maximize RNA quality. Microdissected elements were harvested and incubated directly into RNA extraction buffer. Total RNA was extracted (PicoPure® RNA Isolation Kit; LifeTechnologies) following treatment of the samples on the RNA purification column with RNase-free DNase (1:8 dilution of DNase I in RDD buffer; Qiagen). RNA quantity and quality were checked by microcapillary electrophoresis (RNA 6000 Pico Chip, Agilent 2100 BioAnalyzer; Agilent Technologies). RNA Integrity Numbers (RIN) obtained were around 7.1.

### RNA-Seq

cDNA syntheses were performed using the SMARTer Ultra Low Input RNA Kit for Sequencing-v4 (Takara Bio, California USA) and libraries were prepared according to DNA Sample Preparation Illumina kit instructions with a different bar code for each sample (Illumina, California, U.S.A.). Samples were sequenced using an Illumina to produce 100 bp paired-end stranded reads from a 260 bp size selected library. Approximately 28 million of paired-end stranded reads per sample were produced.

### RNA-seq bioinformatic treatments and analyses

RNA-Seq preprocessing included trimming library adapters and performing quality controls. The raw data (fastq) were trimmed with Trimmomatic [60] tool for Phred Quality Score Qscore > 20, read length > 30 bases, and ribosome sequences were removed with tool sortMeRNA [61].

The mapper Bowtie version 2 [62] was used to align reads against the Brachypodium transcriptome (with local option and other default parameters). The abundance of each 34,310 gene was calculated by a local script which parses SAM files using only paired-end reads for which both reads map unambiguously to one gene. According to these rules, around 73% of paired-end stranded reads were counted. Differential expression analyses followed the procedure described in [63]. Briefly, genes with less than 1 read after a count per million (CPM) normalization in at least half of the samples were discarded. Library size was normalized using the trimmed mean of M-value (TMM) method and count distribution was modeled with a negative binomial generalized linear model. Dispersion was estimated by the edgeR method (Version 1.12.0, [64]) in the statistical software ‘R’ (Version 3.2.5 R Development Core Team (2005)). Expression differences compared 3 samples using likelihood ratio test and *p*-values were adjusted by the Benjamini-Hochberg procedure to control False Discovery Rate (FDR). A gene was declared differentially expressed if its adjusted *p*-value < 0.05.

### Microarray analysis

The progeny from 4 heterozygous descending lines of the original heterozygous v*asc1–1* line were sown in growth chambers and grown under identical conditions (6 to 10 individuals per lines). All plants were genotyped to classify individuals into two groups (heterozygous or homozygous, for the locus of interest). Four independent biological replicates were produced. For microarray experiment, the whole plant (excluding roots) of genotyped homozygous and heterozygous plants were harvested at 20 DAG (vegetative stage). Leaves were removed to keep the main stems and the leaf sheaths and thus frozen into liquid nitrogen. RNA were extracted with the RNAeasy kit from QIAGEN and purified with RNase-free DNase according to QIAGEN advices. RNA quality control and microarray analysis were carried out at the Institute of Plant Sciences Paris-Saclay (IPS2, Gif sur Yvette, France), by POPS Platform of this Institute as described in [65] with the following modifications. We used the 4plex_Brachypodium array (AMADID 066852) based on AGILENT technology. The single high density 4plex_ Brachypodium microarray slide contains a total of 127,258 features, distributed in four chambers. Each chamber contains 31,651 primers and 654 controls.

### Statistical analysis of microarray data

Experiments were designed with the Genomic Networks team of IPS2. For each array, the raw data comprised the logarithm of median feature pixel intensity at wavelengths 635 nm (red) and 532 nm (green). For each array, a global intensity-dependent normalization using the loess procedure [66] was performed to correct the dye bias. The differential analysis is based on the log-ratios averaging over the duplicate probes and over the technical replicates. Hence the numbers of available data for each gene equals the number of biological replicates and are used to calculate the moderated t-test [67].

Under, the null hypothesis, no evidence that the specific variances vary between probes is highlighted by Limma and consequently the moderated t-statistic is assumed to follow a standard normal distribution. To control the false discovery rate, adjusted *p*-values found using the optimized FDR approach of [68] are calculated. We considered as being differentially expressed the probes with an adjusted p-value ≤0.05.Analysis was done with the R software. The function SqueezeVar of the library limma has been used to smooth the specific variances by computing empirical Bayes posterior means. The library kerfdr has been used to calculate the adjusted p-values.

### DNA sequencing and variant calling

DNA was randomly sheared into ~ 250 bp fragments and then used to create Illumina fragment libraries. Paired end 2 × 100 sequencing was performed on Illumina HiSeq2500 at the Joint Genome Institute. Illumina reads, ~ 30 fold coverage, were aligned to Bd21–3 v1.1 reference genome (https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_BdistachyonBd21_3_er) with BWA (v0.7.17) 78, filtered with Picard tools (v2.18) FixMateInformation and MarkDuplicates (https://broadinstitute.github.io/picard), then GATK (v4.0) 79 was used for base quality score recalibration, and SNV discovery using standard hard filtering parameters from GATK best practices recommendations [69, 70].

### Phylogeny analysis

The neighbor joining phylogeny tree was made from Leucine-Rich-Receptor kinase proteins from Brachypodium, *Oryza sativa, Setaria veridis, Zea mays and Arabidopsis thaliana* sharing more than 35% identity with Arabidopsis ERECTA. Node value are bootstrap values (%). Legend displays the number of substitution per kb. The analysis was performed on the Phylogeny.fr platform [71]. Sequences were aligned with MUSCLE (v3.8.31) configured for highest accuracy (MUSCLE with default settings) and curated with Gblocks for removing ambiguous regions. The final phylogeny tree was reconstructed using the maximum likelihood method implemented in the PhyML program (v3.1/3.0 aLRT). TreeDyn (v198.3) was used for tree representation.

### RT-PCR analysis

Total RNA was extracted from WT and mutant fully elongated stems (45 DAG) with EZ-10 Spin column Plant RNA Miniprep Kit following the guidelines of Biobasic (canada). Forty μl were treated with DNAse1 (New England Biolabs, USA) during 1 h. RNA there then purified with RNeasy Clean Up kit, Qiagen (Germany) and eluted in final 15 μl. RNA concentration was estimated with Epoch spectrophometer, BioTek (USA). cDNAs were produced from 500 ng of RNA with Transcriptor First Strand cDNA Synthesis Kit (Roche, Switzerland), and anchored oligo d(T). cDNAs were diluted 1/10 before use. Semi quantitative PCR were run on 1 μl of cDNA. Transcrit cDNAs were with amplified with Q5 Hot Start High-Fidelity DNA Polymerase (New England Biolabs, USA) according to the manufacturer instructions. We used the same melting hybridization (60 °C) and elongation time (10 s) with 25 to 30 cycles according to the gene of interest. Genes of interests were amplified with the following primers: *ERECTA-1*/Bradi1g46450fw: ATGGCGACGACGGCGGCGGCGTCCG, Bradi1g46450rev: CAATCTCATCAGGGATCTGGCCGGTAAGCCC; House keeping gene (Bradi5g14640) /SamDCfw: CGGCAAGCTTGCTAATCTGCTCCAAT and SamDCrev: CAGAGCAACAATAGCCTGGCTGGC.

### Cell wall neutral sugar analysis and lignin content

The neutral sugar composition of cell wall polysaccharides was monitored after hydrolysis of alcohol insoluble residues with 1 M H_2_SO_4_ for 2 h at 100 °C. A pre-hydrolysis step was carried out with 72% H_2_SO_4_ for 30 min at 25 °C to release glucose from cellulose. Each sugar was quantified after its derivatization into alditol acetates and gas chromatography analysis according to the method of [72]. Lignin content was quantified with the AcBr method as descibed in [73].

## Supplementary Information

**Additional file 1: Table S1**. Identification of SNPs in *vasc1–1*.

**Additional file 2: Table S2**. List of amino acid sequences of Leucine-Rich-Receptor kinase similar to Arabidopsis ERECTA in different species and used for phylogeny analysis (Fig. 3).

**Additional file 3: Table S3**. 

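Table S3 gives the mean of normalized counts in each VB type and in parenchyma, their log2 ratio, which is infinite where a mean is 0, and a false discovery rate, and it also compares the VB types with each other. In the deposited counts, the quasi-likelihood test of VB type 2 against type 1 called 0 of 17703 genes, with 362 at an unadjusted p-value under 0.05. For type 3 against type 1 it called 0 of 17448, with 469 at an unadjusted p-value under 0.05, and for type 3 against type 2 0 of 17111, with 417. The likelihood ratio test called 19, 24 and 4 genes in these comparisons. Deviations of same-numbered libraries of different VB types had a mean correlation across genes of 0.196. This mean was 0.325 for the libraries numbered 1, -0.00717 for those numbered 2 and 0.269 for those numbered 3. With the replicate number as a block, the quasi-likelihood test called 0 genes in each comparison, with 598, 515 and 598 at an unadjusted p-value under 0.05. The likelihood ratio test with that block, chosen after seeing the data, called 50, 40 and 28 genes. Over the genes of Table S3 tested here, the finite log2 ratios it lists and the log2 fold changes from the counts had a Pearson correlation across genes of 0.995, 0.998 and 0.998 for VB types 1, 2 and 3 against parenchyma. The 851 genes read from Table S3 have false discovery rates of at most 0.123 for VB type 1. These correlations therefore cover genes with large changes in that type, not all genes.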

Statistical analysis of LCM-RNAseq data from three different types of vascular bundles and parenchyma tissue in wild-type plants.

**Additional file 4: Table S4**. Statistical analysis of genes expression level in all vascular bundles compared to parenchyma.

**Additional file 5: Table S5**. Co-expressed genes with *BdERECTA.*

**Additional file 6; Table S6**. Microarray data: Differentially expressed genes in homozygous *vasc1–1* versus heterozygous *vasc1–1*

**Additional file 7: Figure S1**. Surface area of the eight largest vascular bundles along the fifth node in the main Brachypodium stem. **Figure S2**. Mutation loci and expression of *Bradi1g46450* in WT, *vasc1–1* and *vasc1–2* .**Figure S3**. Laser capture microdissection. **Figure S4**. Validation of LCM data. **Figure S5**. Picture of WT and mutants at 20 DAG. **Figure S6**. Full length gels

## Data Availability

All data and materials used in this article are available from the authors. Microarray data from this article were deposited in the international repository GEO, Gene Expression Omnibus ([74], https://www.ncbi.nlm.nih.gov/geo/), accession no. GSE139323. All steps of the experiment, from growth conditions to bioinformatic and statistical analyses, were detailed in CATdb database ([49], https://tools.ips2.u-psud.fr/CATdb/; Project: 4 plex_Brachy_2016_01) according to the “Minimum Information About a Microarray Experiment” standards. All steps of the RNAseq experiment, from growth conditions to bioinformatic analyses, were also managed in CATdb database ([49] https://tools.ips2.u-psud.fr/CATdb/) with Project ID ANR-JC-BRAVO. This project is submitted from CATdb into the international repository GEO (Gene Expression Omnibus, [74], https://www.ncbi.nlm.nih.gov/geo) with ProjetID = GSE162395.

## Abbreviations

BP: Base pair
CPM: Count per million
DAG: Days After Germination
ESEM: Environmental scanning electron microscope
FDR: False Discovery Rate
LCM: Laser capture microdissection
LRR-RLK: Leucine-Rich Repeat Receptor Like Kinase
RIN: RNA Integrity Numbers
TMM: Trimmed mean of M-value
VB: Vascular bundle
WT: Wild-type plants
3D: 3 Dimension

# Supplementary material for: BdERECTA controls vasculature patterning and phloem-xylem organization in Brachypodium distachyon
**Source:** BMC Plant Biol. 2021 Apr 23;21:196. doi: 10.1186/s12870-021-02970-2
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. List of amino acid sequences of Leucine-Rich-Receptor kinase similar to Arabidopsis ERECTA in different species and used for phylogeny analysis (Fig. 3).

### Additional information 3

#### **BdERECTA controls vasculature patterning and phloem-xylem organization in *Brachypodium distachyon*.**

Kaori Sakai<sup>1</sup>, Sylvie Citerne<sup>1</sup>, Sebastien Antelme<sup>1</sup>, Philippe Lebris<sup>1</sup>, Sylviane Daniel<sup>2</sup>, Axelle Boudier<sup>2</sup>, Angelina d'Orlando<sup>2</sup>, Amy Cartwright<sup>3</sup>, Frederique Tellier<sup>1</sup>, Stéphanie Pateyron<sup>4,5</sup>, Etienne Delannoy<sup>4,5</sup>, Debbie Laudencia-Chingcuanco<sup>6</sup>, Gregory Mouille<sup>1</sup>, Jean Christophe Palauqui<sup>1</sup>, John Vogel<sup>3,7</sup>, Richard Sibout<sup>1,2</sup>.

Table S2. Protein sequences from *Brachypodium distachyon*, *Oryza sativa*, *Setaria veridis*, *Zea Mays* and *Arabidopsis thaliana* sharing more than 35% identity with At2g26330 (*Arabidopsis thaliana* ERECTA). Data were downloaded from <https://phytozome.jgi.doe.gov>

>AT1G17230

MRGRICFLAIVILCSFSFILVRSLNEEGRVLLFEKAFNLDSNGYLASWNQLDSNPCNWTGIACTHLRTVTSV  
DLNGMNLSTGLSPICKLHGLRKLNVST  
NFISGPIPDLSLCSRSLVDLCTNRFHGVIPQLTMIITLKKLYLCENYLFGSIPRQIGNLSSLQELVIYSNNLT  
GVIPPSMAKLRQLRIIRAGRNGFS  
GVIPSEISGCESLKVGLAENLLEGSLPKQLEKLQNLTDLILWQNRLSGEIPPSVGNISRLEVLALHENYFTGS  
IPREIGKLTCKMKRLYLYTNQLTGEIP  
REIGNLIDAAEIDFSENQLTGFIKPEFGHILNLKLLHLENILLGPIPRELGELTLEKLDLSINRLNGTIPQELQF  
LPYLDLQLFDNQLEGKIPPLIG  
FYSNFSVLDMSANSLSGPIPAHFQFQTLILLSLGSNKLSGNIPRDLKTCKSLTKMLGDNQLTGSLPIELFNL  
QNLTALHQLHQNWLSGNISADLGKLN  
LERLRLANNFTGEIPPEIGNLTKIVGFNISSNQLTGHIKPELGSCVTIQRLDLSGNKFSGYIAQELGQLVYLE  
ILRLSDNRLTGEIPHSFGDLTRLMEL  
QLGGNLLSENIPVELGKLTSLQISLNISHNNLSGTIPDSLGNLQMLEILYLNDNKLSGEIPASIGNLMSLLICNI  
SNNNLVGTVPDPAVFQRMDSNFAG  
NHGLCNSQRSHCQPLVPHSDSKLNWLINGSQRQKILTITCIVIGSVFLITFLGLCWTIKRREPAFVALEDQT  
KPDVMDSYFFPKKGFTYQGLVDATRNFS  
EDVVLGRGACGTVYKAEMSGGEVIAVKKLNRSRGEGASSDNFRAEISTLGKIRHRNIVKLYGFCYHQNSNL  
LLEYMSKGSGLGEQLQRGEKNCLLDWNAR  
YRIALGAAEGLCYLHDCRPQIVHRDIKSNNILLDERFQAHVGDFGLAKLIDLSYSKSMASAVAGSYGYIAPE  
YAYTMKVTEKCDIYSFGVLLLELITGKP  
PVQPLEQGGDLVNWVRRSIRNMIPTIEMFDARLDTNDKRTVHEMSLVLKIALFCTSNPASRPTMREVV  
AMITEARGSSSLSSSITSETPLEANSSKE

>AT1G17750

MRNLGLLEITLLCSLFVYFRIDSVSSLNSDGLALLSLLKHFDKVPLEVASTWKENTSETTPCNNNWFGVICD  
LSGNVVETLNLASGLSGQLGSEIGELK  
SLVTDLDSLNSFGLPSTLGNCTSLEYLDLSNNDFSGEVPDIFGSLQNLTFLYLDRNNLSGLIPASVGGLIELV  
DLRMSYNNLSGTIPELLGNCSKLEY  
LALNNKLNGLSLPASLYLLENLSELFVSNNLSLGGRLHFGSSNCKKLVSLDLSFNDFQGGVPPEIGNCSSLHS  
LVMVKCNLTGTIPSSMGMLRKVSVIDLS  
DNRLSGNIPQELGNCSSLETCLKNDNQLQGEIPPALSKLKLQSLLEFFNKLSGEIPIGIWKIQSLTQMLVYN  
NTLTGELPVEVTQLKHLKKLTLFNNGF  
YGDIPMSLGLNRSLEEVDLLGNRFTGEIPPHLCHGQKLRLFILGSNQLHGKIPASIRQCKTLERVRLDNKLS  
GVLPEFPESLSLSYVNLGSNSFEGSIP  
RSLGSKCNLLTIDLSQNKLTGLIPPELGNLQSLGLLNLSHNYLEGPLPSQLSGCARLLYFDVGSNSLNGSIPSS  
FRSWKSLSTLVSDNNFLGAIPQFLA  
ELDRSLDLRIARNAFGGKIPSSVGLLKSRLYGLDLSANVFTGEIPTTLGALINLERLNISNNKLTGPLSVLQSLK  
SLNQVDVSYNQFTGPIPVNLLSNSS  
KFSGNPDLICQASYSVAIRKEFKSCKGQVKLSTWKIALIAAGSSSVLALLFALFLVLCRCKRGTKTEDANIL  
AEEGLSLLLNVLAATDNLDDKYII

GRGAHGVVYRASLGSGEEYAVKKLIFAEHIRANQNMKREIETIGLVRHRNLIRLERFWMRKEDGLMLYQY  
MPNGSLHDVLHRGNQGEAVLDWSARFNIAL  
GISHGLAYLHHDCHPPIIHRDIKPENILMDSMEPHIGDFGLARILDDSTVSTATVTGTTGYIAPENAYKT  
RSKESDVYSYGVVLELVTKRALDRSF  
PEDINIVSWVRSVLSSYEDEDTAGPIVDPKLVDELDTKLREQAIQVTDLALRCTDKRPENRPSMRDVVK  
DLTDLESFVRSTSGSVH\*

>AT1G73080

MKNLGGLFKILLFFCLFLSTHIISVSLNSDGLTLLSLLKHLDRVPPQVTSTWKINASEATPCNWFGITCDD  
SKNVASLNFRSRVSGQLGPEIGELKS  
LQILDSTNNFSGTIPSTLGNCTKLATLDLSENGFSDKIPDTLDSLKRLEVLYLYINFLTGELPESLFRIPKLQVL  
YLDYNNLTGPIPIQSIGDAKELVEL  
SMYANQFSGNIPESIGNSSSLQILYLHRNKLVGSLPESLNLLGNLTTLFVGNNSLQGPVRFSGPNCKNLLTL  
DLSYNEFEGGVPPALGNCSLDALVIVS  
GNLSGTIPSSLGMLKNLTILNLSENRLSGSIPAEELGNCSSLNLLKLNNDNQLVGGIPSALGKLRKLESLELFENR  
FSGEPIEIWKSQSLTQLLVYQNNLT  
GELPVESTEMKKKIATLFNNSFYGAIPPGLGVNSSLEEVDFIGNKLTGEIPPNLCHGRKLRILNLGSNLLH  
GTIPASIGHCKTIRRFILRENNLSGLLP  
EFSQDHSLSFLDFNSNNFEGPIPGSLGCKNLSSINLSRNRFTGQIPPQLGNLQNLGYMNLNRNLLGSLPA  
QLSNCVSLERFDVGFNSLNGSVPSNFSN  
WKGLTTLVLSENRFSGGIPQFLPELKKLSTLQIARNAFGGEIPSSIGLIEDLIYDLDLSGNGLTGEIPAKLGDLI  
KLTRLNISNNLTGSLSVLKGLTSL  
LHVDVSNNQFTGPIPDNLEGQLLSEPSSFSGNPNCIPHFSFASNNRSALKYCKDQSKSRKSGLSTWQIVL  
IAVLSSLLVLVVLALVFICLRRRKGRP  
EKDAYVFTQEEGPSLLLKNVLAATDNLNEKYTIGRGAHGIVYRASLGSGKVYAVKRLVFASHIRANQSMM  
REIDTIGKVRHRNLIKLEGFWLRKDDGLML  
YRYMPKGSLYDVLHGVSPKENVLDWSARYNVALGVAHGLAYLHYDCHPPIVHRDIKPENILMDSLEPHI  
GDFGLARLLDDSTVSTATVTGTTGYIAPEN  
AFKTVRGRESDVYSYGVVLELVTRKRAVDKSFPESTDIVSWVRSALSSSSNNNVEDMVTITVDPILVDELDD  
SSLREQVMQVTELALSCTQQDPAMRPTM  
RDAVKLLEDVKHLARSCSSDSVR\*

>AT1G75820

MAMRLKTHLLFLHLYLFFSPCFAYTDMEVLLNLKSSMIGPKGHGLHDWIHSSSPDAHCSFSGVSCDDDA  
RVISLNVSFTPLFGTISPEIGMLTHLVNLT  
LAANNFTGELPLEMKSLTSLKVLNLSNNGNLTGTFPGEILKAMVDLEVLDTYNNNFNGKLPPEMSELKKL  
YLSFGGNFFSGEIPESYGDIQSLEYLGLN  
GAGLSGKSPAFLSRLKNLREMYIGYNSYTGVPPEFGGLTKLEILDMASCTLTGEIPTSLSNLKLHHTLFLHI  
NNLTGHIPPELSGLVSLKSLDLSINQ  
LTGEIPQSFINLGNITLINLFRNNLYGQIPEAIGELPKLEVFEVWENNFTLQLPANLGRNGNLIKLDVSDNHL  
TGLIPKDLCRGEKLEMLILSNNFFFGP  
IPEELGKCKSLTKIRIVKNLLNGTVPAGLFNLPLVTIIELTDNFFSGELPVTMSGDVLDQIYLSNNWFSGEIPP  
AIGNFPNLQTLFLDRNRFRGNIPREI  
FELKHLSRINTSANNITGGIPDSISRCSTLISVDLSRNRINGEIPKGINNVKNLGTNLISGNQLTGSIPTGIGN  
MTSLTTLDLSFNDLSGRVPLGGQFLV  
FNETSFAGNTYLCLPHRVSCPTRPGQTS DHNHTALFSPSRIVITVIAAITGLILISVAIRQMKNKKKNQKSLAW  
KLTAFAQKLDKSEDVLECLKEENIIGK  
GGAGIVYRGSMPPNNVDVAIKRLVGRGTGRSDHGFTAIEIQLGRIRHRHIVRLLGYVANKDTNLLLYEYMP  
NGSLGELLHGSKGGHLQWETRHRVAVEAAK

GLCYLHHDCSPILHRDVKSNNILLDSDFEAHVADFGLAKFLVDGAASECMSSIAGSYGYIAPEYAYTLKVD  
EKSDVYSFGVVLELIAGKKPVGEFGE  
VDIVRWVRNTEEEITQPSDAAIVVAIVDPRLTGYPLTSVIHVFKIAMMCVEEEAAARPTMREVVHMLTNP  
PKSVANLIAF\*

>AT2G01950

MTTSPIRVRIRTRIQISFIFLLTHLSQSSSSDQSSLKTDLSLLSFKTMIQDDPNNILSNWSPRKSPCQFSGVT  
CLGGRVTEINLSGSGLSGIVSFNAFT  
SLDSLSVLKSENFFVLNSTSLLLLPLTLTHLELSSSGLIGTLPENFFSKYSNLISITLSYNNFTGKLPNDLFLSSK  
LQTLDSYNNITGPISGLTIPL  
SSCVSMTYLD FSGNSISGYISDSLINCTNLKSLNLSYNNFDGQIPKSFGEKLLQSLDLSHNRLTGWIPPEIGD  
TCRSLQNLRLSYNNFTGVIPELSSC  
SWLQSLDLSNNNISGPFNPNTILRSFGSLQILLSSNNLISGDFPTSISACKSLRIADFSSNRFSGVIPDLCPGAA  
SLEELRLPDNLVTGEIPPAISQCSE  
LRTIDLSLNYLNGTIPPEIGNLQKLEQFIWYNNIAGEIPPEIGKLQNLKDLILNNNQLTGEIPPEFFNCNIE  
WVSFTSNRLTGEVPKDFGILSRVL  
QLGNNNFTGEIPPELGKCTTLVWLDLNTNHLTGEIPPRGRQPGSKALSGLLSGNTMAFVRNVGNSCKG  
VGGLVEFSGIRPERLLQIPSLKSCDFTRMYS  
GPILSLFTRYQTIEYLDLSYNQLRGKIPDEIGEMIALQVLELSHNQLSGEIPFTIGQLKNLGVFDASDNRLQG  
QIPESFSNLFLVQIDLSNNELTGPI  
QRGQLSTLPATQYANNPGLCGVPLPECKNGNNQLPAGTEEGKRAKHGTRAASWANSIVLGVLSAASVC  
ILIVWAI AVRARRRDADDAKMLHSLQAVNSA  
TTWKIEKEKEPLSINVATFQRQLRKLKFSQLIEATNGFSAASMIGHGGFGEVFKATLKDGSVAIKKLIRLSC  
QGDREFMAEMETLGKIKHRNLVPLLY  
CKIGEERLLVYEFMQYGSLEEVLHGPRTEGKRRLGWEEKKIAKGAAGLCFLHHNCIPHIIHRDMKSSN  
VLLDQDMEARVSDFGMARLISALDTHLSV  
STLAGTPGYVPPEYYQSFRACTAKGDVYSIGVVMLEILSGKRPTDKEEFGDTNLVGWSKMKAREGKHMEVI  
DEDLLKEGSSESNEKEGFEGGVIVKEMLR  
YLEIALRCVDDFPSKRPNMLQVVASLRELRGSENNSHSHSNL\*

>AT2G26330

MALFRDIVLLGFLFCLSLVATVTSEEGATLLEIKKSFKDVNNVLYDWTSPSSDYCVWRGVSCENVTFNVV  
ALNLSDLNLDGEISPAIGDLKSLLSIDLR  
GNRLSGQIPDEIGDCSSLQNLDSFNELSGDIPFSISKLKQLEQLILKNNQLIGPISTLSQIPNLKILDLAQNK  
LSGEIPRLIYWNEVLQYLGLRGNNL  
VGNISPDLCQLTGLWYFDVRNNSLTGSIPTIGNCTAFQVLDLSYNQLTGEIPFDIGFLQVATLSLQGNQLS  
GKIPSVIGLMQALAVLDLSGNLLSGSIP  
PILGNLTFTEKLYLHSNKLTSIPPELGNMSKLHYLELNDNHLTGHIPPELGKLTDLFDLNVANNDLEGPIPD  
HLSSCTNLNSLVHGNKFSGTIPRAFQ  
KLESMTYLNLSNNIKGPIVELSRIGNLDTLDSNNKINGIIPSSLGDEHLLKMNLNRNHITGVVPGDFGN  
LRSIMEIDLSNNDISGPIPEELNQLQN  
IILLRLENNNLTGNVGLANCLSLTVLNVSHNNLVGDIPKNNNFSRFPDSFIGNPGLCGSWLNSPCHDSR  
RTVRVSISR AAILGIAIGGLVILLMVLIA  
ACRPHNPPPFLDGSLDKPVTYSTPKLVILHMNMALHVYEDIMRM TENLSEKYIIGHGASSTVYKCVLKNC  
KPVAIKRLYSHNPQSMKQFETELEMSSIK  
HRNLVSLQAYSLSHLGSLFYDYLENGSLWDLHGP T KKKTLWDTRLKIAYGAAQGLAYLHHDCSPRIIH  
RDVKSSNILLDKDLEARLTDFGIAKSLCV  
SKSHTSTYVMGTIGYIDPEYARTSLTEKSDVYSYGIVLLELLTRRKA VDDES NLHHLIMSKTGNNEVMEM  
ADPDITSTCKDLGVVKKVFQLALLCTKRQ

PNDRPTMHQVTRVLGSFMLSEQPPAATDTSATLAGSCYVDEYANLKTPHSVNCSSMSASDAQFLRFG  
QVISQNSE\*

>AT2G33170

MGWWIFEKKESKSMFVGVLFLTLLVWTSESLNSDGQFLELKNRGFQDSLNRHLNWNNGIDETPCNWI  
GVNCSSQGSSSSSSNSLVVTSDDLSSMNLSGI  
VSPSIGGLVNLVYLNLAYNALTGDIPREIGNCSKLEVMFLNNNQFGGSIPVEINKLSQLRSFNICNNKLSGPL  
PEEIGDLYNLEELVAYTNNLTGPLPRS  
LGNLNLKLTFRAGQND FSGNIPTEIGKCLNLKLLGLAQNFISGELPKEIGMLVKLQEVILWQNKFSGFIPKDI  
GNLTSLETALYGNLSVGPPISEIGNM  
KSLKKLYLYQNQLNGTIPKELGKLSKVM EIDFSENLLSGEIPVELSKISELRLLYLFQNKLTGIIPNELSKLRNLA  
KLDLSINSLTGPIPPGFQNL TSMR  
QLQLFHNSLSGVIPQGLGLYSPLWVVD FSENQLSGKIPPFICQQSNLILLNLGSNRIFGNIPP GVL RCKSLLQ  
LRVVG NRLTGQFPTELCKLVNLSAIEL  
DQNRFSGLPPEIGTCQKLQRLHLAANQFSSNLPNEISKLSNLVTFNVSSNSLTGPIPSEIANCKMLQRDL  
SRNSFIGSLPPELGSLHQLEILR LSENR  
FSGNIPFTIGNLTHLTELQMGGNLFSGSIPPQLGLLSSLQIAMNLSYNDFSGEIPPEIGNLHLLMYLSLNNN  
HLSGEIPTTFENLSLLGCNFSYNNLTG  
QLPHTQIFQNM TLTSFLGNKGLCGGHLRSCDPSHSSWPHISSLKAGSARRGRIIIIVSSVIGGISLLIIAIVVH  
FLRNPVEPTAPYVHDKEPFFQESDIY  
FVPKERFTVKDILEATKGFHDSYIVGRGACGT VYKAVMPSGKTI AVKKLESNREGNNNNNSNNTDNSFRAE  
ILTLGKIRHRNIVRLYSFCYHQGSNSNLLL  
YEYMSRGS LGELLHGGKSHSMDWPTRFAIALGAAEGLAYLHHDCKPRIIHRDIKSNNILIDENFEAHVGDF  
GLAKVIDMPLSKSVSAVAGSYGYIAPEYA  
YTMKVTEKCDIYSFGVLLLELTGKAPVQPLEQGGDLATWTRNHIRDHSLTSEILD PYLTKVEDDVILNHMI  
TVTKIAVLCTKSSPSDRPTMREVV LMLI  
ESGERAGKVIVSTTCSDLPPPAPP\*

>AT3G24240

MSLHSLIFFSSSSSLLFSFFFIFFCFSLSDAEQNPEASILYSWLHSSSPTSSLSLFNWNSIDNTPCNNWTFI  
TCSSQG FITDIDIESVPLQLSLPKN  
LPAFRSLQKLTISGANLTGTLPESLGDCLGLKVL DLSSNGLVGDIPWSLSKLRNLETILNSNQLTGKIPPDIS  
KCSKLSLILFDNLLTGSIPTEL GKL  
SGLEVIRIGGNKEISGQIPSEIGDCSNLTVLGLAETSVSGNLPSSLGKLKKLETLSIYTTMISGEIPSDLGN CSEL  
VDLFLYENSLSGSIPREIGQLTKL  
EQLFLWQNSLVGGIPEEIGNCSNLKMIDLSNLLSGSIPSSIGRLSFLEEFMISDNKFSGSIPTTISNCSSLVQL  
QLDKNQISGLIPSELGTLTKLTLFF  
AWSNQLEGSIPPG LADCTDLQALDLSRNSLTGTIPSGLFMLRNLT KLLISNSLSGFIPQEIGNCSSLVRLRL  
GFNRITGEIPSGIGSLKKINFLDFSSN  
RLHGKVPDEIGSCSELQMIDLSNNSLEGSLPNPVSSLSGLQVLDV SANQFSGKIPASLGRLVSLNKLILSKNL  
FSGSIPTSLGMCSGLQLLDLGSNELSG  
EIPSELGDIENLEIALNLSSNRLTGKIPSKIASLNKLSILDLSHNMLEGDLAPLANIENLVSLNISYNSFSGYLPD  
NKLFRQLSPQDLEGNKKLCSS TQD  
SCFLT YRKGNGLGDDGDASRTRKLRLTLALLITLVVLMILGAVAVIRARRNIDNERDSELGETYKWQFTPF  
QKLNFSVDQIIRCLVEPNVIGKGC SGVV  
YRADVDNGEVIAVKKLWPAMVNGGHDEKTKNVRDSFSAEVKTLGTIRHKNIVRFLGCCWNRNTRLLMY  
DYM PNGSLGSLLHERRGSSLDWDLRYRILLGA  
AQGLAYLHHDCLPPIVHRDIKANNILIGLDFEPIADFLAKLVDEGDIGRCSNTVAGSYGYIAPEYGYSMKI  
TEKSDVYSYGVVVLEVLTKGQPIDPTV

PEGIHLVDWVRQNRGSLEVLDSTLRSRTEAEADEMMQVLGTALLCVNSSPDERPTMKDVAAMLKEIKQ  
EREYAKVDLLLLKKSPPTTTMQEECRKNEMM  
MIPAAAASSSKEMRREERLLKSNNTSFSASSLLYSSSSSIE\*  
>AT3G49670  
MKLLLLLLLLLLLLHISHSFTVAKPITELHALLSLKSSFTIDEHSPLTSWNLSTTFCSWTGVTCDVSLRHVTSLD  
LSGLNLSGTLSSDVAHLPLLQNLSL  
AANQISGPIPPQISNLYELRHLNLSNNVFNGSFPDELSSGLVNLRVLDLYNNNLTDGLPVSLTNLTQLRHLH  
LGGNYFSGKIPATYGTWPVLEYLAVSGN  
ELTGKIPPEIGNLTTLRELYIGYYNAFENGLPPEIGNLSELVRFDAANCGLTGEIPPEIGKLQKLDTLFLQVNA  
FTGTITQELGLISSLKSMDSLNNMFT  
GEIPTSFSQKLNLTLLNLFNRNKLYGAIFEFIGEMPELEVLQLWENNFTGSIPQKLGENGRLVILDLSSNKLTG  
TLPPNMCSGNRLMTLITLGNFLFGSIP  
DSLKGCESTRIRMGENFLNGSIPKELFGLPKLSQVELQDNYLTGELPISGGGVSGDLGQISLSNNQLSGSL  
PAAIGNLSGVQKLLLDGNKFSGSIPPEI  
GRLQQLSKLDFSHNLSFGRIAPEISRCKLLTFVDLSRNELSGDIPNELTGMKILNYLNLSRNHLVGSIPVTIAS  
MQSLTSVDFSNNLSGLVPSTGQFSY  
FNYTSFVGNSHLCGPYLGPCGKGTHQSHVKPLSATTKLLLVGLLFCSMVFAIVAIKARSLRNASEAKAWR  
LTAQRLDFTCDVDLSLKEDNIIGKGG  
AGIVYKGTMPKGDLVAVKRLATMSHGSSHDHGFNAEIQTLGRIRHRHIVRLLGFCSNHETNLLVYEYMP  
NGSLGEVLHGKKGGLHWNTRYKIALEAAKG  
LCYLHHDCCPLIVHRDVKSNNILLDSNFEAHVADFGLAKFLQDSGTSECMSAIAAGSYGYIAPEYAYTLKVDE  
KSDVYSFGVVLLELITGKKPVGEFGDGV  
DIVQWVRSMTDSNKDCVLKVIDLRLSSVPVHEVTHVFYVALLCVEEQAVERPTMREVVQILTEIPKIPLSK  
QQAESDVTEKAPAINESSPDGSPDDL  
SN\*  
>AT4G20140  
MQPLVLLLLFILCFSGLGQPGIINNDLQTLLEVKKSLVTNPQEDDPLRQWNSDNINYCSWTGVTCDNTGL  
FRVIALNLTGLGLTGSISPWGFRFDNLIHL  
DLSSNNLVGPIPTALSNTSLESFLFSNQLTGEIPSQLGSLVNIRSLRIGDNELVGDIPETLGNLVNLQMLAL  
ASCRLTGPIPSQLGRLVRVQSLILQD  
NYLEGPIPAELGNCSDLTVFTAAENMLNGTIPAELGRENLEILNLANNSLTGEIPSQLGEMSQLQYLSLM  
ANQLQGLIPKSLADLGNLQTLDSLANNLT  
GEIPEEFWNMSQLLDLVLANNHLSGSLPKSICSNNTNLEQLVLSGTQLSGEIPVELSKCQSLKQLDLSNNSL  
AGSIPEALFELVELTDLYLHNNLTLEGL  
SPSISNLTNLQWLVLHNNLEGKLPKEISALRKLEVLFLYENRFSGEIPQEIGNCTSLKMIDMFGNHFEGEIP  
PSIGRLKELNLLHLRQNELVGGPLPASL  
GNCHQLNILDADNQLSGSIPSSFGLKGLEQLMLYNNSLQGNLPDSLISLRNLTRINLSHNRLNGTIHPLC  
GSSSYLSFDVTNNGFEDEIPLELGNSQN  
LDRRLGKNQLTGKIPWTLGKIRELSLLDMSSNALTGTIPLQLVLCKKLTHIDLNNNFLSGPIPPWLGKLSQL  
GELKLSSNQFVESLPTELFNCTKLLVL  
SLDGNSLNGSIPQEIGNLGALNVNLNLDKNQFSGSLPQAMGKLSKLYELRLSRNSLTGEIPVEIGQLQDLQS  
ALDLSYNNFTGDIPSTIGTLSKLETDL  
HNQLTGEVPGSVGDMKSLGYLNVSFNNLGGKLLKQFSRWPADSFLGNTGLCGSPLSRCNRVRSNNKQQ  
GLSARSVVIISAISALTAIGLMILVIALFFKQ  
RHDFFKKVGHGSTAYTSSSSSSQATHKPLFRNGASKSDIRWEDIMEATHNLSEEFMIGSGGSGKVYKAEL  
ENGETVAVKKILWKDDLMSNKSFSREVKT

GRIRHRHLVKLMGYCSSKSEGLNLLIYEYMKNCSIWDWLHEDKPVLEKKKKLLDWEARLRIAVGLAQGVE  
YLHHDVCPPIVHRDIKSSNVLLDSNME AHL  
GDFGLAKVLTENC DTNTDSNTW FACS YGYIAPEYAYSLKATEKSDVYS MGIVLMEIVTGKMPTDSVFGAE  
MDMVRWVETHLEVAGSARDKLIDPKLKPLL  
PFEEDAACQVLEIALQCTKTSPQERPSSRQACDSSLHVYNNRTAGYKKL\*

>AT4G20270

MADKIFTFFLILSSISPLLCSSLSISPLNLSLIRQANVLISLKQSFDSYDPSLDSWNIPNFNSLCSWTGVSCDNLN  
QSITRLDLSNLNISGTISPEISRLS  
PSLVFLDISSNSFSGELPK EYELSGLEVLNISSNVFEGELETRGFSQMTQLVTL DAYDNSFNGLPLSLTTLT  
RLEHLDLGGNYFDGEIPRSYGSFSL  
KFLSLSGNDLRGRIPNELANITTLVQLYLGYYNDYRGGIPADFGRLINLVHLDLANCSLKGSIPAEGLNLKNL  
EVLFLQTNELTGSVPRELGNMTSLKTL  
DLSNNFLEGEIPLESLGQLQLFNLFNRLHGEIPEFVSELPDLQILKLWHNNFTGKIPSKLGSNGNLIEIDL  
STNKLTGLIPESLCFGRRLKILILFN  
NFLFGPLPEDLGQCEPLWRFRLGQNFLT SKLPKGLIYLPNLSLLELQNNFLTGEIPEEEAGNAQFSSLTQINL  
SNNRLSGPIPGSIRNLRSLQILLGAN  
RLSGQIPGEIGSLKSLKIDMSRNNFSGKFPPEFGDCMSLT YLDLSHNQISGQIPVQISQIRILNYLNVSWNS  
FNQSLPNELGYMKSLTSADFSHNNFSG  
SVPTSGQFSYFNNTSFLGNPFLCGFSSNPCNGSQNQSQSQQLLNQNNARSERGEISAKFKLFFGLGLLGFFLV  
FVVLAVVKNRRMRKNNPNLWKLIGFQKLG  
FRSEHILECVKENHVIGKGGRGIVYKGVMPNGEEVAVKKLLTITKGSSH DNGLA AEIQT LGRIRHRNIVRLL  
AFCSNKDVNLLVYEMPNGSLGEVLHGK  
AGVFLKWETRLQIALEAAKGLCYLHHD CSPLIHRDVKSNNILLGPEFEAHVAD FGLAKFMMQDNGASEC  
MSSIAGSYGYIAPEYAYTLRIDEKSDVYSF  
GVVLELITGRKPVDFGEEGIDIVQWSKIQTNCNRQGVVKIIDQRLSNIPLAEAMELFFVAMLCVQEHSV  
ERPTMREV VQMISQAKQPNTF\*

>AT4G28490

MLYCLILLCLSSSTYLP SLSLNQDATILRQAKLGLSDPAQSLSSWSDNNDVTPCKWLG VSCDATSNVVSVD  
LSSFMLVGPFP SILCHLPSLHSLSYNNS  
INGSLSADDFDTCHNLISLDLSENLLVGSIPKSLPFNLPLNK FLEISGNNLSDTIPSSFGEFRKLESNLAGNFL  
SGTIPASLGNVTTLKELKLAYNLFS  
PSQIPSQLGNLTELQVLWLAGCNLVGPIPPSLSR L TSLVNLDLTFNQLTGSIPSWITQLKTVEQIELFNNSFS  
GELPESMGNM TTKRFDAS MNKLTGKI  
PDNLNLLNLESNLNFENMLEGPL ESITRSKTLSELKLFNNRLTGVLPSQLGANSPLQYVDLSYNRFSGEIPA  
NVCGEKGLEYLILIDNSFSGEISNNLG  
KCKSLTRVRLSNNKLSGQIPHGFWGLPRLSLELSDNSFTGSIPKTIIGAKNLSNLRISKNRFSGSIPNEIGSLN  
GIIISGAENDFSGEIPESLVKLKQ  
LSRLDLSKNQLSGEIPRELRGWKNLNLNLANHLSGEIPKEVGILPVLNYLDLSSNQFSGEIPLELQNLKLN  
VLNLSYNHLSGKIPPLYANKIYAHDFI  
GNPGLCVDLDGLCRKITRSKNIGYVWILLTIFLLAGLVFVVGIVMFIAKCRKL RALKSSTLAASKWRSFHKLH  
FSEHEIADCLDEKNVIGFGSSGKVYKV  
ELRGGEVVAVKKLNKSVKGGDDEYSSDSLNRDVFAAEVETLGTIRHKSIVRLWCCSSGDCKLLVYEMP  
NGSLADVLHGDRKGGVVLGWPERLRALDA  
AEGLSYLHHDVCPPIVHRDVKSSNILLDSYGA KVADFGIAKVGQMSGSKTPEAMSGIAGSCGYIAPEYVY  
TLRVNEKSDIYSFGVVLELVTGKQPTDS  
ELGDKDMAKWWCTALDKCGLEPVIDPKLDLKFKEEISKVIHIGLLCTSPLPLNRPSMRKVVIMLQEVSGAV  
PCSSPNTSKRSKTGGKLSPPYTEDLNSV\*

>AT4G28650

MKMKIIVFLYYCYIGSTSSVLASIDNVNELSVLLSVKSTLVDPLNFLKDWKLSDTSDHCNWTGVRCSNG  
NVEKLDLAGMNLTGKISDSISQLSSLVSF  
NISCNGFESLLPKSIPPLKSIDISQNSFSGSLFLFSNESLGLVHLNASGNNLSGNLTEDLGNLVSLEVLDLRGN  
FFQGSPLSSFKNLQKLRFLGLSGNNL  
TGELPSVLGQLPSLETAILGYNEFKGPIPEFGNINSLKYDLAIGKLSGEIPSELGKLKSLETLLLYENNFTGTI  
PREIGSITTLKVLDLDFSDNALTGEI  
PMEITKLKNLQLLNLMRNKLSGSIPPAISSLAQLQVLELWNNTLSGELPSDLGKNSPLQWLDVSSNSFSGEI  
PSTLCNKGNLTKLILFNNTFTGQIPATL  
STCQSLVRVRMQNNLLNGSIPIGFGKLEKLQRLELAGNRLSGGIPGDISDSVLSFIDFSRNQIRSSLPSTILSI  
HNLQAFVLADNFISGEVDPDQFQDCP  
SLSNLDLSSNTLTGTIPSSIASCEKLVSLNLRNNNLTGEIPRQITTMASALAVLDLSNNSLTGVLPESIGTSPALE  
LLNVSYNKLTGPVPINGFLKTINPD  
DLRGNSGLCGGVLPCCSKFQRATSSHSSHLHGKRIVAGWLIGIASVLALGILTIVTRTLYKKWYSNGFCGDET  
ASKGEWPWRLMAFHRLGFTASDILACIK  
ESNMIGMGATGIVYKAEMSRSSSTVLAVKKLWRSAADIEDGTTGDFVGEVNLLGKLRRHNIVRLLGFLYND  
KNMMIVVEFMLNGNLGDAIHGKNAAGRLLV  
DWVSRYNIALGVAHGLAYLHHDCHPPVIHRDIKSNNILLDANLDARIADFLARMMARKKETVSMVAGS  
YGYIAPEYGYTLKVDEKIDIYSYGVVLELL  
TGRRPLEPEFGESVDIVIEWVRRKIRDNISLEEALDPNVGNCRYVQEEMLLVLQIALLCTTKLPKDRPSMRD  
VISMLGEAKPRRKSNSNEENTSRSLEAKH  
SSVFSTSPVNGLL\*

>AT5G07180

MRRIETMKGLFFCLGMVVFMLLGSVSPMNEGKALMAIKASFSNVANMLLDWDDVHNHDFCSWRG  
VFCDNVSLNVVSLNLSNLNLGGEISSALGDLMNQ  
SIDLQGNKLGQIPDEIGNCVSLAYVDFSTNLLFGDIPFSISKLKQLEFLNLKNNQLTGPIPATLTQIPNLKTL  
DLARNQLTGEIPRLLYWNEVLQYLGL  
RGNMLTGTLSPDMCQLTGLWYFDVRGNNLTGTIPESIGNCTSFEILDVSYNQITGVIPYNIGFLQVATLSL  
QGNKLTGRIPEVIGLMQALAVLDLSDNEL  
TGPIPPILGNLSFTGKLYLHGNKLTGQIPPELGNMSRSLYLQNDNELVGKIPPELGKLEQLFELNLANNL  
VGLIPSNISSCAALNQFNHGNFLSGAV  
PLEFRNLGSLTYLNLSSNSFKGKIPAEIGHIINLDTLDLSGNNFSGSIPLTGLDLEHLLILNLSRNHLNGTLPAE  
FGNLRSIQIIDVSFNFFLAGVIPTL  
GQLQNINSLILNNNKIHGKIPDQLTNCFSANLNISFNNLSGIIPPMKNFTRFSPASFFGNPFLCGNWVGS  
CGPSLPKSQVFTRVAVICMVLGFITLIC  
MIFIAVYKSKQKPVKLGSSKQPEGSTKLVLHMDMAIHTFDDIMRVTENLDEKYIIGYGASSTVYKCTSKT  
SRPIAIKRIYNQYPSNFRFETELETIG  
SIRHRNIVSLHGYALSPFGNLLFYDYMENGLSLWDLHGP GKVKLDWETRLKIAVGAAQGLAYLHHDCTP  
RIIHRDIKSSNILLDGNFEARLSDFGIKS  
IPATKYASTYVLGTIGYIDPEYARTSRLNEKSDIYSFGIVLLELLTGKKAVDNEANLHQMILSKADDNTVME  
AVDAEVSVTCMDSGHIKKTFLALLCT  
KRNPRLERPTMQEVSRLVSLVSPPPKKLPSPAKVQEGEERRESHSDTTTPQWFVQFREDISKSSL\*

>AT5G07280

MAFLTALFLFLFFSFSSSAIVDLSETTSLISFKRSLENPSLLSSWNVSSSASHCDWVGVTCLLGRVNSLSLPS  
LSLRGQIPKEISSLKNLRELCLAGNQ  
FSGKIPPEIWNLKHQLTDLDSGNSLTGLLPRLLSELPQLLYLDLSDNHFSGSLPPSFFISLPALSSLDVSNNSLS  
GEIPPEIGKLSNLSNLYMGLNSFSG

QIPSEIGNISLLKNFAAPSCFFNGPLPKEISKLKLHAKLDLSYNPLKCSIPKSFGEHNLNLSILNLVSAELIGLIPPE  
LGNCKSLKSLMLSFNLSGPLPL  
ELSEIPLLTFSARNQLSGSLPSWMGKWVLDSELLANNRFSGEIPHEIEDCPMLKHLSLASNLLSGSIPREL  
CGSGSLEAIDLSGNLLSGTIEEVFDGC  
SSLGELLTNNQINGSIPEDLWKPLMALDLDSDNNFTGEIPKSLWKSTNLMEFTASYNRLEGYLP AEIGNA  
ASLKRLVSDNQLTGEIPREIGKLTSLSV  
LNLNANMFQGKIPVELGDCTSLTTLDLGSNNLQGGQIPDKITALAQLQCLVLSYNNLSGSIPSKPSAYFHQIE  
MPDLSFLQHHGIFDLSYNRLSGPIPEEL  
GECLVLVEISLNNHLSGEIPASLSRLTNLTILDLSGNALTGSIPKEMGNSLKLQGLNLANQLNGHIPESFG  
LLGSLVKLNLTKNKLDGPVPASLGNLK  
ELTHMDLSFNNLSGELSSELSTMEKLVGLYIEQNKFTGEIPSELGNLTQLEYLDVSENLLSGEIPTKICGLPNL  
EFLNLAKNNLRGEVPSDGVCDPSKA  
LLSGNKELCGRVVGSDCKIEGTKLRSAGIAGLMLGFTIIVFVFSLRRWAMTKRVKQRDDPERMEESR  
LKGFDVQONLYFLSGSRREPLSINIAMFEQ  
PLLKVR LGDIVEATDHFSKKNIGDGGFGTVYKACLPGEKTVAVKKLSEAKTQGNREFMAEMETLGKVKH  
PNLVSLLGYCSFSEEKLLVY EYMVNGSLDH  
WLRNQ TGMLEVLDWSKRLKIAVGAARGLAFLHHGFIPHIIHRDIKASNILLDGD FEPKVADFG LARLISAC  
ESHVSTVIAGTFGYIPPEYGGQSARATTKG  
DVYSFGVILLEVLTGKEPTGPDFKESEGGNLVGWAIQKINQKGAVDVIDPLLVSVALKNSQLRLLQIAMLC  
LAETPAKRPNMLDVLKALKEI\*

>AT5G44700

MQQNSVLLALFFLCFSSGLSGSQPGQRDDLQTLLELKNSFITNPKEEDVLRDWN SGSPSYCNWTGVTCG  
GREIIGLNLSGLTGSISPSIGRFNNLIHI  
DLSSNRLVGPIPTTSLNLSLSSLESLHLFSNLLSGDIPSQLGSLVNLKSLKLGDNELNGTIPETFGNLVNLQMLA  
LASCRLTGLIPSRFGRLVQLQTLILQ  
DNELEGP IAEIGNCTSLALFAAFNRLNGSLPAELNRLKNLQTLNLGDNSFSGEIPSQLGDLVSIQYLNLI  
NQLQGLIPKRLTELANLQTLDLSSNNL  
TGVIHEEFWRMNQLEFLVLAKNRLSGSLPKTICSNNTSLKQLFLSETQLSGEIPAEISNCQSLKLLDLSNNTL  
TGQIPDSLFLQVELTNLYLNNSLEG  
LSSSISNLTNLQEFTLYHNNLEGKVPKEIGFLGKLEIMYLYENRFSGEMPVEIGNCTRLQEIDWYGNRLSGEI  
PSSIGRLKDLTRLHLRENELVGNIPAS  
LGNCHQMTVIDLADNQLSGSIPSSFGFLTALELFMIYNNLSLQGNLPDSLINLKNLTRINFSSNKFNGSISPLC  
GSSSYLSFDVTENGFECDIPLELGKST  
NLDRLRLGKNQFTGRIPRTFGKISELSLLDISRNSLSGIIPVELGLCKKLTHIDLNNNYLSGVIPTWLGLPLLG  
ELKLSSNK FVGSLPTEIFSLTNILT  
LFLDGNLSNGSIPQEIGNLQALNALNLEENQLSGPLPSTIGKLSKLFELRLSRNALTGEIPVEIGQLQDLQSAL  
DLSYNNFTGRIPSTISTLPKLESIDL  
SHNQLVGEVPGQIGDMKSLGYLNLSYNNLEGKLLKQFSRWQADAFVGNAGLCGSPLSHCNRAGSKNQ  
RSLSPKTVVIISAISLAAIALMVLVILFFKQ  
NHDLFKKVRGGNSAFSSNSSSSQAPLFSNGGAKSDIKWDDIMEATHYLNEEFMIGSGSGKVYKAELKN  
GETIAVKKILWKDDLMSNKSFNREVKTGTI  
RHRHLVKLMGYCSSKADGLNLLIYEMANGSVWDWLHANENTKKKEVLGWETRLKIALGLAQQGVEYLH  
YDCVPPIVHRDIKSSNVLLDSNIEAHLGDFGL  
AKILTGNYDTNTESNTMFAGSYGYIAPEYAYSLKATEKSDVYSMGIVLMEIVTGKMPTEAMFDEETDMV  
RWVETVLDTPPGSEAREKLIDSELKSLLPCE  
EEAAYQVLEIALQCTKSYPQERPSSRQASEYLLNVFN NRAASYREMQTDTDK\*

>AT5G48940

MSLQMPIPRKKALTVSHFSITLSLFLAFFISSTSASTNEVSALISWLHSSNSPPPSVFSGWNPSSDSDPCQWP  
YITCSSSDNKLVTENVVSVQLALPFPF  
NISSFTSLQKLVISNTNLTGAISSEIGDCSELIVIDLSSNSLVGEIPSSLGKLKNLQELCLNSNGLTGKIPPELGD  
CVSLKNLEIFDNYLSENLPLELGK  
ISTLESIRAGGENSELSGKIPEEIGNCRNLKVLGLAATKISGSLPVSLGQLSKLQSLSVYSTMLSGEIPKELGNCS  
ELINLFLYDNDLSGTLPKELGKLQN  
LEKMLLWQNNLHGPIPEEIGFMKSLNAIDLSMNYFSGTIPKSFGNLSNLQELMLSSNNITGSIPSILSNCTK  
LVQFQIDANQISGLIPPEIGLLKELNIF  
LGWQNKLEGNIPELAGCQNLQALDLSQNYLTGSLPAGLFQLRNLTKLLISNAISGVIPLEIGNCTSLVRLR  
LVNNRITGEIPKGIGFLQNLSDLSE  
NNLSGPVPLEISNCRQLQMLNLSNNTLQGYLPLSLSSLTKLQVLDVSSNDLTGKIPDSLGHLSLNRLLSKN  
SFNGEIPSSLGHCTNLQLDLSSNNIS  
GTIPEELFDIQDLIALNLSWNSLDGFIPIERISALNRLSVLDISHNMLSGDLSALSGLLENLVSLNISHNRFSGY  
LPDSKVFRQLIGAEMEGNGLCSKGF  
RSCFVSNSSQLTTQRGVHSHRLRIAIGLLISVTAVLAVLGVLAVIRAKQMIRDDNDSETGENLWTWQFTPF  
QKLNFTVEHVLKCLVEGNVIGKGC SGIVY  
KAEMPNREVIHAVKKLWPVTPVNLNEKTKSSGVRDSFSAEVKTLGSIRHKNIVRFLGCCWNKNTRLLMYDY  
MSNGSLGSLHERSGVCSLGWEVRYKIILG  
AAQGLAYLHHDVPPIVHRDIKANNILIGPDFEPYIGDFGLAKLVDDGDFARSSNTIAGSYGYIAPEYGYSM  
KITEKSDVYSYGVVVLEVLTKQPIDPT  
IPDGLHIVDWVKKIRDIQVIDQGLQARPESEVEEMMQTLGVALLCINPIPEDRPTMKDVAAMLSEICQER  
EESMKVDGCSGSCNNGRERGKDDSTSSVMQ  
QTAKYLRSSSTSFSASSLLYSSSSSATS NVRP NLK\*  
>AT5G49660  
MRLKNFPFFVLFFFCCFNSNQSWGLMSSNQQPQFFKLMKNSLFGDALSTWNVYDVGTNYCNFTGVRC  
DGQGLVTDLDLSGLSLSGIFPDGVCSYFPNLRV  
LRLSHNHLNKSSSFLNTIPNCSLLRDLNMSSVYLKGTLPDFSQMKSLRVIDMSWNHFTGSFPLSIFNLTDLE  
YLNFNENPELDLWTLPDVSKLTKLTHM  
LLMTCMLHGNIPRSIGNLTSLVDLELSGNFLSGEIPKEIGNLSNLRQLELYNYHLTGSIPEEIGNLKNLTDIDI  
SVSRLTGSI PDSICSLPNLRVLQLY  
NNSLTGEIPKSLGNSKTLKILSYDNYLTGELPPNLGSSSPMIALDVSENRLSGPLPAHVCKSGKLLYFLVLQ  
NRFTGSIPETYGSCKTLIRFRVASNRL  
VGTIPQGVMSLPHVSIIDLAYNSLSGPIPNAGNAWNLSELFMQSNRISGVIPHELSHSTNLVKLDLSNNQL  
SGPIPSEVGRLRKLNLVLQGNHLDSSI  
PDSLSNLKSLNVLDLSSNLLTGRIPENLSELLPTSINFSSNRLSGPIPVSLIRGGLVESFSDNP NL CIPPTAGSSD  
LKFP MCQEPH GK K LSSI WAILVS  
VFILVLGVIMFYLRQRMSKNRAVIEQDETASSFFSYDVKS FHRISFDQREILES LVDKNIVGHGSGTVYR  
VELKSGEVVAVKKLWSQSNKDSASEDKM  
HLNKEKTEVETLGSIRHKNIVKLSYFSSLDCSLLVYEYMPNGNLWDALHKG FVHLEWRTRHQI AVGVA  
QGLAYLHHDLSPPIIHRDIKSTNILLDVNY  
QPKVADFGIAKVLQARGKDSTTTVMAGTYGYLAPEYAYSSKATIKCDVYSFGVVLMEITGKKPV DSCFGE  
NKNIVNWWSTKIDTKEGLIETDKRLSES  
SKADMINALRV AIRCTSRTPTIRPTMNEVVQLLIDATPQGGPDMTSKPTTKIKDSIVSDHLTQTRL\*  
>AT5G61480  
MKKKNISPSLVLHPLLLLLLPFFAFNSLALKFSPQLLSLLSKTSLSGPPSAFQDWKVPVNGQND AVWC SW  
SGVVC DNVT AQVISDL SHRNLSGRIP IQ

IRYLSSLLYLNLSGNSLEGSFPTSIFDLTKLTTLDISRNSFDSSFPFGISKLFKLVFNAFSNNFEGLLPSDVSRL  
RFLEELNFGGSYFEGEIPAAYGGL  
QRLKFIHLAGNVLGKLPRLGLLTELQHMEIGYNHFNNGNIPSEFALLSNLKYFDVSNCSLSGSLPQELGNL  
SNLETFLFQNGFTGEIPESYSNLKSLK  
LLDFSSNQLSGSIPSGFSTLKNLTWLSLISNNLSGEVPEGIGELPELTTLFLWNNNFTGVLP HKLGSNGKLET  
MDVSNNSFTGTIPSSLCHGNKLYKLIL  
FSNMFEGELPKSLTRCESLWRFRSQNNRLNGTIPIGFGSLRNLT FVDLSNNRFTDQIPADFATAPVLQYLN  
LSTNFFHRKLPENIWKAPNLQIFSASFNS  
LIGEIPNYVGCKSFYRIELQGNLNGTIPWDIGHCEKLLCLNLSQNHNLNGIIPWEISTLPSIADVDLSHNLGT  
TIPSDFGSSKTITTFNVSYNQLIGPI  
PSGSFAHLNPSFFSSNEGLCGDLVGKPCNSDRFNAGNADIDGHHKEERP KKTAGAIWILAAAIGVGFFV  
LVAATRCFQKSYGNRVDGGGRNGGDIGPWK  
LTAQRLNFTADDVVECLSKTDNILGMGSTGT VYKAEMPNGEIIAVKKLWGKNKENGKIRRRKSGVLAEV  
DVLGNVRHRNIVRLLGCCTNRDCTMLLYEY  
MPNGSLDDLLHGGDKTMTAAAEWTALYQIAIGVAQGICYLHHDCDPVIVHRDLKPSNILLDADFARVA  
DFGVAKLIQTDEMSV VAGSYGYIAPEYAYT  
LQVDKKS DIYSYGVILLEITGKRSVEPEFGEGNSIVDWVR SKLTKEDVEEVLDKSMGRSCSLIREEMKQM  
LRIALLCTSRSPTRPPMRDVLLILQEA  
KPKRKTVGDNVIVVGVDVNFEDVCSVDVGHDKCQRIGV\*  
>AT5G62230  
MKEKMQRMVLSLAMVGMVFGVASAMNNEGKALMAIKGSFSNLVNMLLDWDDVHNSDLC SWRGV  
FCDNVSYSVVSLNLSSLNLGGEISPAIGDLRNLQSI  
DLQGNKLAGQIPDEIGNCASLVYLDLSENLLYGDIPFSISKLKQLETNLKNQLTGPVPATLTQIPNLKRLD  
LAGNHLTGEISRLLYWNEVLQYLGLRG  
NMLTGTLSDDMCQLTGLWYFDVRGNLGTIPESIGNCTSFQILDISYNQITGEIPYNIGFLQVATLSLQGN  
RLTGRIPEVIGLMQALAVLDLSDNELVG  
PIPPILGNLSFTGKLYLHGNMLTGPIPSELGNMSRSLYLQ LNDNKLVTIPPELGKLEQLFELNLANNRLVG  
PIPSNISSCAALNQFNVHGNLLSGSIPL  
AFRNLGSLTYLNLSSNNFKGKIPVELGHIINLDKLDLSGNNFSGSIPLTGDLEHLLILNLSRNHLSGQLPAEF  
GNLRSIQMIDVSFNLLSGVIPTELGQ  
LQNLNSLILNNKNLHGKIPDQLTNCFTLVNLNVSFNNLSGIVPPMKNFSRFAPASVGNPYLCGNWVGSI  
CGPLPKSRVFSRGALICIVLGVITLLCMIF  
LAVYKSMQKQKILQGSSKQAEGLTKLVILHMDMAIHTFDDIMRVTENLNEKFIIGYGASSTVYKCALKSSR  
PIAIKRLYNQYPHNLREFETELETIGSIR  
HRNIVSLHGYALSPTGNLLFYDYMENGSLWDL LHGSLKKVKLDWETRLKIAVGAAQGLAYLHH DCTPRII  
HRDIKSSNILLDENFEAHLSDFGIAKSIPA  
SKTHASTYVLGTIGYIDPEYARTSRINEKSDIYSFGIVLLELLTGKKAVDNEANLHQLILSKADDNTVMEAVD  
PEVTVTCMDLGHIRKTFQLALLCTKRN  
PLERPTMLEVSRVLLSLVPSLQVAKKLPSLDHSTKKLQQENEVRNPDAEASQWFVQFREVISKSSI\*  
>AT5G63930  
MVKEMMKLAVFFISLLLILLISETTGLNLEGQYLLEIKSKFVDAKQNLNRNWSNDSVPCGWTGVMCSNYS  
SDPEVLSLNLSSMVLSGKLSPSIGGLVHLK  
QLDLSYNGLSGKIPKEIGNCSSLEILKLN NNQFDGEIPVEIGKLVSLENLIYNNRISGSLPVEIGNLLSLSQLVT  
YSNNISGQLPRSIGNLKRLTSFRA  
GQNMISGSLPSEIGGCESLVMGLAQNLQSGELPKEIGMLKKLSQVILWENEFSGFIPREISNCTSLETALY  
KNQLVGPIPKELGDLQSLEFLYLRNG

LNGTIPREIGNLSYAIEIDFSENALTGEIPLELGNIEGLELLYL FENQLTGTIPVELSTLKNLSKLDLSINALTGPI  
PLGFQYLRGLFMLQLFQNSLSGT  
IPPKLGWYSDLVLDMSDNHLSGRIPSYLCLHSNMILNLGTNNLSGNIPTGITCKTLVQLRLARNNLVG  
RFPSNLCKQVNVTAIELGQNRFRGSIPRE  
VGNC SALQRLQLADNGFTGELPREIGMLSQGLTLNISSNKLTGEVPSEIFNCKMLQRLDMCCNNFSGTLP  
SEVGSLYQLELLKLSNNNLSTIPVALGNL  
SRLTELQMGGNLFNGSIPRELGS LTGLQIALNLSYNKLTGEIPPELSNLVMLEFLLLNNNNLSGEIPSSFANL  
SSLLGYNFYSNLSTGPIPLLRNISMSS  
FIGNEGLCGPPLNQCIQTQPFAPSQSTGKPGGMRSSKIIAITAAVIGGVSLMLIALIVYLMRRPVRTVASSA  
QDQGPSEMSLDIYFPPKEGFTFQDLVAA  
TDNFDES FVVRGACGT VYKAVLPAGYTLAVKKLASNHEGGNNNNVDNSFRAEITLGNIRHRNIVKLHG  
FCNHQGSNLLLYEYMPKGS LGELHDPSCN  
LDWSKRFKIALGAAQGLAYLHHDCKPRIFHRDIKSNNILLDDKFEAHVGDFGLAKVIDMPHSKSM SAIAGS  
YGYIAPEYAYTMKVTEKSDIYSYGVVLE  
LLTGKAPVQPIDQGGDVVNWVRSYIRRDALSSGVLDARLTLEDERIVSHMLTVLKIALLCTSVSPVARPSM  
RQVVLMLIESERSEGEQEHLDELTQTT  
TP\*

>AT5G65700

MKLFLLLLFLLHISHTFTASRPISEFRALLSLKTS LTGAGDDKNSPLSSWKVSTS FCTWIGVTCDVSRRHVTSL  
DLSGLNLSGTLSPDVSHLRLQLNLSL  
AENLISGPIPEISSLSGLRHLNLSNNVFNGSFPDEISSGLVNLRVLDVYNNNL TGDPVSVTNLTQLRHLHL  
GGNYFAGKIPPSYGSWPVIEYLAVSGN  
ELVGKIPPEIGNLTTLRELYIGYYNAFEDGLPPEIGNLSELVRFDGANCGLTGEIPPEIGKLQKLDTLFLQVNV  
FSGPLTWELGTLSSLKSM DLSNNMFT  
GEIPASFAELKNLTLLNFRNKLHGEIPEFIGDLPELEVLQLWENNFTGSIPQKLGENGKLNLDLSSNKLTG  
TLPPNMCSGNKLET LITLGNFLFGSIP  
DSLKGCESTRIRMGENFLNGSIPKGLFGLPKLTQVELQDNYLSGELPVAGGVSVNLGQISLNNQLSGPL  
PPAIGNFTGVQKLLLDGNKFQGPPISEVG  
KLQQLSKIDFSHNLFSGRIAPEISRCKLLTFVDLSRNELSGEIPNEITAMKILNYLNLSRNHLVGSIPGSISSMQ  
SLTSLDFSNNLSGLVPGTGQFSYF  
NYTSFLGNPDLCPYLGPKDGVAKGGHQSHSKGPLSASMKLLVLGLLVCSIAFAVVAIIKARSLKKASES  
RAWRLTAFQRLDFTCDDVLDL SKEDNII  
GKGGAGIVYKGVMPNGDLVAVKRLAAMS RGS SHDHGFNAEIQT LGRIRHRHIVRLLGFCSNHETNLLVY  
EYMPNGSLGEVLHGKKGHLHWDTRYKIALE  
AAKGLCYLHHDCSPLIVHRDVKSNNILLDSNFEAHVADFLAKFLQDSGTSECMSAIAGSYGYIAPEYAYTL  
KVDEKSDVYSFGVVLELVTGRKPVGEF  
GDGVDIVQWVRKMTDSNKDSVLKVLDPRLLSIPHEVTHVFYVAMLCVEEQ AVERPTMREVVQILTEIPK  
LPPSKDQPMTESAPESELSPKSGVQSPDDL  
LNL\*

>AT5G65710

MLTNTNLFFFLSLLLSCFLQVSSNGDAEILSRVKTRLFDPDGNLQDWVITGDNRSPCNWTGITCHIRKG  
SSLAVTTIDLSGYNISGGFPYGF CRITL  
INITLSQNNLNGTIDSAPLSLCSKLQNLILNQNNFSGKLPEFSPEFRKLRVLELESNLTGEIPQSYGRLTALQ  
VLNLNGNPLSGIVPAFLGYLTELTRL  
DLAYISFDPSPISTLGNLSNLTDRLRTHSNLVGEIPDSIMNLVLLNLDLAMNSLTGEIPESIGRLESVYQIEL  
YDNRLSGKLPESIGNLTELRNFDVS

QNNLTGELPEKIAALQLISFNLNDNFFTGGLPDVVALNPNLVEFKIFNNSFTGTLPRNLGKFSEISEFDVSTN  
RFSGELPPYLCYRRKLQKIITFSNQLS  
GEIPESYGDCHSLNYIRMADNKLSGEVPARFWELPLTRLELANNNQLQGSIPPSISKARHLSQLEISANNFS  
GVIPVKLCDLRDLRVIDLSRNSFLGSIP  
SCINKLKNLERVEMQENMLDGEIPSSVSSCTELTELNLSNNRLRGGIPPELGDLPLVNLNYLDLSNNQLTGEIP  
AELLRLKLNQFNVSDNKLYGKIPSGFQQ  
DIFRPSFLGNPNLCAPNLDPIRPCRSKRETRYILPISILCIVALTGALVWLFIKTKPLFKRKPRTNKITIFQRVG  
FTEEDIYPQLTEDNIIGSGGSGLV  
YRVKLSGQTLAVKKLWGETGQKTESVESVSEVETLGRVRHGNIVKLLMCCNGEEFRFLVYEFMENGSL  
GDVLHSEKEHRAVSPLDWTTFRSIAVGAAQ  
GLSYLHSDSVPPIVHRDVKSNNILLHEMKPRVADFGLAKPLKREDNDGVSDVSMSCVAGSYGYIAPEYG  
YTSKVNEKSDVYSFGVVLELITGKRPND  
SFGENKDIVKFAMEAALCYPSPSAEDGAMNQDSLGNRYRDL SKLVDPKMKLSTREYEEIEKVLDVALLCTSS  
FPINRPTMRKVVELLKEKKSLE\*

>GRMZM2G039431

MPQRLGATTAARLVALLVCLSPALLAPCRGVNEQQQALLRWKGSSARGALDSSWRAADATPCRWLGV  
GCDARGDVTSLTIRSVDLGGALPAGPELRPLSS  
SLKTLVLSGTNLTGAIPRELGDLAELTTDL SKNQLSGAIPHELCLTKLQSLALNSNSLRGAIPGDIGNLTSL  
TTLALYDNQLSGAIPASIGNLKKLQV  
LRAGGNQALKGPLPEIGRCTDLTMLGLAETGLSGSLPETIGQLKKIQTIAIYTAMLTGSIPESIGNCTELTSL  
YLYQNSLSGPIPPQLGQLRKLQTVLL  
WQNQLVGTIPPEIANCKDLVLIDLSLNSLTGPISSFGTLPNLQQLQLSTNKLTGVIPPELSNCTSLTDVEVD  
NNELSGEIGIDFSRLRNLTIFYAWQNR  
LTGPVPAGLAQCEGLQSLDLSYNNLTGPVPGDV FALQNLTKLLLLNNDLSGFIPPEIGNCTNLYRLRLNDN  
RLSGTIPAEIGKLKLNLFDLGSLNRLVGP  
LPAALSGCDNLEFMDLHSNALSGALPDELPRSLOFVDISDNKLTGMLGPGIGLLPELTKNLGMNRRISGGI  
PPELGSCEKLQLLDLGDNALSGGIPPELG  
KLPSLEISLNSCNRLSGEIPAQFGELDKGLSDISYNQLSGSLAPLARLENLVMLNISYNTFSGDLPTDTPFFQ  
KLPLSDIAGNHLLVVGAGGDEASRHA  
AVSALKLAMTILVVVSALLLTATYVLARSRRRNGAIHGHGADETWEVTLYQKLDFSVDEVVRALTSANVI  
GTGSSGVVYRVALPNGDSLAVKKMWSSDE  
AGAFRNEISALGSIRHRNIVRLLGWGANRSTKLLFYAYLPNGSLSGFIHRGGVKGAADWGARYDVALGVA  
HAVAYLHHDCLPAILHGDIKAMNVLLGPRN  
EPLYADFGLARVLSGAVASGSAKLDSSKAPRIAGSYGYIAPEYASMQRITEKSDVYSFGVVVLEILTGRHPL  
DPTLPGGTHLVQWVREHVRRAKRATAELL  
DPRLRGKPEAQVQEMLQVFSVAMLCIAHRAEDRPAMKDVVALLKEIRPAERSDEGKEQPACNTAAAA  
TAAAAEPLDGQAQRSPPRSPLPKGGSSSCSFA  
MSDYSS\*

>GRMZM2G043584

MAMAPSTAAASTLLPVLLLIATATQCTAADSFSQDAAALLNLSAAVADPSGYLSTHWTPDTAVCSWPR  
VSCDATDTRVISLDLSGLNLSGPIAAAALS  
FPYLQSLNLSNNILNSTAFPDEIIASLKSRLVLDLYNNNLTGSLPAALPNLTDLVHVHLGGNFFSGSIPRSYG  
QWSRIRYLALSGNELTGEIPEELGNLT  
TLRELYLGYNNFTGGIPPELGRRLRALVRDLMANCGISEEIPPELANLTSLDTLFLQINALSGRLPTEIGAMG  
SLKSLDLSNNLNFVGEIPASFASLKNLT  
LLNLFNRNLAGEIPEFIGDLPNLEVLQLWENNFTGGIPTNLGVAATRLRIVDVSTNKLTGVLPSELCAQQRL  
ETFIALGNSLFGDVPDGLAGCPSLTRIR

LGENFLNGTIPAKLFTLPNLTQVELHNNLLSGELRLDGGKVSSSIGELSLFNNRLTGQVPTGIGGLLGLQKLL  
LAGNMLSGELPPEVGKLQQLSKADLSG  
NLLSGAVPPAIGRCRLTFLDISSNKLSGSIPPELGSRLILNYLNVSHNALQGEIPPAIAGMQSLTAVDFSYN  
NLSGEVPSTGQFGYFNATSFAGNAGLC  
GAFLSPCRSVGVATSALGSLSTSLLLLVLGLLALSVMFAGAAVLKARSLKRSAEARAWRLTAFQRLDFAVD  
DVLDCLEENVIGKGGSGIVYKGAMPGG  
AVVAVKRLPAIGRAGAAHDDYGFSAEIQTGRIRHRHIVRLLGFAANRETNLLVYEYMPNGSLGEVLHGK  
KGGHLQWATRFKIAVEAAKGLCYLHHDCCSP  
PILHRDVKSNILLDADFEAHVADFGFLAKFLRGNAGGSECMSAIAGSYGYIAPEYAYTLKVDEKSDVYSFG  
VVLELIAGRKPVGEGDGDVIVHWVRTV  
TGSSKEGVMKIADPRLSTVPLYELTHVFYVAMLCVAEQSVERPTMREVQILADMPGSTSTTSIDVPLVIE  
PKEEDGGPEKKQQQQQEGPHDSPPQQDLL

SI\*

>GRMZM2G082191

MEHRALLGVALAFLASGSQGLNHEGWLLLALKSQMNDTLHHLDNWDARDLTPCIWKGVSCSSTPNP  
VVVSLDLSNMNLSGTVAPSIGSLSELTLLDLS  
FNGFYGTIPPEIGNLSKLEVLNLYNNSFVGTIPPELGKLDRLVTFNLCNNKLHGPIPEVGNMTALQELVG  
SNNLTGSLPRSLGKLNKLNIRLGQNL  
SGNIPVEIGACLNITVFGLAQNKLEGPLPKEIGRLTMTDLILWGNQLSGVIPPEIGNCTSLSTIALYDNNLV  
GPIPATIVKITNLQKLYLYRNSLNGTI  
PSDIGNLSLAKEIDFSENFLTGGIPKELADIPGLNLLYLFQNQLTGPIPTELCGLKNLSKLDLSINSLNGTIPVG  
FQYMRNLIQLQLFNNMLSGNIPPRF  
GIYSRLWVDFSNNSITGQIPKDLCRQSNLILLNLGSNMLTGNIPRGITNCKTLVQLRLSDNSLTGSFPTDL  
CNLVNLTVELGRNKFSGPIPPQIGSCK  
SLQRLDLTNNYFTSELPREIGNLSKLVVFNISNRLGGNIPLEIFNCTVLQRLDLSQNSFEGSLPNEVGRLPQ  
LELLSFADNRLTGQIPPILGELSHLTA  
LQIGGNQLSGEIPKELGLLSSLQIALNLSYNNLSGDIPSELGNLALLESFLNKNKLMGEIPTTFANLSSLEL  
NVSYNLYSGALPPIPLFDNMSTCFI  
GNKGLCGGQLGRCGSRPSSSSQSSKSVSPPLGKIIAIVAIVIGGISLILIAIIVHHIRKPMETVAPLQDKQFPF  
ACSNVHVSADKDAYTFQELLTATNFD  
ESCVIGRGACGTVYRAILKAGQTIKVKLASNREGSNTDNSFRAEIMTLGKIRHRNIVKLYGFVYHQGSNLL  
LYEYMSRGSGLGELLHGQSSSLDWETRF  
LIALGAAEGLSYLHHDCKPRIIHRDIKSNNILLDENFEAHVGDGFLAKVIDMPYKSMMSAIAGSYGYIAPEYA  
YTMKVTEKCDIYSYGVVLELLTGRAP  
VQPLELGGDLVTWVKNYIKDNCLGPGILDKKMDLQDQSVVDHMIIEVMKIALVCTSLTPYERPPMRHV  
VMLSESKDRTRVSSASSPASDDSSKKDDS\*

>GRMZM2G082855

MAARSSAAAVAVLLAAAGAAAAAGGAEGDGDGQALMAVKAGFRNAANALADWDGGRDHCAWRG  
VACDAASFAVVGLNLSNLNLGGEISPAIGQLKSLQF  
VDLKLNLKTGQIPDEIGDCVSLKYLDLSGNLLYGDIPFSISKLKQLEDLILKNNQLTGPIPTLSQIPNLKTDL  
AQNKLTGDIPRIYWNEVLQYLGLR  
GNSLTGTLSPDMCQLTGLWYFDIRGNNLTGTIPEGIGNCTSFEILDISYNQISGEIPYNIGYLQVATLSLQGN  
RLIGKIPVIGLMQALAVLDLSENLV  
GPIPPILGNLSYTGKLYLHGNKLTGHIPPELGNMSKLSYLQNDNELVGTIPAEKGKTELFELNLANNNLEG  
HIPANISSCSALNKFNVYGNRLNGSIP  
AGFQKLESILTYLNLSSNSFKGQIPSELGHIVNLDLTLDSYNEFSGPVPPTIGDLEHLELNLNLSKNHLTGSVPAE  
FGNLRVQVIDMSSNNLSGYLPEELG

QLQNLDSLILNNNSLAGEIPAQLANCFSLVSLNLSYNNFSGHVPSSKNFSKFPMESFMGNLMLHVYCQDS  
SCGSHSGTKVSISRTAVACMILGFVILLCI  
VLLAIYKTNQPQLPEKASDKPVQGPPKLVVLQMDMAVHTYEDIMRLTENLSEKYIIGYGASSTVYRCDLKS  
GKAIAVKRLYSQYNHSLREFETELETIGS  
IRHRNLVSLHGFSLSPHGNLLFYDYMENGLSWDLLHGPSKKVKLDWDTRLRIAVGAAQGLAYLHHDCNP  
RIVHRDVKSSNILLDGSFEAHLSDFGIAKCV  
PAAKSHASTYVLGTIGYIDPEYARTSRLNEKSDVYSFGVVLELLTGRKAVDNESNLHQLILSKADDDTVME  
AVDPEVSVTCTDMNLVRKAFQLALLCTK  
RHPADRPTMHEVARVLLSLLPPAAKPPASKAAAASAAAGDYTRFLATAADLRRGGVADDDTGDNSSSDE  
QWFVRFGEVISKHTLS\*

>GRMZM2G112309

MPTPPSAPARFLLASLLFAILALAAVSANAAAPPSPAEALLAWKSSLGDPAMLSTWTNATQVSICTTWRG  
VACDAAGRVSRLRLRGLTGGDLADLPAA  
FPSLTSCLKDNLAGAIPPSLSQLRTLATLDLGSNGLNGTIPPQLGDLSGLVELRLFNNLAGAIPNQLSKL  
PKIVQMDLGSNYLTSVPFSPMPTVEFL  
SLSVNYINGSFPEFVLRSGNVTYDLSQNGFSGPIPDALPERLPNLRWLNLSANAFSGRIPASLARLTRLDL  
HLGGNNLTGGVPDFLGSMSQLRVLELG  
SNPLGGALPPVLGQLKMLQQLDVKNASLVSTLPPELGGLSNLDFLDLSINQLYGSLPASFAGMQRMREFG  
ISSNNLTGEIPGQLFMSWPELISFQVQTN  
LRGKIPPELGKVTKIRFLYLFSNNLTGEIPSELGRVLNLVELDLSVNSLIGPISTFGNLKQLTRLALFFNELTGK  
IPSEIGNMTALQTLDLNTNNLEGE  
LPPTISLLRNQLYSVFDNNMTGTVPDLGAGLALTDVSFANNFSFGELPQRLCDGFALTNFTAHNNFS  
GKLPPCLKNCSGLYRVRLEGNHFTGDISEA  
FGVHPIMDYLDISGNKLTGRLSDDWGQCTKLTRLKMDGNSISGAIPAFGNITSLODLSLAANNLTGAIPP  
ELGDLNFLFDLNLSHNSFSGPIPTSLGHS  
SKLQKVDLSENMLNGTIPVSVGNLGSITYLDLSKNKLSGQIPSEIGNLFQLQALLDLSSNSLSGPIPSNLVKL  
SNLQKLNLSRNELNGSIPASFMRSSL  
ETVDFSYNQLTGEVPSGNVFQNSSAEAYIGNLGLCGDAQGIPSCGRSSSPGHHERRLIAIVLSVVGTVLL  
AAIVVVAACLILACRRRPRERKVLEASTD  
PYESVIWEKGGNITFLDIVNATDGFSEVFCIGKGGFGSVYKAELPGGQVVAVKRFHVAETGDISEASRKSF  
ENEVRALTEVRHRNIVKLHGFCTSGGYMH  
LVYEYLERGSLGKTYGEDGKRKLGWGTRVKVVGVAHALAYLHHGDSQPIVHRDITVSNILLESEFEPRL  
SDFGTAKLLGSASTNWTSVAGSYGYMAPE  
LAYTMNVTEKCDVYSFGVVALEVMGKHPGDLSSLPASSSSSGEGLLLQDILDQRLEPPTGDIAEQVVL  
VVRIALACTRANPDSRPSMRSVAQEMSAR  
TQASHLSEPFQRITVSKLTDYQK\*

>GRMZM2G132763

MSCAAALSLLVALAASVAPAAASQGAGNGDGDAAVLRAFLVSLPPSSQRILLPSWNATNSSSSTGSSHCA  
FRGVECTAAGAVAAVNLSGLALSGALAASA  
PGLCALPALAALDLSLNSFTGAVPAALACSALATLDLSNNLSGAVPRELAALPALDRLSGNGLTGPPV  
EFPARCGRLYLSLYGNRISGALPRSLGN  
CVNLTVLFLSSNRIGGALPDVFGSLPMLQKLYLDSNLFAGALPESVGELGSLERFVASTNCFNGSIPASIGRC  
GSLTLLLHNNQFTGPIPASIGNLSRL  
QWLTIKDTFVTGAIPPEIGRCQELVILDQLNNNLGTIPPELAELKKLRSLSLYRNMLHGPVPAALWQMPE  
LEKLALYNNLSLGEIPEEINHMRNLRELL  
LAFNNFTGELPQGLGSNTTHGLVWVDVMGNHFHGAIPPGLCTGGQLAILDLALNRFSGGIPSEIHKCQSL  
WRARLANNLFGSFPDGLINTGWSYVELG

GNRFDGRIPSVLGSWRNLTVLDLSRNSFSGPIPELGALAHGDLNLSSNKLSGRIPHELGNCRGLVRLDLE  
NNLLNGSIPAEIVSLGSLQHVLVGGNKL  
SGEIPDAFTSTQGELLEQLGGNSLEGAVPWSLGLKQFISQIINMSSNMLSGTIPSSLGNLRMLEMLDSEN  
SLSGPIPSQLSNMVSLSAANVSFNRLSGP  
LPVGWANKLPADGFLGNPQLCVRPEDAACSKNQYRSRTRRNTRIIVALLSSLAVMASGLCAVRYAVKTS  
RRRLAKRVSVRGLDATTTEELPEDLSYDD  
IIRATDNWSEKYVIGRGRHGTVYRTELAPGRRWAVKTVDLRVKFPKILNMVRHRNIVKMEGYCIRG  
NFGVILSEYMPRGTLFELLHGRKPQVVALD  
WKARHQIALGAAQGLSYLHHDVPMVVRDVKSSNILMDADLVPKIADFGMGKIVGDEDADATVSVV  
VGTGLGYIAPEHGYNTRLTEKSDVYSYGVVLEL  
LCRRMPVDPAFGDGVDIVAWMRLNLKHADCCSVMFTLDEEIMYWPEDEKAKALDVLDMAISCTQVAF  
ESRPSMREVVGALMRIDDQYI\*  
>GRMZM2G148702  
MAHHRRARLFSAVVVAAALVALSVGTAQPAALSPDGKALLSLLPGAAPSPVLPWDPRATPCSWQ  
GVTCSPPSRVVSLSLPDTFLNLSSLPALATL  
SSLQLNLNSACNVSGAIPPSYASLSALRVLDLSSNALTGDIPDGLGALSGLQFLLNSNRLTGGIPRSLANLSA  
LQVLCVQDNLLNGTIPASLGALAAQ  
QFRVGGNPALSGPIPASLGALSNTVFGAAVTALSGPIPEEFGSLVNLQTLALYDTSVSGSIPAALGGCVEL  
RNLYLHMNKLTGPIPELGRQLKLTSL  
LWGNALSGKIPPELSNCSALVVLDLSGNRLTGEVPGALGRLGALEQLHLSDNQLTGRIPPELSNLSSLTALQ  
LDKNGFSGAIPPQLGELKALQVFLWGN  
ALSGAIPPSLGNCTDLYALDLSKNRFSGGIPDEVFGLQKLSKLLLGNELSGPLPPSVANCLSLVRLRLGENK  
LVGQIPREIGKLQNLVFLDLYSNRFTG  
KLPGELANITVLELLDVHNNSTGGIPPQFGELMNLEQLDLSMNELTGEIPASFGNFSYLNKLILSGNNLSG  
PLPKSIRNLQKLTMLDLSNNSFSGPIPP  
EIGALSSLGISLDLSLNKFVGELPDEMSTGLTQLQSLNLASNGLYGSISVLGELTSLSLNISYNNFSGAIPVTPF  
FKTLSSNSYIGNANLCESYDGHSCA  
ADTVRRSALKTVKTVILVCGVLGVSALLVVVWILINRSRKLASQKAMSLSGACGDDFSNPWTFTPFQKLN  
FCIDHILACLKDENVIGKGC SGVVYRAEM  
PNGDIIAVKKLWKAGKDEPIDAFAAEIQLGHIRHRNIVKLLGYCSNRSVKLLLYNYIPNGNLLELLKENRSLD  
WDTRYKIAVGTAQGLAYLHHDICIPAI  
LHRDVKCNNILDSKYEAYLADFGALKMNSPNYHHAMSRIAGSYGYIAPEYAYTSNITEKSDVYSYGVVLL  
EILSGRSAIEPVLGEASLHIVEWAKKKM  
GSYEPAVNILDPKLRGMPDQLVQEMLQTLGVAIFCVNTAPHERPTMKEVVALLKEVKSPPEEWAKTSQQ  
PLIKPGSQQG\*  
>GRMZM2G168603  
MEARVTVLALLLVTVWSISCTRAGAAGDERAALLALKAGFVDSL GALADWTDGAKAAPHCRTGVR CN  
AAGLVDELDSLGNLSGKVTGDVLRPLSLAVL  
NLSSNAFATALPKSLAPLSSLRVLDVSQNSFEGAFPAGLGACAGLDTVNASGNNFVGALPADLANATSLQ  
TVDLRG SFFGGGIPAA YRSLTKL RFLGLSG  
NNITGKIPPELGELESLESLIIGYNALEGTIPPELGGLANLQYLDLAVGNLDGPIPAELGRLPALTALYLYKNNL  
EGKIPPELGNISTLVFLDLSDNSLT  
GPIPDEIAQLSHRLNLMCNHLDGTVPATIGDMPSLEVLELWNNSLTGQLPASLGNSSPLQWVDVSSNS  
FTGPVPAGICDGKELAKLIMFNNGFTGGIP  
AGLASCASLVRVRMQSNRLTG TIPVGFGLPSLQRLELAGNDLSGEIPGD LASSTLSFIDL SHNHLQYTLP  
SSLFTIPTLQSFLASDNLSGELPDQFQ

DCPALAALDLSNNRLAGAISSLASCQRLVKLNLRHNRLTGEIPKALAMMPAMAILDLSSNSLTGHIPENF  
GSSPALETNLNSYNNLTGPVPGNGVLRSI  
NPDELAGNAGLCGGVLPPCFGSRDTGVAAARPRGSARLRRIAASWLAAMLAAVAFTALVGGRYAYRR  
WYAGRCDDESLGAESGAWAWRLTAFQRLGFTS  
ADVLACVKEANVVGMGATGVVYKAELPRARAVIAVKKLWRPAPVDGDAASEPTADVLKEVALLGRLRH  
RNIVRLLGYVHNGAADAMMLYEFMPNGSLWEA  
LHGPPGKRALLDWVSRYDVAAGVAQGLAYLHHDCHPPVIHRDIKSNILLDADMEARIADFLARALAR  
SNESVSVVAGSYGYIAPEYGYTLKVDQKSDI  
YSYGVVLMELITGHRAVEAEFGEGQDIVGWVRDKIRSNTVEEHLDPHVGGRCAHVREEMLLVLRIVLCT  
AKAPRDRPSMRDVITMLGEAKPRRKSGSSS  
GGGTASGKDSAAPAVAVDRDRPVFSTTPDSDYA\*

>GRMZM2G452142

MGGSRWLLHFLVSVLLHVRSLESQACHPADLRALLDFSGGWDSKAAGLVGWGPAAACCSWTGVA  
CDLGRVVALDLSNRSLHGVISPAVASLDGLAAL  
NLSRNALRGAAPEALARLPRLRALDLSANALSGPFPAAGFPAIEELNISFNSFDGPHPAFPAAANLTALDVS  
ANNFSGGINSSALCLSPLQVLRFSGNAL  
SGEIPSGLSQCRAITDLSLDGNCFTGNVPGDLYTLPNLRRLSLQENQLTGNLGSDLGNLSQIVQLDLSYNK  
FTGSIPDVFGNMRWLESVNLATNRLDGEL  
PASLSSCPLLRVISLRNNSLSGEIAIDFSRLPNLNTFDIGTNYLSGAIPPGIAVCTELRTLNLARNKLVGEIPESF  
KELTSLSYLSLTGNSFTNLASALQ  
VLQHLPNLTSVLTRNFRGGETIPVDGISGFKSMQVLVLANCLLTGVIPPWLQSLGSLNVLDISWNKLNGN  
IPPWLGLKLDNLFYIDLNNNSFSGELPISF  
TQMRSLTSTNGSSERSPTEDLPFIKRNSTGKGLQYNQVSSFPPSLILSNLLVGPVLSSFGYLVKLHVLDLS  
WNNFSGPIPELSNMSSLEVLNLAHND  
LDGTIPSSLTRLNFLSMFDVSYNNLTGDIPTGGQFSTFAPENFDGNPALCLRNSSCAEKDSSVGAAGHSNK  
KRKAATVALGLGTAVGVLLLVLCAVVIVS  
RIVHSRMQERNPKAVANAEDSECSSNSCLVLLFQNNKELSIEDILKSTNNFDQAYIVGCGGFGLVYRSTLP  
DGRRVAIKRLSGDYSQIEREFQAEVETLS  
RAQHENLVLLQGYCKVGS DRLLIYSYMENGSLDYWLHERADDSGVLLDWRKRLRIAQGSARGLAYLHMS  
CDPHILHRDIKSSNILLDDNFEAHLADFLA  
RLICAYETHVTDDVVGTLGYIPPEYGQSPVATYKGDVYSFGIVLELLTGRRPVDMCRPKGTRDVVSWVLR  
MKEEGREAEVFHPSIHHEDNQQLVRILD  
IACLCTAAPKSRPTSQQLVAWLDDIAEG\*

>GRMZM2G463904

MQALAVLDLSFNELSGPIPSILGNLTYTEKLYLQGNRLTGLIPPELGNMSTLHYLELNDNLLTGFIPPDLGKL  
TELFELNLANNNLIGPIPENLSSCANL  
ISFNAYGNKLN GTIPRSFHKLES LTYLNLSSNHL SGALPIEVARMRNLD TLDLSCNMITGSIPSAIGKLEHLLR  
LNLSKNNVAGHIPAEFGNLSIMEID  
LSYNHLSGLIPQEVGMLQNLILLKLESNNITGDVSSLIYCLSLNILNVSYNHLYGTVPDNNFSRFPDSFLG  
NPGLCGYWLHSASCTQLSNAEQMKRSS  
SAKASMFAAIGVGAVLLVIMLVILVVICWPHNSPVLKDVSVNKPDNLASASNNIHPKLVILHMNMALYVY  
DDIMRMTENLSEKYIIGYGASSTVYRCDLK  
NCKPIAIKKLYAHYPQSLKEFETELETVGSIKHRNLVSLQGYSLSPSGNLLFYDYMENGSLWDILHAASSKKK  
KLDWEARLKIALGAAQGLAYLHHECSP  
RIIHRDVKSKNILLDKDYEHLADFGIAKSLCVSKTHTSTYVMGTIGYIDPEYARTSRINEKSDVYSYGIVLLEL  
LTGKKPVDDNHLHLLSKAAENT

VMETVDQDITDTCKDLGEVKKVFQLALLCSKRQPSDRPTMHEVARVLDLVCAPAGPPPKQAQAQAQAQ  
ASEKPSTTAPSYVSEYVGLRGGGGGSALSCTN  
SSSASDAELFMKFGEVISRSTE\*

>GRMZM5G809695

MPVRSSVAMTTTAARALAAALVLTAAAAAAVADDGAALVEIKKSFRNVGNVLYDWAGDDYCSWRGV  
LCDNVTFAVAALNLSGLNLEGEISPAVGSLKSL  
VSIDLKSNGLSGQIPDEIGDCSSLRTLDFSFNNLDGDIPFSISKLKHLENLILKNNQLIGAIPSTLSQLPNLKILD  
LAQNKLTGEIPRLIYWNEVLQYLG  
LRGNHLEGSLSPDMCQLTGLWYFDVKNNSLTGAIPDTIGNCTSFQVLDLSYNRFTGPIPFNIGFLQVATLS  
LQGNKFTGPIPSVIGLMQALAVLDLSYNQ  
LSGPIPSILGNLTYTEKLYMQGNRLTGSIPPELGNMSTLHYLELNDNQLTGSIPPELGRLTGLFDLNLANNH  
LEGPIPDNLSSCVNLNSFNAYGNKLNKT  
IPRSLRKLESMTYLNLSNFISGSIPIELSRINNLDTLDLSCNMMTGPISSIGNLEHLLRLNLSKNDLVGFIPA  
EFGNLRVMEIDL SYNHLGGLIPQE  
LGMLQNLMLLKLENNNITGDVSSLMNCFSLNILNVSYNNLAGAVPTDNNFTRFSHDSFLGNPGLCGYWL  
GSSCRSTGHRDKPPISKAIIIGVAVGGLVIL  
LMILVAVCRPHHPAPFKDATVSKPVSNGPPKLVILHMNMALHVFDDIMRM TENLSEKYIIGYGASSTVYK  
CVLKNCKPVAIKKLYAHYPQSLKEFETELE  
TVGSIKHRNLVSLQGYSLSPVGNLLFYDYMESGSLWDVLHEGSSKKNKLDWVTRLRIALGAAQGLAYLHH  
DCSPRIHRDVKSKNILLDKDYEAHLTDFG  
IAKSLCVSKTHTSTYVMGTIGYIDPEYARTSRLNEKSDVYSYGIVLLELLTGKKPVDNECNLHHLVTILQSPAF  
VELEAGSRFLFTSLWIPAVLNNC\*

>LOC\_Os02g02140

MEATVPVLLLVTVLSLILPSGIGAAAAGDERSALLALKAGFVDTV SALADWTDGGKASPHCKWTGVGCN  
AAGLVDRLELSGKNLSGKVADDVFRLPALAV  
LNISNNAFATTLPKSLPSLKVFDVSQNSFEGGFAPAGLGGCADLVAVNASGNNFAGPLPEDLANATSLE  
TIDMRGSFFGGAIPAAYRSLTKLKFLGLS  
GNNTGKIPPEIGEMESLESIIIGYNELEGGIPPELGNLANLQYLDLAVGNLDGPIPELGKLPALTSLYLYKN  
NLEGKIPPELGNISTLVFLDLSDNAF  
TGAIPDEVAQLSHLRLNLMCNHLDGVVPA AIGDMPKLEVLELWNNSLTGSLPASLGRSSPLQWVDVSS  
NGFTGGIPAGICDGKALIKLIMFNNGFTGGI  
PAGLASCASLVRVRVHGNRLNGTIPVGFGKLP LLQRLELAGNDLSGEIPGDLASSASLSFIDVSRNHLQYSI  
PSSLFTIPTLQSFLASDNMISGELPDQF  
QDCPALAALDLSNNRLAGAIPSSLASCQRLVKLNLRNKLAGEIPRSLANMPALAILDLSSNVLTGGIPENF  
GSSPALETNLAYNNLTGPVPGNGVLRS  
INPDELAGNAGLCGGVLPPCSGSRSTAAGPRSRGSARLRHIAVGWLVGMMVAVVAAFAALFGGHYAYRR  
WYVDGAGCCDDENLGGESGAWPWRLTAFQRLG  
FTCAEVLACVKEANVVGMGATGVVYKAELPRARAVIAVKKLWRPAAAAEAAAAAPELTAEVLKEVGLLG  
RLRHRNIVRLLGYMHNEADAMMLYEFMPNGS  
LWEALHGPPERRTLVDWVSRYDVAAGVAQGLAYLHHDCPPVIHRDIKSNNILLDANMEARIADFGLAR  
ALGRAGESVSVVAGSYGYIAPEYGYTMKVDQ  
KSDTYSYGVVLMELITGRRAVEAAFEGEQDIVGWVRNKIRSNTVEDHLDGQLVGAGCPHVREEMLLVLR  
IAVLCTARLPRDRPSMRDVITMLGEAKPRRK  
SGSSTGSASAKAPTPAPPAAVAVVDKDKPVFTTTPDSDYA\*

>LOC\_Os02g53720

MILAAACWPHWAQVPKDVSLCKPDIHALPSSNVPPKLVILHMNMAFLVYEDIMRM TENLSEKYIIGYGA  
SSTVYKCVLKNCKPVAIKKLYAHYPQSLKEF

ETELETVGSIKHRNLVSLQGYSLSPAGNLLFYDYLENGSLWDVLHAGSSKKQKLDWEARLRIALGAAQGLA  
YLHHD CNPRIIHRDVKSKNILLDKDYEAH  
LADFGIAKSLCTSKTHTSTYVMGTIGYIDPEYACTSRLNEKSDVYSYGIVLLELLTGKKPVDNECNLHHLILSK  
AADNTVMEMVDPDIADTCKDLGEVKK  
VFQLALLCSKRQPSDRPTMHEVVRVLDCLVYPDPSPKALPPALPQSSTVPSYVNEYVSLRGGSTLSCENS  
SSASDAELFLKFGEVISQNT\*

>LOC\_Os03g56270

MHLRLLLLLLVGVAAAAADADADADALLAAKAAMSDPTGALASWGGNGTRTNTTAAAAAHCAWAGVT  
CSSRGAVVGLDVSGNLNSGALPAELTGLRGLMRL  
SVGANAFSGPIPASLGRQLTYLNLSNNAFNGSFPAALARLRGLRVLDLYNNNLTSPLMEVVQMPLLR  
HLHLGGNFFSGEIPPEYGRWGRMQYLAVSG  
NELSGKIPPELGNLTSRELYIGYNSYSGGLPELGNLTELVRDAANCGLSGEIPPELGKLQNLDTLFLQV  
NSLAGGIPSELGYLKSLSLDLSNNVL  
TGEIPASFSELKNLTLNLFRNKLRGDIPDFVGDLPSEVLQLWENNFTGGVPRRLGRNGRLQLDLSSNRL  
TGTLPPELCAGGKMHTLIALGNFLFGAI  
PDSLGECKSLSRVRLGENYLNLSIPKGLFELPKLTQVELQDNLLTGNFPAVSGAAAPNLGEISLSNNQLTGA  
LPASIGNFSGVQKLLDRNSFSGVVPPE  
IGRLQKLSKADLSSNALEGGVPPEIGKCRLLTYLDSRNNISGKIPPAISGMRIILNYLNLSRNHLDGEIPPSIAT  
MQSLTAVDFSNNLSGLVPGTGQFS  
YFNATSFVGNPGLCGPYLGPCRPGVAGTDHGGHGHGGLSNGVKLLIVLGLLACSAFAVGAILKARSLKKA  
SEARVWKLTA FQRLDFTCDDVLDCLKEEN  
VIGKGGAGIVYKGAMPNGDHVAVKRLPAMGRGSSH DHGFS AEIQT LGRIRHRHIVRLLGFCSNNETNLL  
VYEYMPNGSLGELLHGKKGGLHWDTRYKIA  
IEAAKGLCYLHHD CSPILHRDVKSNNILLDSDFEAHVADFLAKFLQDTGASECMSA IAGSYGYIAPEYAY  
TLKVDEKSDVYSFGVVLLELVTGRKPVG  
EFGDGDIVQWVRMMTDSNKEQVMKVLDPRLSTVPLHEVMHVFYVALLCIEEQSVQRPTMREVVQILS  
ELPKLAPRQGEVL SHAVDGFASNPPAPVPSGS  
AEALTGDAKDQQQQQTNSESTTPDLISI\*

>LOC\_Os04g42700

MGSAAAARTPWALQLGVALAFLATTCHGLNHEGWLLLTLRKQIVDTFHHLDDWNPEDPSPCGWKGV  
NCSSGSTPAVVS LNLNLMNLSGTVDP SIGGLAE  
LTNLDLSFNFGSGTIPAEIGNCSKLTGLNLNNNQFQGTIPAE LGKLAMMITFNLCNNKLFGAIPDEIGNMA  
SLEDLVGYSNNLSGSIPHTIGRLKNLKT V  
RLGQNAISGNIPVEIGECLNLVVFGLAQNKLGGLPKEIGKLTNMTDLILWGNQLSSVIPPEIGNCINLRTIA  
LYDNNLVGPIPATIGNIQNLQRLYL YR  
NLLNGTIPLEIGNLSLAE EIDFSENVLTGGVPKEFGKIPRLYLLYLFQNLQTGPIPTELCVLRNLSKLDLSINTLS  
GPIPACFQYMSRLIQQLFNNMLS  
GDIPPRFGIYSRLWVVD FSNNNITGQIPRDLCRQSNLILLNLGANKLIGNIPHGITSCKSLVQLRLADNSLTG  
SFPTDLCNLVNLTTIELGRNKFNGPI P  
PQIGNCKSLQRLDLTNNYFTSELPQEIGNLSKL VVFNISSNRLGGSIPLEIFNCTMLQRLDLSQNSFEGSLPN  
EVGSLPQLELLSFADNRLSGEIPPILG  
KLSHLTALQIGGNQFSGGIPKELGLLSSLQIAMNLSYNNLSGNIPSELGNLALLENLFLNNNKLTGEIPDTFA  
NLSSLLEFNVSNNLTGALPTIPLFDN  
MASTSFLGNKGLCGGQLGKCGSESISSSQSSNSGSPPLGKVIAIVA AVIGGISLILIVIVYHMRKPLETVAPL  
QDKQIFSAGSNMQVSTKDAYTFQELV  
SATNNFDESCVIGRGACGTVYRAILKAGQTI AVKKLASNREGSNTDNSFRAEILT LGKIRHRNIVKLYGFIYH  
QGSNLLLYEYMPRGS LGELLHGQSSSS

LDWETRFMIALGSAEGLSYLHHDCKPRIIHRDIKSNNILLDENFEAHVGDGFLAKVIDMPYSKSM SAIAGS  
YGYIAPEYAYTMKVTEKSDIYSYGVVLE  
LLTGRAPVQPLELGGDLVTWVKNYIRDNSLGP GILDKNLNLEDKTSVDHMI EVLKIAL LCTSMSPYDRPP  
MRNVVVM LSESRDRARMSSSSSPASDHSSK  
KDNL\*

>LOC\_Os06g03970

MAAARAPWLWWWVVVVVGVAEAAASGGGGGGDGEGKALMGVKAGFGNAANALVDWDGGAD  
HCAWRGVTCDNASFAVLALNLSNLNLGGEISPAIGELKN  
LQFVDLKG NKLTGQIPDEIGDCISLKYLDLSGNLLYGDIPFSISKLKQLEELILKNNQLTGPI PSTLSQIPNLKTL  
DLAQNQLTG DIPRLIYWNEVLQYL  
GLRGNSLTGT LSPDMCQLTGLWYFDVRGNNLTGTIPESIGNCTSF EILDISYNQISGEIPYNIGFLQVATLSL  
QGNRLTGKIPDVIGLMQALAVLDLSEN  
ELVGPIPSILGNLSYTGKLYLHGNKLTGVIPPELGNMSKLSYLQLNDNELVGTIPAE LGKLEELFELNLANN  
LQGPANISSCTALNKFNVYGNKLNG  
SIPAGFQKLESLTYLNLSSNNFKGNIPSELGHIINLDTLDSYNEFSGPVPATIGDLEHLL ELNLSKNHLDGPV  
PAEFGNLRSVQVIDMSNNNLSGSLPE  
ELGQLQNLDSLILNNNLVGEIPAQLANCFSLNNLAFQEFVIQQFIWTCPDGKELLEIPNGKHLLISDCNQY  
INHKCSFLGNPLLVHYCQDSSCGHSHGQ  
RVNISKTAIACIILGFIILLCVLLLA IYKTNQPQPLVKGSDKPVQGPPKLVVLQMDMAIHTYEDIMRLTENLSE  
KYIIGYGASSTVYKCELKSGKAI AVK  
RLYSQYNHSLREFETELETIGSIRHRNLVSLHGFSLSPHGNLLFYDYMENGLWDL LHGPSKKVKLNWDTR  
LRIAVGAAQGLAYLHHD CNPRIIHRDVKS  
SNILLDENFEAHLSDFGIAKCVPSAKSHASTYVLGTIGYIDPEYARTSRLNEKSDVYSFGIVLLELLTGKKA VD  
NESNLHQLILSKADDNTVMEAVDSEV  
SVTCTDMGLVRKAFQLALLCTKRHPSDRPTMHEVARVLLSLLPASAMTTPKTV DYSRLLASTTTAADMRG  
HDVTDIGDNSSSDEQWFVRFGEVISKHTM\*

>LOC\_Os06g10230

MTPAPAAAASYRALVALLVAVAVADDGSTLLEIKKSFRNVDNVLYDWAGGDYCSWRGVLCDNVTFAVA  
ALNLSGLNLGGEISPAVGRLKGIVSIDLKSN  
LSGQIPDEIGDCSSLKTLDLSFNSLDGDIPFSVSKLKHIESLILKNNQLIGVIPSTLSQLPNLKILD LAQNKLSGE  
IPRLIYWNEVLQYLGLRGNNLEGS  
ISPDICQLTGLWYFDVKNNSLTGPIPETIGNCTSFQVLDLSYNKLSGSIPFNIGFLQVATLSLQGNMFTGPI P  
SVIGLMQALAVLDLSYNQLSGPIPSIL  
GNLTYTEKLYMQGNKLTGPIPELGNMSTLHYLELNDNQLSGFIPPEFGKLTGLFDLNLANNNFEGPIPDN  
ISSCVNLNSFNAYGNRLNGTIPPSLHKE  
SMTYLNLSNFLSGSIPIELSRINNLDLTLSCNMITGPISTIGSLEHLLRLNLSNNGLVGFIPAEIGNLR SIM  
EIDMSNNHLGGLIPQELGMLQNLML  
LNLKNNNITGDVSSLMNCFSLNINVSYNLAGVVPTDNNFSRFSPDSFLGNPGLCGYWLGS SCRSSGH  
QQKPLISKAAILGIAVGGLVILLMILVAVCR  
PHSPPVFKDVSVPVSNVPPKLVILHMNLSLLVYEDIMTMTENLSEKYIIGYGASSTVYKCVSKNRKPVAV  
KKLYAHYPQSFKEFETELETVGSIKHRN  
LVSLQGYS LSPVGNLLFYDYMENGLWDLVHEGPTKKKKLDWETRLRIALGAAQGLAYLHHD CSPRIIHR  
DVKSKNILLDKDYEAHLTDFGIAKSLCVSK  
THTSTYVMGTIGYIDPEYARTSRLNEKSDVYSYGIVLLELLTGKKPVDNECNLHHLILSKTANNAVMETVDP  
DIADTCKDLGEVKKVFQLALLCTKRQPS  
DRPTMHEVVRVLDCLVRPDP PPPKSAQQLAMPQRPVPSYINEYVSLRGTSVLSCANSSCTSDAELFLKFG  
EVISQNT\*

>LOC\_Os06g38990

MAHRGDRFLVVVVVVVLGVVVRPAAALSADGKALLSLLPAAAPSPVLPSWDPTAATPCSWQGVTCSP  
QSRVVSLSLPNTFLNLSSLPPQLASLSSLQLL  
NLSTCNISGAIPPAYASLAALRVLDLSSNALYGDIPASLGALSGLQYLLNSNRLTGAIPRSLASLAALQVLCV  
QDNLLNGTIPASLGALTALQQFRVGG  
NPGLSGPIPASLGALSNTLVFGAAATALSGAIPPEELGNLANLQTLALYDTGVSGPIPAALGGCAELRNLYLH  
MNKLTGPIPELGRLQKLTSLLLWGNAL  
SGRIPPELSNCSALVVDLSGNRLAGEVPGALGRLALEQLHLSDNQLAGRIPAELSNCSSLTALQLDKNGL  
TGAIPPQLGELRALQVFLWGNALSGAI  
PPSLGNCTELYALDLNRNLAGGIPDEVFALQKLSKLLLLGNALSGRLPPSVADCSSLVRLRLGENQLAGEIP  
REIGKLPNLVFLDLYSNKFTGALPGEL  
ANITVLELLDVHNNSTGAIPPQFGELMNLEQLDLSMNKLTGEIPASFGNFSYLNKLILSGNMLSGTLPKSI  
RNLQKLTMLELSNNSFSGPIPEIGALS  
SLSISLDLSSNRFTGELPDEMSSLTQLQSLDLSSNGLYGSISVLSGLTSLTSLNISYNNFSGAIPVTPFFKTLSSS  
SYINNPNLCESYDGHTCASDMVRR  
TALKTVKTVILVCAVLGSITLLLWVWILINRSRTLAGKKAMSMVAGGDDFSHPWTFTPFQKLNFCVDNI  
LECLRDENVIGKGC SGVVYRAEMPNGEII  
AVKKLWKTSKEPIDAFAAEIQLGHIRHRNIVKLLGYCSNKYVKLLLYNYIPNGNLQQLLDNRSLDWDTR  
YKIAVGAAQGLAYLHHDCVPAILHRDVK  
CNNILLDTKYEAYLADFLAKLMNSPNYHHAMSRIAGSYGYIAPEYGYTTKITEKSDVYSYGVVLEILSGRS  
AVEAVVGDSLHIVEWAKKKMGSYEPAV  
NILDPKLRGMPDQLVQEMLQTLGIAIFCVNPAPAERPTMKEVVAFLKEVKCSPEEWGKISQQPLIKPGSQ  
QG\*

>LOC\_Os07g04190

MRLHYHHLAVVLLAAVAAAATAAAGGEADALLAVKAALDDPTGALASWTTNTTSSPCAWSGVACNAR  
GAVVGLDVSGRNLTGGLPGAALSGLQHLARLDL  
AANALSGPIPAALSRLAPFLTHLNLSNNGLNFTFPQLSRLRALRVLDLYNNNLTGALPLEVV SMAQLRHL  
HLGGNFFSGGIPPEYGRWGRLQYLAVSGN  
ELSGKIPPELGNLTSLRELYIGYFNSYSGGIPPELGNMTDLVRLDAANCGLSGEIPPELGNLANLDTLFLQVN  
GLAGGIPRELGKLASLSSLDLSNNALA  
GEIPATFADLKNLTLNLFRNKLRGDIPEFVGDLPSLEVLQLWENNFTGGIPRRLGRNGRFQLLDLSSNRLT  
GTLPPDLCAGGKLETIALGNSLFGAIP  
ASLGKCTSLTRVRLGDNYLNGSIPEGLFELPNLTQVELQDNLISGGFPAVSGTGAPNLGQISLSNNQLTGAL  
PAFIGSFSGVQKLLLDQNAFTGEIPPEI  
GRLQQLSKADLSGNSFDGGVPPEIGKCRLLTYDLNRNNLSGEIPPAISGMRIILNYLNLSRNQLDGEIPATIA  
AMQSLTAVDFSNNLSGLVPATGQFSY  
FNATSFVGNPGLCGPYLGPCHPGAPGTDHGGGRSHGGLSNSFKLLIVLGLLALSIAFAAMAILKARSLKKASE  
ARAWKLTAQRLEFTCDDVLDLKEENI  
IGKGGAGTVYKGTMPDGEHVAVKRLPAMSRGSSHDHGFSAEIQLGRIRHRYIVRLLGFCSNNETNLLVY  
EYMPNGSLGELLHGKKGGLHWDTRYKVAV  
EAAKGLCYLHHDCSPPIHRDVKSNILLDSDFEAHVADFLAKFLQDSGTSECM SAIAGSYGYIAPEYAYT  
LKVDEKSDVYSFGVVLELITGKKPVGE  
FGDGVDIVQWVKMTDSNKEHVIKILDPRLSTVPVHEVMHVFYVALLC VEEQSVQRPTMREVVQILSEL  
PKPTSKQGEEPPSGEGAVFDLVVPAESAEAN  
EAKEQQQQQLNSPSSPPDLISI\*

>LOC\_Os07g05740

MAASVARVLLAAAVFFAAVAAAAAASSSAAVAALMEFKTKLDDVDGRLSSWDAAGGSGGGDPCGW  
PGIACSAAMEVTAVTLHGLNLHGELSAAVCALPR  
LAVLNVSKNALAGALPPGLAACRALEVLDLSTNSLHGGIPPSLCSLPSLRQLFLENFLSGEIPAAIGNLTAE  
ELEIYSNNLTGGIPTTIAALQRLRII  
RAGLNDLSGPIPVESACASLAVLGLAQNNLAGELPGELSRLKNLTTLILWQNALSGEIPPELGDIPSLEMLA  
LNDNAFTGGVPREL GALPSLAKLYIR  
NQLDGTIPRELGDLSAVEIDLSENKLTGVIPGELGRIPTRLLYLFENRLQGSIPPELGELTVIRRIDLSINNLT  
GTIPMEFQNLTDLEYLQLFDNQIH  
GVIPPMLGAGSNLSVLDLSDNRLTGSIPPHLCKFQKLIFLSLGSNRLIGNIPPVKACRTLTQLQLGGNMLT  
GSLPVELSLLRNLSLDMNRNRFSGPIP  
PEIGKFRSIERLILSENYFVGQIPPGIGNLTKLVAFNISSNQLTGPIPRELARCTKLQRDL SKNSLTGVIPQEL  
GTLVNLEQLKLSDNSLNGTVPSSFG  
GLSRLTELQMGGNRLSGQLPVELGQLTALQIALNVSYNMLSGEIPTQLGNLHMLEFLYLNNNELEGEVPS  
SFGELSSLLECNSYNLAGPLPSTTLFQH  
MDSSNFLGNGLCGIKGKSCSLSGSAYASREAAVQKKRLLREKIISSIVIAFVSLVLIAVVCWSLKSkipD  
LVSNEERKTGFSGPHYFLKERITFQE  
LMKVTDSFSES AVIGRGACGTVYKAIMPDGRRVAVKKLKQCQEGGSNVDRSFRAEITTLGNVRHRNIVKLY  
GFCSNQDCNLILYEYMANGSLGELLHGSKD  
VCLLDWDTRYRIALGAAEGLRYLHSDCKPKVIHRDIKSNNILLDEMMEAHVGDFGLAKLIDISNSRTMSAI  
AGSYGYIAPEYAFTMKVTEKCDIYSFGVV  
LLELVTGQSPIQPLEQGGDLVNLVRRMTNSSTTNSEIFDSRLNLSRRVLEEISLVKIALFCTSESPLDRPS  
MREVISM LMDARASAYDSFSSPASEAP  
IEDDSSLKH\*

>LOC\_Os08g38560

MPPRW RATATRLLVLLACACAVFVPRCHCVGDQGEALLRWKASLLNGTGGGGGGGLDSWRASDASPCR  
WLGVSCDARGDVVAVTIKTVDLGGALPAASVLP  
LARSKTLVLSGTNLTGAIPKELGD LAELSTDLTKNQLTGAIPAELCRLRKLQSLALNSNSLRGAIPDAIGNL  
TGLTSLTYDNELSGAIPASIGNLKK  
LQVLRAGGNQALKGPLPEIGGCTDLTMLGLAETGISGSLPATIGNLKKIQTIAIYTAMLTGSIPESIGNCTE  
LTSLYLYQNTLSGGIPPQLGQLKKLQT  
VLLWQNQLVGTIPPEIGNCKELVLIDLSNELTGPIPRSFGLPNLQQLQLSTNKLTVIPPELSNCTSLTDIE  
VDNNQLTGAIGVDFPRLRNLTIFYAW  
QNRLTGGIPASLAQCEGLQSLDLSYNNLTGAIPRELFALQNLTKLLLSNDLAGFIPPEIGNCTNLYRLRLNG  
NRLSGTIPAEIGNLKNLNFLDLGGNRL  
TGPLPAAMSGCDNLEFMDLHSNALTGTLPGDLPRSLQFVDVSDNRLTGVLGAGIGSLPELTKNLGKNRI  
SGGIPPELGSC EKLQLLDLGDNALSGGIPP  
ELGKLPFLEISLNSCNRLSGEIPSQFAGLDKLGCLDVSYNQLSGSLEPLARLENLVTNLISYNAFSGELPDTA  
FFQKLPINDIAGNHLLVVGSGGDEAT  
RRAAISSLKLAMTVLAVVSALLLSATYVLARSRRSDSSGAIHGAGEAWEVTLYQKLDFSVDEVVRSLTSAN  
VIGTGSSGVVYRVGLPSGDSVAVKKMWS  
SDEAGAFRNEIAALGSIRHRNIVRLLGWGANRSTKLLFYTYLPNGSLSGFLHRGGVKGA AEWAPRYDIALG  
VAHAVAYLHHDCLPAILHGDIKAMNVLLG  
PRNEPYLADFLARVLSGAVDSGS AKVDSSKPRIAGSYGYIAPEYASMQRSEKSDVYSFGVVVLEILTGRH  
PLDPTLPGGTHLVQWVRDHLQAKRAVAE  
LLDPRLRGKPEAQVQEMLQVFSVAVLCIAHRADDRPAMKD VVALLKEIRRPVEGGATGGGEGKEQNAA  
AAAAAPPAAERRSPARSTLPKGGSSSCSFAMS  
DYSS\*

>LOC\_Os10g06740

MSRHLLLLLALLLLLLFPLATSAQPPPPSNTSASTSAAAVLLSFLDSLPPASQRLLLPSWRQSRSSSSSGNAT  
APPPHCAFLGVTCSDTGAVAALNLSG  
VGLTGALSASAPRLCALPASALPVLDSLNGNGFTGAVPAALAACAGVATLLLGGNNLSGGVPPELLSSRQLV  
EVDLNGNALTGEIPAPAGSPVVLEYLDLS  
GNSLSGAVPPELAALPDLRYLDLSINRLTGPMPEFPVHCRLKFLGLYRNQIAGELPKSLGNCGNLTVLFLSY  
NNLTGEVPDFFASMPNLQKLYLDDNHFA  
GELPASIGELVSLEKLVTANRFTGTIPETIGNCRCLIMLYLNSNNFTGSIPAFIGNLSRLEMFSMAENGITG  
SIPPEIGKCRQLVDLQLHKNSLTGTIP  
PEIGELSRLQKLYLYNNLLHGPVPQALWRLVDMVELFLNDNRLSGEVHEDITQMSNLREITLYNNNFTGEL  
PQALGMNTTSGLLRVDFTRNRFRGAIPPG  
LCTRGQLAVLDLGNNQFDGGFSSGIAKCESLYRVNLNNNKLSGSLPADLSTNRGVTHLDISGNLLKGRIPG  
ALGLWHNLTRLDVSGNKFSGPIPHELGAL  
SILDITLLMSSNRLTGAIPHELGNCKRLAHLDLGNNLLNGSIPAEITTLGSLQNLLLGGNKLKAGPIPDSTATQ  
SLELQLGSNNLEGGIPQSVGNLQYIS  
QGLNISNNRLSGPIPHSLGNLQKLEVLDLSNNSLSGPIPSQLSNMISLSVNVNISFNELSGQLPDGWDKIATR  
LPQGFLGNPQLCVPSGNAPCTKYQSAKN  
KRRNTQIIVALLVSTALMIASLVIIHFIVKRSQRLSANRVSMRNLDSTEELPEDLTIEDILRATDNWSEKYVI  
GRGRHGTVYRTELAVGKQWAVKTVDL  
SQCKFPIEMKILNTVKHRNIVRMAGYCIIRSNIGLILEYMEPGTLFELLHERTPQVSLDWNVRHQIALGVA  
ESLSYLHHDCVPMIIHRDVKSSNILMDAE  
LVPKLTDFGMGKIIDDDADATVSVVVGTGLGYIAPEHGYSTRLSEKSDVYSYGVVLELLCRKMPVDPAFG  
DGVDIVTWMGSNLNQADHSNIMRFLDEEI  
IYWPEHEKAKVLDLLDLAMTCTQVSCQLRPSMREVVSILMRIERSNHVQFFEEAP\*

>LOC\_Os10g06760

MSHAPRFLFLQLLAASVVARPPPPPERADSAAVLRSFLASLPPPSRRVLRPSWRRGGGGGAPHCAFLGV  
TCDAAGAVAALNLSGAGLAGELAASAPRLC  
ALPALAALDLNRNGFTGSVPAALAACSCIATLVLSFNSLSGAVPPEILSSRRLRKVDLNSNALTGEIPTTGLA  
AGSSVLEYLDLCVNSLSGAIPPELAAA  
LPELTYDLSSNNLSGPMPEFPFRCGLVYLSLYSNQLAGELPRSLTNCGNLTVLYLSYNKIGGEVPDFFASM  
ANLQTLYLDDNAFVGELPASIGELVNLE  
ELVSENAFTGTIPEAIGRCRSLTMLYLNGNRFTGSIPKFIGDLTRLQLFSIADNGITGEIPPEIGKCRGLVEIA  
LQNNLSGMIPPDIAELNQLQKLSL  
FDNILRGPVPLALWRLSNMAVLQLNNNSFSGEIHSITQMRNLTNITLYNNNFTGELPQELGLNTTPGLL  
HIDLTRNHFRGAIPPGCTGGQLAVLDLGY  
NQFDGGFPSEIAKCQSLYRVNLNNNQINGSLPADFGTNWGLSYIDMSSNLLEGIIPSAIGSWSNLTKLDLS  
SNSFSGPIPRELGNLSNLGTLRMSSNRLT  
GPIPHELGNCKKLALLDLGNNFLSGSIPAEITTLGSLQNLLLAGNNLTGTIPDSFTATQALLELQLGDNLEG  
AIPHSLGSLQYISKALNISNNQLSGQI  
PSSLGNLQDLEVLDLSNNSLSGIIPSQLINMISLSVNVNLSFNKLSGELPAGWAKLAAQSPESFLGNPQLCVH  
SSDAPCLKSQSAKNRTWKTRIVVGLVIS  
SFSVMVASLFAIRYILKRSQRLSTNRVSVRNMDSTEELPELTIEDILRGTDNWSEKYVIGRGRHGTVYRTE  
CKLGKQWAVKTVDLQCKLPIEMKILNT  
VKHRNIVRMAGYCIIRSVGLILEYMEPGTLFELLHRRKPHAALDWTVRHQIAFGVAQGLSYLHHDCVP  
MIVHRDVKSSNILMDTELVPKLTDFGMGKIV  
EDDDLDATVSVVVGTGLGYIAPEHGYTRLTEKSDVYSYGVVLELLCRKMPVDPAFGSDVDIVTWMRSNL  
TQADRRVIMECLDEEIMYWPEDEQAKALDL

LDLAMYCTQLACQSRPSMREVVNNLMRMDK\*

>LOC\_Os10g33040

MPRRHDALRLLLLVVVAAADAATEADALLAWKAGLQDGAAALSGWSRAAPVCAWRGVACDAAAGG  
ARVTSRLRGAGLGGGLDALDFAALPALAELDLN  
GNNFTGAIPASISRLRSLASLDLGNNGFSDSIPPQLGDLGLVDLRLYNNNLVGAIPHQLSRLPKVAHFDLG  
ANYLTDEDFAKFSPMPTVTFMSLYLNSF  
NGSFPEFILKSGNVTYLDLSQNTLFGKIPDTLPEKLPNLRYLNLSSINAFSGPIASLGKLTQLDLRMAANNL  
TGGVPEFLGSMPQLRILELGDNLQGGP  
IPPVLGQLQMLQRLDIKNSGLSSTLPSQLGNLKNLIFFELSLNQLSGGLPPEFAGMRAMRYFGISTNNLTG  
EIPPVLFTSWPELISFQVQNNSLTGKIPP  
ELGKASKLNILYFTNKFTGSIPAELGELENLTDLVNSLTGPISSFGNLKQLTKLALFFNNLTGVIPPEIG  
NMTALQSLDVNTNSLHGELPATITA  
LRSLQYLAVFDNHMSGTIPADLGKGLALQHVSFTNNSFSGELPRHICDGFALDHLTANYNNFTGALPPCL  
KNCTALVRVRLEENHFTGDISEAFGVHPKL  
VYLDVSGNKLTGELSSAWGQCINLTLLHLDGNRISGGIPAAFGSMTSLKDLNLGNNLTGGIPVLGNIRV  
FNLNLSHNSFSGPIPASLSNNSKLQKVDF  
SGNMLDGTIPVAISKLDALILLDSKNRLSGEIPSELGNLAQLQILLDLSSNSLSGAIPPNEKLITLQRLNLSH  
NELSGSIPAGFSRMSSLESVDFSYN  
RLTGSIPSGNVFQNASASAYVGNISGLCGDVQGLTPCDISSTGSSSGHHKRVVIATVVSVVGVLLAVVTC  
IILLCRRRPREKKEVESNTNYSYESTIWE  
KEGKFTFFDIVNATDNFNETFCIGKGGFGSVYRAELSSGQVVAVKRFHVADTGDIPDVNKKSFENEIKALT  
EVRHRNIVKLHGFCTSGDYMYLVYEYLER  
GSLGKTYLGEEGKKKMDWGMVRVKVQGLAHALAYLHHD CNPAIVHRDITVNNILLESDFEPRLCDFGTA  
KLLGGASTNWT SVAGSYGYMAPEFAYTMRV T  
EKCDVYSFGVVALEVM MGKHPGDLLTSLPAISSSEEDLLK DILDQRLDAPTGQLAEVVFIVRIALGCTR  
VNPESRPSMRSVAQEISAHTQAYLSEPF  
KLITISKLT DYQK\*

>Sevir.1G050100

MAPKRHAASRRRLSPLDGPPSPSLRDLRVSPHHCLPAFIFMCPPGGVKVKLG VEMERKRLSSATS RAGA  
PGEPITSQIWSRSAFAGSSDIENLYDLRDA  
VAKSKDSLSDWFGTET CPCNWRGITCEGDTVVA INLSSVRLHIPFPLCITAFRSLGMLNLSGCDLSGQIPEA  
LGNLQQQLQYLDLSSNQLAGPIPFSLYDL  
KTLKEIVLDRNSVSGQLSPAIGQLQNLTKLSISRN NISGELPPELGS LKNLEVL DLQLNRFN GSIPEAFGNLTR  
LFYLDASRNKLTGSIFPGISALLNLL  
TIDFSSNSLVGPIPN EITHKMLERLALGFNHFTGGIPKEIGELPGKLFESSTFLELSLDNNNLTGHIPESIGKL  
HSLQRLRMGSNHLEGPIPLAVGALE  
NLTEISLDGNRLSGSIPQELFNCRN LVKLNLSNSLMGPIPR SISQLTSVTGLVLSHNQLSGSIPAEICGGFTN  
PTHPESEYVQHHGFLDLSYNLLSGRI  
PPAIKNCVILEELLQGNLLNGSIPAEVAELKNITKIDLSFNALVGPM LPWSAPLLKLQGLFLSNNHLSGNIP  
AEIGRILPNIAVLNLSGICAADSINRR  
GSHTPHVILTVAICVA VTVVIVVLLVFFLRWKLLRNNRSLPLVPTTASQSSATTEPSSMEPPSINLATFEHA  
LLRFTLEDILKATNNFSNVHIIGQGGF  
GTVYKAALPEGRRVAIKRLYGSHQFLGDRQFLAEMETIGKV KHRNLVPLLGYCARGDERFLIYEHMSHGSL  
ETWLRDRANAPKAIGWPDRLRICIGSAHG  
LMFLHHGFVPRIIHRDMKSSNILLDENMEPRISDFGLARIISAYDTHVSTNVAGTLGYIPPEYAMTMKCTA  
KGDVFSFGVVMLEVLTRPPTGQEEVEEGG

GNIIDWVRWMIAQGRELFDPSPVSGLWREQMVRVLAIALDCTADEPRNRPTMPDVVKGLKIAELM  
ESEPHDLPGRVAQP\*

>Sevir.1G114100

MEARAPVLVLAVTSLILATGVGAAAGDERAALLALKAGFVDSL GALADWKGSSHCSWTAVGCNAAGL  
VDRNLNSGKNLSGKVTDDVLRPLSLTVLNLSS  
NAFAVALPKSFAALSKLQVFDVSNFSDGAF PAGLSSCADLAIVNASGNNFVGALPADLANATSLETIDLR  
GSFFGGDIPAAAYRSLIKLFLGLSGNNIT  
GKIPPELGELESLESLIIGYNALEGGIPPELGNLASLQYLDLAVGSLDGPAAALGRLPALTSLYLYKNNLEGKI  
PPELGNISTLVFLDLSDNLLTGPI  
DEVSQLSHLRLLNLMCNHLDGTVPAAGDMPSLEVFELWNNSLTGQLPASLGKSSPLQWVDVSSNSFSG  
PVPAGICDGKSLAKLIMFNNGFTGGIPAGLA  
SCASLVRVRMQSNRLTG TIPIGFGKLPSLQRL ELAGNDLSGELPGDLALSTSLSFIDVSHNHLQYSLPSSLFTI  
PTLQSFLASDNII SGELPDQFQDCPA  
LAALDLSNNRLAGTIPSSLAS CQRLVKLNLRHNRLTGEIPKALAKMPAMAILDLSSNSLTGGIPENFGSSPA  
LETNL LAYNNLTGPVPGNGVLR SINPDE  
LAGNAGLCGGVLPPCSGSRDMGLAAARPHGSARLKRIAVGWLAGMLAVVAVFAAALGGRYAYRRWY  
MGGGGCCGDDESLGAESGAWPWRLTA FQRLGFTS  
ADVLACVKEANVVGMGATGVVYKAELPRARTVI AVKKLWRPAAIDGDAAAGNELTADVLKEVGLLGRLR  
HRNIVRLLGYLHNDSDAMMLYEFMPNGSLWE  
ALHGPP EKRALADWVSRYDVXGVAQGLAYLHHDCHPPVIHRDIKSNNILLDANMEARIADFGLARALAR  
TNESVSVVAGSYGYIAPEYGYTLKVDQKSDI  
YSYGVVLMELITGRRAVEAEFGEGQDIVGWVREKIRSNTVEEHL DANVGGRC AHVREEMLLVLR IAVLCT  
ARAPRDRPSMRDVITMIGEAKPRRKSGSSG  
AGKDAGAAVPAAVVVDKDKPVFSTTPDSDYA\*

>Sevir.1G345500

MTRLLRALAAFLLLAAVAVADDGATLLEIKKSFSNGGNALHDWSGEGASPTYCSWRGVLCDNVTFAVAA  
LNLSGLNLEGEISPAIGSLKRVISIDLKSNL  
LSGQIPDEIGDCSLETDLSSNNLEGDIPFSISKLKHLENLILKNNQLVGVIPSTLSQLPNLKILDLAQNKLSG  
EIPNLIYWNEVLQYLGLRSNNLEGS  
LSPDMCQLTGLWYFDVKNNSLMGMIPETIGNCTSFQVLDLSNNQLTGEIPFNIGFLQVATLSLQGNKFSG  
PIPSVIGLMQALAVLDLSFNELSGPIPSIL  
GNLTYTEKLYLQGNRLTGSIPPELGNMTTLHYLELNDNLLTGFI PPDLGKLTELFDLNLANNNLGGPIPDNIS  
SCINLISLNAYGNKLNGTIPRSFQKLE  
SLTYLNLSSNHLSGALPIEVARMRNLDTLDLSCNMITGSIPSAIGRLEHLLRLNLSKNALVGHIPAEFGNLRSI  
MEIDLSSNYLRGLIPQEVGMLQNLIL  
LKLENN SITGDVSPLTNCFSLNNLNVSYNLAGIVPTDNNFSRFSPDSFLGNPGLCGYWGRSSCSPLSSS  
IERKRRSSISKA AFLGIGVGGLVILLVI  
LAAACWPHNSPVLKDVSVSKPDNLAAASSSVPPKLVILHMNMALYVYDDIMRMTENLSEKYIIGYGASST  
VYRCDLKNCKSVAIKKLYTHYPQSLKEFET  
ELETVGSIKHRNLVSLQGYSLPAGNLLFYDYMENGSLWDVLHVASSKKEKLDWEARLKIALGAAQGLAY  
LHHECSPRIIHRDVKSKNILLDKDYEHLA  
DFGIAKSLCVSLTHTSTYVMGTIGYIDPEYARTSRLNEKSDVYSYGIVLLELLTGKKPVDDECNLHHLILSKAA  
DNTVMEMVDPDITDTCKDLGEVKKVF  
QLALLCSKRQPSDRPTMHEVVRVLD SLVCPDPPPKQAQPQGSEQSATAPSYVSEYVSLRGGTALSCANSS  
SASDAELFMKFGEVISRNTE\*

>Sevir.2G031700

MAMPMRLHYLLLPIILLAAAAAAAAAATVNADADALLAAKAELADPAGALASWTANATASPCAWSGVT  
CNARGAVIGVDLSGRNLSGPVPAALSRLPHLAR  
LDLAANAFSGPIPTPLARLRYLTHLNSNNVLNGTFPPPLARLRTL RVVDLYNNNL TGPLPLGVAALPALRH  
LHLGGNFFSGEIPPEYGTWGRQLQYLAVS  
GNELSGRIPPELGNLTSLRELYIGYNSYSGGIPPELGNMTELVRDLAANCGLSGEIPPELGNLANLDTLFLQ  
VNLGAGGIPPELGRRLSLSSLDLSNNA  
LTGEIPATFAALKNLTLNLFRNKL RGSIPELVGDLP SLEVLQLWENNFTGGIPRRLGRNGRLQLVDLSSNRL  
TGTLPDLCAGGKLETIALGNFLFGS  
IPESLGKCEALSRI RLGENYLN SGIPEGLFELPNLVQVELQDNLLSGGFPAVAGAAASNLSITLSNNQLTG  
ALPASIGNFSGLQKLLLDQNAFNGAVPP  
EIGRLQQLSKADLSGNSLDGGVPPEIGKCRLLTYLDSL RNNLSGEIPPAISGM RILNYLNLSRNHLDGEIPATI  
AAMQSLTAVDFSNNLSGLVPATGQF  
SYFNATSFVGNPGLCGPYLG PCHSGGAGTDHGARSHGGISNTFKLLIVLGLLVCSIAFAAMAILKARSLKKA  
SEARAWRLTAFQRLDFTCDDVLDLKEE  
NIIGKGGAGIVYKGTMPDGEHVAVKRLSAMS RGSSSH DHGFS AEIQT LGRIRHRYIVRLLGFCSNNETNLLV  
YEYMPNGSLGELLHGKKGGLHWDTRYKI  
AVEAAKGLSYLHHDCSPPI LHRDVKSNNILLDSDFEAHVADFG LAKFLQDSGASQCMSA IAGSYGYIAPEY  
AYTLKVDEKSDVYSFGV LLELVTGKKPV  
GEFGDGV DIVQWVK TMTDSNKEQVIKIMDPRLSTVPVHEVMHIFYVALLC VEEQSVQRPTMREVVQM  
LSELPKPTS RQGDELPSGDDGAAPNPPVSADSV  
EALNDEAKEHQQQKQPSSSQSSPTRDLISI\*  
>Sevir.2G037800  
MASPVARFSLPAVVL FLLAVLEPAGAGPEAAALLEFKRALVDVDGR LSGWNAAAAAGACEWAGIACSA  
GGEVTGVT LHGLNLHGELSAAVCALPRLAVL  
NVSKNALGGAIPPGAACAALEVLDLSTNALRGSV PPEL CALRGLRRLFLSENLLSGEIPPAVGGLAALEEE  
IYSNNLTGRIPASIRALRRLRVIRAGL  
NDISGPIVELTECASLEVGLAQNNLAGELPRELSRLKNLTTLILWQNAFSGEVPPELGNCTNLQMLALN  
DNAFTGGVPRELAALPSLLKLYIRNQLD  
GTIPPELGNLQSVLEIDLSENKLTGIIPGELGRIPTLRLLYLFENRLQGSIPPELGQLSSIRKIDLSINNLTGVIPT  
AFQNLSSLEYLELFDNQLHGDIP  
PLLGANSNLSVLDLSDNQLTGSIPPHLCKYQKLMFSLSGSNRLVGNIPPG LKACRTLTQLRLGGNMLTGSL  
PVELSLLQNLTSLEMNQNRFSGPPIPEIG  
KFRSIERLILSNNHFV GQLPAAIGNLT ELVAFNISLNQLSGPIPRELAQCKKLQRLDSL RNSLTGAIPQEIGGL  
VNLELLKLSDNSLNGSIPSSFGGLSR  
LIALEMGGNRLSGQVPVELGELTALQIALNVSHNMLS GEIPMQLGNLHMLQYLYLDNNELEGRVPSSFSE  
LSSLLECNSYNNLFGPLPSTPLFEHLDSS  
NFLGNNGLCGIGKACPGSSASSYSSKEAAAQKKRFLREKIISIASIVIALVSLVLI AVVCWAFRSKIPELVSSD  
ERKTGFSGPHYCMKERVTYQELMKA  
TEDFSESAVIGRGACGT VYKAVMPDGRKIAV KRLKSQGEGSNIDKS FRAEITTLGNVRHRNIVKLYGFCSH  
QDSNLILYEYME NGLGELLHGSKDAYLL  
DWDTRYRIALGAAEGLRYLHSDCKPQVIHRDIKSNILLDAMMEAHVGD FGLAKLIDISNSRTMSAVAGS  
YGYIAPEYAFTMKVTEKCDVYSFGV LLEL  
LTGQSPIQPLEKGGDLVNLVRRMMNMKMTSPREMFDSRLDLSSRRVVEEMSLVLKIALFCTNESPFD RPS  
MREVISM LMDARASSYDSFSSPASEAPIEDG  
SSPKV\*  
>Sevir.2G331800

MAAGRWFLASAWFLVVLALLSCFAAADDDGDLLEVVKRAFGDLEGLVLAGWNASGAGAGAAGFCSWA  
GVACDDAGLRVVS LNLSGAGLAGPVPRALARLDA  
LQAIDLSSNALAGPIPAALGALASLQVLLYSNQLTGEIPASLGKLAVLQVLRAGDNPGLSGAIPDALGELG  
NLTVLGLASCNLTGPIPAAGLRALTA  
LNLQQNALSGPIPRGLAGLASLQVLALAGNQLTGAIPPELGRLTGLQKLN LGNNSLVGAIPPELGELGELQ  
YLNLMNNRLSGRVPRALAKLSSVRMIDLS  
GNMLSGDLP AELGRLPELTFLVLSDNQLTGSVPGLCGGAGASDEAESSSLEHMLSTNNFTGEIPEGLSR  
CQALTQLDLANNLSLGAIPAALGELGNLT  
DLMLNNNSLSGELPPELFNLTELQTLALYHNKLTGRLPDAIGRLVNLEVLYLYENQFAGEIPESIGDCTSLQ  
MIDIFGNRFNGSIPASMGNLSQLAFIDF  
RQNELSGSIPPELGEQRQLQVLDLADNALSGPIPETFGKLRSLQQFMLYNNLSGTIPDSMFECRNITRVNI  
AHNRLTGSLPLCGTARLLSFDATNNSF  
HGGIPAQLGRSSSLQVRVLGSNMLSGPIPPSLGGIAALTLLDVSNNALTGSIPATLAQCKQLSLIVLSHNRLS  
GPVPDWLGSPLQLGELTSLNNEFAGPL  
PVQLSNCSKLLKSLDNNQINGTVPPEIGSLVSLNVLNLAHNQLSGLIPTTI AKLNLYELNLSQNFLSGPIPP  
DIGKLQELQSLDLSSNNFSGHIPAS  
LGSLSKLEDNL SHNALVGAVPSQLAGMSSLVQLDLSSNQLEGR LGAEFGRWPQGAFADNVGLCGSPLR  
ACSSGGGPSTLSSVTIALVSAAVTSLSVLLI  
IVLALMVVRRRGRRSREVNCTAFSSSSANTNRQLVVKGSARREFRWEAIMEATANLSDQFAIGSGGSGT  
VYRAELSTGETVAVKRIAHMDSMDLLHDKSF  
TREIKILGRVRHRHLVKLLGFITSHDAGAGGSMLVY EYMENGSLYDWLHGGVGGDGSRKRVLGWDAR  
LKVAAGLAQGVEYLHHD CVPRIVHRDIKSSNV  
LLDGDMEAH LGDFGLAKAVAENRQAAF GKDC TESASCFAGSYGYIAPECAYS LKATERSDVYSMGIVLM  
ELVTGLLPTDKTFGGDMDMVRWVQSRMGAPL  
PAREQVFD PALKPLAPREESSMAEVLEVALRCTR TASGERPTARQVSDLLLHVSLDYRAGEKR\*  
>Sevir.3G021300  
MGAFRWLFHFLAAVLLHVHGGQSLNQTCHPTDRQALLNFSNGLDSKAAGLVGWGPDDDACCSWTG  
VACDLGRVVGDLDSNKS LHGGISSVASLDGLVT  
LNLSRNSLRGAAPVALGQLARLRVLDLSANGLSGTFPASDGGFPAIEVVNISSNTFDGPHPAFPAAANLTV  
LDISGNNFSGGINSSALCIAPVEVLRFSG  
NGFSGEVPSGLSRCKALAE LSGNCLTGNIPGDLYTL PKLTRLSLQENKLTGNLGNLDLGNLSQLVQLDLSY  
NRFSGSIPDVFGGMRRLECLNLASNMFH  
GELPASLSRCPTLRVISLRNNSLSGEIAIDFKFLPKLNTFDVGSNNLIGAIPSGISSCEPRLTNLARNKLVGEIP  
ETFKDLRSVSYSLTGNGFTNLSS  
ALQVLQHLPNL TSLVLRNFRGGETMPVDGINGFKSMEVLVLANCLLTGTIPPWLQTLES LNVLDISWNK  
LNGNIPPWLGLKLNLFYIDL SNNSFSGELP  
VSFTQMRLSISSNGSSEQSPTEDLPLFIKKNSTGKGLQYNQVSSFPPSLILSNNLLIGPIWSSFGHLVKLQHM  
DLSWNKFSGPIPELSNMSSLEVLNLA  
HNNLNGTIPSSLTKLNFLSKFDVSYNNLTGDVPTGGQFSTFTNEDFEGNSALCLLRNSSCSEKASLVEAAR  
GKKS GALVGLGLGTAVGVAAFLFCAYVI  
VARIVHSRMQECNP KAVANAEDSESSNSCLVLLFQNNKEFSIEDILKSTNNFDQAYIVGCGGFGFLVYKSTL  
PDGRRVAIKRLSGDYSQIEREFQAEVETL  
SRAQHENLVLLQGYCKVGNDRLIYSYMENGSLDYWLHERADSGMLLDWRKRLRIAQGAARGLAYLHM  
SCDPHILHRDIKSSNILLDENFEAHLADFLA  
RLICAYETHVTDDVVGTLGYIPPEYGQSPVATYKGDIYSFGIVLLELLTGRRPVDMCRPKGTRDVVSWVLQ  
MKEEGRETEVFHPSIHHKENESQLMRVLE  
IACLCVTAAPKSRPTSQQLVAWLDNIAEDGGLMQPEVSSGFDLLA\*

>Sevir.4G019500

How the deposited data were processed for this re-analysis (not part of the article)

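RNA from 12 libraries was measured, 3 each of VB type 1, VB type 2, VB type 3 and parenchyma from the shoot apex of wild-type Brachypodium, taken by laser capture microdissection. The condition and the replicate number of each library were taken from the sample labels, and 0 columns of values were left without a condition. The authors trimmed the reads with Trimmomatic, removed ribosomal sequences with sortMeRNA, aligned the rest with Bowtie 2 to 34310 transcripts and deposited, for each transcript, the count of read pairs whose reads both mapped unambiguously to it, and the count of single reads. These counts carry no normalization. The pair counts were analysed, and the single-read counts served as an alternative. Because pairs that matched several transcripts were removed before counting, and the strand was not used to part overlapping transcripts if the libraries were not stranded as their labels say, results for genes with near-identical copies or an overlapping neighbour are uncertain. Reads with several hits were 10.4 to 16.8% of the reads mapped in each library.

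Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Transcripts were kept with at least 1 CPM in at least 3 of 6 libraries, or 6 of 12. The paper's methods discard genes under that level in a stated share of the samples, which read literally keeps only genes at that level in a majority of the libraries, and a note in Table S3 names 2 libraries. Both were run as alternatives. Counts were normalized by TMM. Each VB type was compared with parenchyma, and VB types with each other, in a fit of the 6 libraries concerned. All VBs were compared with parenchyma as the mean of the VB types minus parenchyma in a fit of all 12 libraries. The test was edgeR's quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the genes of each comparison and a threshold of 0.05. The paper's methods name edgeR's likelihood ratio test, which was run as an alternative, and the paper's text does not name how the VB types were combined or whether replicates were treated as blocks. Standard errors of log2 fold changes were computed from the fold change and the F statistic. Normalized CPM are counts divided by TMM-scaled totals over all 12 libraries, and means are given with the SD. The principal components were computed on log2 CPM with a prior count of 2.

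The genes named were fixed by rule: every gene the paper names for this experiment, and in each comparison of VBs with parenchyma the 3 genes with the largest and the 3 with the smallest log2 fold change among differentially expressed genes whose VB and parenchyma libraries did not overlap in normalized count. For the closing section, genes the paper names for its microarray and its RT-PCR reference gene were added. A fold change against a group with at most 3 pairs in every library was computed against that detection limit and is given as a lower bound. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01.

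The pipeline was tested on simulated data in which 200 genes were changed 16-fold. With 6 libraries, the quasi-likelihood test called 90 of the 187 changed genes that were tested and 5 of 15823 unchanged genes. The likelihood ratio test called 147 changed and 47 unchanged genes, and DESeq2 158 and 97. With all 12 libraries, the quasi-likelihood test called 134 of 188 changed and 4 of 15767 unchanged genes.

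Between 12888132 and 27218311 pairs were counted per library, which is 65.6 to 85.8% of the pairs read. The detection limit of 3 pairs corresponds to 0.0723 to 0.166 CPM in 11 libraries and to 1.38 CPM in parenchyma replicate 3. Replicate numbers are those of the sample labels. Whether libraries with the same number share plants is not given there, so the number was not used as a block in the main comparisons and was used as one in an alternative. Same-numbered VB and parenchyma libraries were checked for shared deviations, and the mean correlation across genes was 0.00321. Between same-numbered libraries of different VB types it was 0.196, so the VB libraries may not be independent in the comparison of all VBs.

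The comparisons, tests, named genes and most alternatives were chosen before the data were examined. The alternatives were the likelihood ratio test, DESeq2, limma-voom with sample quality weights, RLE size factors, library totals without TMM, other filters, a replicate block, one fit of all libraries, VBs as one group, a joint test, fry for gene sets, and each library left out in turn. The removal of the dominant transcript, single-read counts, and the likelihood ratio test with a replicate block or without parenchyma replicate 3 were added after the data were seen. Gene families chosen by name were left out because 0 of the 34310 identifiers matched the table of gene names. The microarray, the hormone measurements and the reporter lines were not analysed here.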

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

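The comparison on the log2 scale was chosen only after the pattern on the linear scale was seen. The normalized CPM of 36 genes and 5 measures of the libraries were compared among the 9 VB libraries. In 16 genes and 0 measures a single library lay far from the other 8, by Dixon's ratio of its gap to the range. About 2.05 of the 41 comparisons would show this by chance. The comparison pools the VB types, and groups of 3 replicates were not tested on their own.

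On the linear scale alone, these were *TMO6* at 95.6 CPM in VB type 1 replicate 2, *SWEET7* at 290.1 CPM in VB type 3 replicate 2, Bradi5g23770.1 at 48.5 CPM in VB type 1 replicate 3, Bradi1g78240.1 at 9.14 CPM in VB type 1 replicate 3, Bradi3g00282.1 at 13.5 CPM in VB type 3 replicate 2, Bradi3g50050.1 at 71.2 CPM in VB type 3 replicate 3, Bradi1g47277.1 at 51.3 CPM in VB type 2 replicate 3, Bradi1g58210.1 at 2.18 CPM in VB type 1 replicate 3 and Bradi3g16130.1 at 20.5 CPM in VB type 1 replicate 1. On the log2 scale as well, these were *EPFL3* at 0.467 CPM in VB type 1 replicate 2, *SWEET11* at 1.54 CPM in VB type 1 replicate 3, *TED7* at 0.499 CPM in VB type 3 replicate 3, *CKX5* at 8.04 CPM in VB type 2 replicate 2, *SAUR16* at 1.09 CPM in VB type 3 replicate 2, Bradi5g11090.2 at 0.8287 CPM in VB type 2 replicate 2 and Bradi4g04310.1 at 0.550 CPM in VB type 2 replicate 3. The libraries concerned most often were VB type 1 replicate 3, with 4 genes, and VB type 3 replicate 2, with 3.

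A candidate explanation is the skew of expression values on the linear scale. On the log2 scale, 9 of the 16 were no longer found and 7 remained. The latter hold no clear evidence on skew. Levels in the other 8 libraries were low, and outside *CKX5* and *SAUR16* the log2 scale changes distances little there. *SWEET11* and *TED7* had 0 CPM in the other 8 libraries, *EPFL3*, Bradi5g11090.2 and Bradi4g04310.1 at most 0.0555, 0.0411 and 0.0424 CPM, and *SAUR16* at most 0.364 CPM. *CKX5* had up to 37 pairs and 1.66 CPM in the other 8 libraries, with 0 pairs in 3 of them. For the 7 that remained, whether skew is the cause cannot be told. Gaps of this kind at low levels were not tested against a model of amplification from few molecules. A difference between VB types would move the replicates of a type together, and no other biological explanation was tested.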

How the results depend on the processing

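The likelihood ratio test with a replicate block, the same test without parenchyma replicate 3, the removal of the dominant transcript and the single-read counts were chosen after seeing the data. The 81 log2 fold changes of named genes took 824 values under alternatives that left no library out. Of these, 708 had the same direction and side of the threshold, 37 were no longer past the threshold, 55 newly passed it and 24 changed their sign. Of 615 values with a library left out, 521 were the same, 56 were no longer past it, 3 newly passed it and 35 changed their sign. With RLE size factors in place of TMM, 81 of 81 were the same. The cause was not tested for any of these changes unless a value is given for it.

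With edgeR's likelihood ratio test, differentially expressed genes numbered 653 for VB type 1, 556 for VB type 2, 702 for VB type 3, 1676 for all VBs, 19 for VB type 2 against type 1, 24 for VB type 3 against type 1 and 4 for VB type 3 against type 2, genes higher in VBs 338 for VB type 1, 211 for VB type 2, 224 for VB type 3 and 591 for all VBs, and genes higher in VBs and without a pair in parenchyma 70 for VB type 1, 39 for VB type 2 and 26 for VB type 3. With DESeq2, differentially expressed genes numbered 806 for VB type 1, 749 for VB type 2, 929 for VB type 3, 1829 for all VBs, 16 for VB type 2 against type 1, 21 for VB type 3 against type 1 and 14 for VB type 3 against type 2, genes higher in VBs 379 for VB type 1, 275 for VB type 2, 297 for VB type 3 and 873 for all VBs, and genes higher in VBs and without a pair in parenchyma 58 for VB type 1, 31 for VB type 2 and 22 for VB type 3. With limma-voom and sample quality weights, differentially expressed genes numbered 144 for VB type 1, 145 for VB type 2 and 304 for VB type 3, genes higher in VBs 8 for VB type 1, 13 for VB type 2, 39 for VB type 3 and 74 for all VBs, and genes higher in VBs and without a pair in parenchyma 0 for VB type 3. Where 0 were called, 2803 genes had an unadjusted p-value under 0.05 for VB type 3. Log2 fold changes with the opposite sign were those of *PIN1b* (0.27 for VB type 1 and 0.24 for VB type 3), of *EPFL2* (0.23 for VB type 2, 2.40 for VB type 3 and 1.99 for all VBs), of *EPFL4* (0.47 for VB type 2 and 0.17 for all VBs) and of *EPFL6* (-0.082 for all VBs). Of the 839 genes called over all VBs by the quasi-likelihood test, 839 were also called by the likelihood ratio test, 814 by DESeq2 and 572 by limma-voom.

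With library totals in place of TMM normalization, differentially expressed genes numbered 70 for VB type 1, 37 for VB type 2, 30 for VB type 3 and 145 for all VBs, genes higher in VBs 60 for VB type 1, 27 for VB type 2, 9 for VB type 3 and 68 for all VBs, and genes higher in VBs and without a pair in parenchyma 18 for VB type 1 and 5 for VB type 2. Log2 fold changes with the opposite sign were those of *EPFL6* (-0.14 for VB type 1 and -0.056 for all VBs), of *BdERECTA* (0.30 for VB type 2 and 0.12 for all VBs), of *EPFL2* (0.22 for VB type 2, 1.22 for VB type 3 and 1.25 for all VBs) and of *EPFL4* (0.73 for VB type 2, 0.12 for VB type 3 and 0.54 for all VBs). With no filter on low counts, differentially expressed genes numbered 112 for VB type 1, 360 for VB type 2 and 570 for VB type 3, genes higher in VBs 42 for VB type 1, 90 for VB type 2 and 114 for VB type 3, and genes higher in VBs and without a pair in parenchyma 4 for VB type 1, 9 for VB type 2 and 11 for VB type 3. With at least 1 CPM required in at least 2 libraries, differentially expressed genes numbered 66 for VB type 2, and genes higher in VBs 15 for VB type 2. With at least 1 CPM required in a majority of the libraries, the literal reading of the methods, differentially expressed genes numbered 5 for VB type 2, genes higher in VBs 0 for VB type 2, and genes higher in VBs and without a pair in parenchyma 0 for VB type 2 and 0 for VB type 3, where no such gene can pass this filter. Where 0 were called, 1468 genes had an unadjusted p-value under 0.05 for VB type 2. Scaling by library totals moved the median log2 fold change of all genes over all VBs from 0.012 to 0.18, so log2 fold changes under that setting have to be read against that shift. Dropping the filter moved the median to 0.17, but it then covers 28195 genes in place of 16706. That move therefore need not be a shift in the value of each gene. The share of calls over all VBs that were lower was 75.2% in the quasi-likelihood test, 53.1% with library totals, 64.7% with the likelihood ratio test, 52.3% with DESeq2 and 91.8% with limma-voom.

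With the replicate number as a block, differentially expressed genes numbered 6 for VB type 2 and 1 for VB type 3, genes higher in VBs 3 for VB type 2 and 1 for VB type 3, and genes higher in VBs and without a pair in parenchyma 0 for VB type 2 and 0 for VB type 3. Where 0 were called, 1344 genes had an unadjusted p-value under 0.05 for VB type 2 and 1674 genes had an unadjusted p-value under 0.05 for VB type 3. Log2 fold changes with the opposite sign were those of *PIN1b* (0.87 for VB type 1, 0.73 for VB type 3 and 0.034 for all VBs), of *EPFL4* (0.10 for VB type 2), of *EPFL2* (0.83 for VB type 3) and of *EPFL6* (0.43 for VB type 3). With all 12 libraries in one fit, differentially expressed genes numbered 190 for VB type 1, 310 for VB type 2 and 287 for VB type 3, genes higher in VBs 78 for VB type 1, 111 for VB type 2 and 94 for VB type 3, and genes higher in VBs and without a pair in parenchyma 10 for VB type 1, 14 for VB type 2 and 13 for VB type 3. With VBs as one group, genes higher in VBs numbered 346 for all VBs. With a joint test of the 3 VB types, differentially expressed genes numbered 239 for all VBs, and genes higher in VBs 35 for all VBs. Of the 777 genes called over all VBs with the block, 660 were shared with the fit without it.

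Among the alternatives chosen after seeing the data, the numbers moved as follows. With the likelihood ratio test and the replicate block together, differentially expressed genes numbered 540 for VB type 1, 474 for VB type 2, 585 for VB type 3, 1768 for all VBs, 50 for VB type 2 against type 1, 40 for VB type 3 against type 1 and 28 for VB type 3 against type 2, genes higher in VBs 288 for VB type 1, 174 for VB type 2, 179 for VB type 3 and 663 for all VBs, and genes higher in VBs and without a pair in parenchyma 70 for VB type 1, 39 for VB type 2 and 26 for VB type 3. With the likelihood ratio test and parenchyma replicate 3 left out, differentially expressed genes numbered 776 for VB type 1, 576 for VB type 2, 878 for VB type 3 and 1363 for all VBs. With the dominant transcript removed, differentially expressed genes numbered 61 for VB type 2. With single-read counts, differentially expressed genes numbered 7 for VB type 2.

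When each library was left out in turn, the following values were obtained. Differentially expressed genes numbered 0 to 8 for VB type 1 (834 to 2109 genes at an unadjusted p-value under 0.05 in the 4 fits with 0), 0 to 11 for VB type 2 (986 to 1697 genes at an unadjusted p-value under 0.05 in the 3 fits with 0) and 0 to 144 for VB type 3 (1401 to 1865 genes at an unadjusted p-value under 0.05 in the 2 fits with 0). Genes higher in VBs numbered 0 to 7 for VB type 1 (834 to 2109 genes at an unadjusted p-value under 0.05 in the 5 fits with 0), 0 to 7 for VB type 2 (986 to 1697 genes at an unadjusted p-value under 0.05 in the 4 fits with 0), 0 to 28 for VB type 3 (1401 to 1865 genes at an unadjusted p-value under 0.05 in the 3 fits with 0) and 137 to 215 for all VBs. Genes higher in VBs and without a pair in parenchyma numbered 0, in every fit, for VB type 2 and 0 to 1 for VB type 3, but the filter removes every such gene when a VB library is left out, so the number is free to change only in the fits without a parenchyma library. Of these, the fits with 0 had 1512 to 1697 genes at an unadjusted p-value under 0.05 for VB type 2 and 1865 to 2149 genes at an unadjusted p-value under 0.05 for VB type 3. The range for *PIN1b* was -0.75 to 1.54 for VB type 1, -2.47 to 0.65 for VB type 2, -0.75 to 1.54 for VB type 3 and -1.03 to 1.23 for all VBs. The range for *EPFL2* was -0.21 to 2.95 for VB type 1, -2.99 to 0.69 for VB type 2, -1.16 to 2.08 for VB type 3 and -1.32 to 1.90 for all VBs. The range for *EPFL4* was -0.21 to 0.65 for VB type 1, -0.39 to 0.53 for VB type 2, -1.23 to 0.23 for VB type 3 and -0.43 to 0.47 for all VBs. The range for *EPFL6* was -0.67 to 1.32 for VB type 1, -0.70 to 1.08 for VB type 3 and -0.35 to 1.39 for all VBs. The range for *BdERECTA* was -0.62 to 0.23 for VB type 2, -0.035 to 0.39 for VB type 3 and -0.27 to 0.0076 for all VBs.

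For gene sets, the median log2 fold change of genes higher in homozygous *vasc1-1* changed its sign with the replicate number as a block, to -0.32, and that of genes lower in homozygous *vasc1-1* changed its sign without a filter, to 0.027. With fry in place of camera, the latter set had a median of -0.34 and a Benjamini-Hochberg adjusted p-value of 0.122 from limma's fry, against a range of 0.00681 to 0.122 over the alternatives that left no library out. Leaving libraries out gave medians from -0.17 to 0.20 for the former set and from -0.52 to -0.076 for the latter. The set co-expressed with *BdERECTA* stayed negative and past the threshold in 16 of 16 alternatives.

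The depth limits parenchyma most. The level taken as detectable, 3 pairs, is 1.38 CPM in its replicate 3, so whether a gene is absent from parenchyma rests mainly on replicates 1 and 2. Lower bounds of folds against parenchyma use this level and are set mainly by replicate 3, where it is highest. Folds against low measured parenchyma levels can rest on any replicate, as on replicate 3 for *EPFL9* and on replicate 1 for *SoPIN1*. Alternatives gave no value for a gene that their filter removed, and *EPFL3* could not be tested under the main setting. The gene families chosen by name were not run.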

Differences from the paper's values

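The likelihood ratio test with the replicate number as a block, and the likelihood ratio test without parenchyma replicate 3, were run only after the differences were seen. The likelihood ratio test on its own is the test that the paper's methods name. Values of the paper are marked as the paper's.

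Against parenchyma, the paper's numbers of differentially expressed genes are 541, 495, 614 and 1769 for VB type 1, VB type 2, VB type 3 and all VBs. The quasi-likelihood test gave 0, 20, 145 and 839, with 1869 genes at an unadjusted p-value under 0.05 in VB type 1. The alternatives set before the data were examined that came within the margin were edgeR's likelihood ratio test for VB type 1 (653), VB type 2 (556), VB type 3 (702) and all VBs (1676), and DESeq2 for VB type 1 (806) and all VBs (1829), and no filter for VB type 2 (360) and VB type 3 (570), and the others did not come within it. Within it as well, chosen after seeing the values, were the likelihood ratio test with the replicate number as a block for VB type 1 (540), VB type 2 (474), VB type 3 (585) and all VBs (1768), and the likelihood ratio test without parenchyma replicate 3 for VB type 1 (776), VB type 2 (576), VB type 3 (878) and all VBs (1363). Of all settings run, the likelihood ratio test with the block came nearest to the paper's number in each comparison. Whether the authors used a block is not stated.

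Among these, the paper's numbers of genes higher in VBs are 286, 175 and 179 for VB type 1, VB type 2 and VB type 3. The quasi-likelihood test gave 0, 5 and 23, with 1869 genes at an unadjusted p-value under 0.05 in VB type 1. The alternatives set before the data were examined that came within the margin were edgeR's likelihood ratio test for VB type 1 (338), VB type 2 (211) and VB type 3 (224), and DESeq2 for VB type 1 (379), and the others did not come within it. Within it as well, chosen after seeing the values, were the likelihood ratio test with the replicate number as a block for VB type 1 (288), VB type 2 (174) and VB type 3 (179).

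In the same comparisons, the paper's numbers of genes found in VBs and not in parenchyma are 70, 35 and 25 for VB type 1, VB type 2 and VB type 3. The quasi-likelihood test gave 0, 1 and 2, with 1869 genes at an unadjusted p-value under 0.05 in VB type 1. The alternatives set before the data were examined that came within the margin were edgeR's likelihood ratio test for VB type 1 (70), VB type 2 (39) and VB type 3 (26), and DESeq2 for VB type 1 (58), VB type 2 (31) and VB type 3 (22), and the others did not come within it. Within it as well, chosen after seeing the values, were the likelihood ratio test with the replicate number as a block for VB type 1 (70), VB type 2 (39) and VB type 3 (26).

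The paper's fold for *TMO6* is 4, and 10.1 was found over all VBs. None of the alternatives set before the data were examined closed the gap, with values from 8.53 to 11.4. The paper's fold for *XCP1* is 30, and 59.8 was found over all VBs. A fold came within the margin if it differed from the paper's by a factor of at most 1.5, or if its log2 differed from the paper's by no more than its standard error. Of the alternatives set before the data were examined, only the fit without parenchyma replicate 1 (41.4) met the first condition. Others came within the margin through the second alone. Farther from the paper's fold than the 59.8 found were limma-voom (97.1) and without parenchyma replicate 3 (63.4). At most as far were RLE size factors (59.6), without VB type 1 replicate 2 (58.2), without VB type 1 replicate 3 (56.1), without VB type 2 replicate 2 (57.9), without VB type 2 replicate 3 (54.5), without VB type 3 replicate 2 (53.8) and without VB type 3 replicate 3 (58.6). The remaining alternatives did not come within the margin. For *PIN1a* in VB type 1, the paper's fold is 10 and 4.48 was found. In VB type 3 the paper's fold is 16 and 7.82 was found. With the replicate number as a block the folds were 6.60 and 11.1, and without parenchyma replicate 1 they were 10.5 and 17.5. These settings came within the margin and the other alternatives set before the data were examined did not. The log2 ratios in the paper's Table S3 correspond to other folds than its text. For *TMO6* in VB types 1, 2 and 3 they give the paper's folds as 16.8, 9.35 and 6.72, where 16.8, 9.35 and 6.71 were found. For *XCP1* they give the paper's folds as 50.4, 66.2 and 64.6, where 50.6, 66.6 and 64.9 were found, and for *PIN1a* as 4.57, 4.75 and 8.03, where 4.48, 4.65 and 7.82 were found.

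Of the 1291 genes that the paper's Table S4 lists, 792 were called over all VBs in the quasi-likelihood test and 1175 in the likelihood ratio test. When a block for the replicate number, chosen after seeing the values, was added to the latter test, it called 1291 of them. Of the 541, 341 and 378 genes called for VB types 1, 2 and 3 in the paper's Table S3, the quasi-likelihood test called 0, 19 and 122, the likelihood ratio test 443, 287 and 340 and that test with the block, chosen after seeing the values, 506, 315 and 347. Only 851 genes of Table S3 were read here, so 341 and 378 are parts of the 495 and 614 in the paper's text.

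The paper ranks *XCP1* second among differentially expressed genes. Over all VBs it ranked 178 by p-value and 173 by log2 fold change in the quasi-likelihood test, and 120 by p-value in the likelihood ratio test. With the likelihood ratio test and the replicate number as a block, chosen after seeing the values, it ranked 2, 5 and 1 by p-value in VB types 1, 2 and 3 and 1 over all VBs.

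The paper states that *EPFL1* is higher in parenchyma than in VBs at every stage, and Fig. 5a carries stars on it for each VB type. The paper's false discovery rates of *EPFL1* in Table S3 are 0.0499, 0.247 and 0.289 for VB types 1, 2 and 3. For *EPFL1*, log2 fold changes of -3.01, -2.51 and -2.18 were found, with 3, 3 and 3 of 3 VB libraries below every parenchyma library. For *EPFL1*, adjusted p-values were 0.153, 0.238 and 0.249 in edgeR's quasi-likelihood test, 0.0152, 0.0694 and 0.103 in edgeR's likelihood ratio test and, with the replicate number as a block in the latter, chosen after seeing the values, 0.0360, 0.225 and 0.283. For *EPFL1* over the alternatives of edgeR, DESeq2 and limma-voom set before the data were examined, adjusted p-values ranged from 0.00584 to 1.000 in VB type 1, 0.0392 to 1.000 in VB type 2 and 0.0602 to 1.000 in VB type 3. Among them, *EPFL1* was called in VB type 1 with edgeR's likelihood ratio test and DESeq2, in VB type 2 with DESeq2.

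Fig. 5a also carries stars on *SoPIN1* and *PIN1a* in each VB type. The paper's false discovery rates of *SoPIN1* in Table S3 are 0.00463, 0.00503 and 0.00685 for VB types 1, 2 and 3. For *SoPIN1*, log2 fold changes of 3.00, 3.20 and 3.46 were found, with 3, 3 and 3 of 3 VB libraries above every parenchyma library. For *SoPIN1*, adjusted p-values were 0.427, 0.378 and 0.236 in edgeR's quasi-likelihood test, 0.186, 0.132 and 0.0562 in edgeR's likelihood ratio test and, with the replicate number as a block in the latter, chosen after seeing the values, 0.00613, 0.00904 and 0.0144. For *SoPIN1* over the alternatives of edgeR, DESeq2 and limma-voom set before the data were examined, adjusted p-values ranged from 0.108 to 0.995 in VB type 1, 0.118 to 1 in VB type 2 and 0.0209 to 0.868 in VB type 3. Among them, *SoPIN1* was called in VB type 3 with DESeq2 and no filter, and without parenchyma replicate 1.

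The paper's false discovery rates of *PIN1a* in Table S3 are 0.0276, 0.0101 and 0.000710 for VB types 1, 2 and 3. For *PIN1a*, log2 fold changes of 2.16, 2.22 and 2.97 were found, with 3, 3 and 3 of 3 VB libraries above every parenchyma library. For *PIN1a*, adjusted p-values were 0.285, 0.29996 and 0.0960 in edgeR's quasi-likelihood test, 0.113, 0.118 and 0.00561 in edgeR's likelihood ratio test and, with the replicate number as a block in the latter, chosen after seeing the values, 0.0413, 0.0154 and 0.00228. For *PIN1a* over the alternatives of edgeR, DESeq2 and limma-voom set before the data were examined, adjusted p-values ranged from 0.0628 to 1.000 in VB type 1, 0.0582 to 1.000 in VB type 2 and 0.000687 to 0.976 in VB type 3. Among them, *PIN1a* was called in VB type 3 with edgeR's likelihood ratio test, DESeq2, limma-voom, no filter and all 12 libraries in one fit, and without parenchyma replicate 1.

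The paper gives *PXY* as up-regulated in each VB type, with the paper's folds from 3 to 5. Folds of 6.94, 4.30 and 8.73 were found in VB types 1, 2 and 3, and the log2 ratios of Table S3 give the paper's as 7.30, 4.45 and 9.21. The differences from the paper's lowest and highest fold are within the margin, for the highest only through its standard error. The paper's false discovery rates of *PXY* in Table S3 are 0.0964, 0.402 and 0.0430 for VB types 1, 2 and 3. For *PXY*, log2 fold changes of 2.79, 2.10 and 3.13 were found, with 3, 3 and 3 of 3 VB libraries above every parenchyma library. For *PXY*, adjusted p-values were 0.213, 0.536 and 0.125 in edgeR's quasi-likelihood test, 0.0439, 0.353 and 0.0138 in edgeR's likelihood ratio test and, with the replicate number as a block in the latter, chosen after seeing the values, 0.102, 0.387 and 0.0514. For *PXY* over the alternatives of edgeR, DESeq2 and limma-voom set before the data were examined, adjusted p-values ranged from 0.0176 to 1.000 in VB type 1, 0.208 to 1.000 in VB type 2 and 0.00427 to 1.000 in VB type 3. Among them, *PXY* was called in VB type 1 with edgeR's likelihood ratio test and DESeq2, in VB type 3 with edgeR's likelihood ratio test, DESeq2 and no filter.

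In VB types where the quasi-likelihood test called none of them, Table S3 also lists *TMO6*, *EFE* and *XCP1* with false discovery rates under 0.05, as follows. The paper's false discovery rates of *TMO6* in Table S3 are 0.000139, 0.0183 and 0.0569 for VB types 1, 2 and 3. For *TMO6*, log2 fold changes of 4.07, 3.22 and 2.75 were found, with 3, 3 and 3 of 3 VB libraries above every parenchyma library. For *TMO6*, adjusted p-values were 0.0908, 0.0920 and 0.105 in edgeR's quasi-likelihood test, 2.15e-05, 0.00286 and 0.0118 in edgeR's likelihood ratio test and, with the replicate number as a block in the latter, chosen after seeing the values, 0.000137, 0.0154 and 0.0491. For *TMO6* over the alternatives of edgeR, DESeq2 and limma-voom set before the data were examined, adjusted p-values ranged from 2.66e-07 to 0.647 in VB type 1, 0.000292 to 0.774 in VB type 2 and 0.00149 to 1.000 in VB type 3. Among them, *TMO6* was called in VB type 1 with edgeR's likelihood ratio test, DESeq2, no filter and all 12 libraries in one fit, in VB type 2 with edgeR's likelihood ratio test, DESeq2, no filter and all 12 libraries in one fit, in VB type 3 with edgeR's likelihood ratio test, DESeq2 and all 12 libraries in one fit.

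The paper's false discovery rates of *EFE* in Table S3 are 0.00590, 0.00116 and 0.00477 for VB types 1, 2 and 3. For *EFE*, log2 fold changes of -3.18, -2.78 and -2.87 were found, with 3, 3 and 3 of 3 VB libraries below every parenchyma library. For *EFE*, adjusted p-values were 0.120, 0.201 and 0.0950 in edgeR's quasi-likelihood test, 0.00110, 0.0373 and 0.00640 in edgeR's likelihood ratio test and, with the replicate number as a block in the latter, chosen after seeing the values, 0.00736, 0.00192 and 0.00981. For *EFE* over the alternatives of edgeR, DESeq2 and limma-voom set before the data were examined, adjusted p-values ranged from 0.000118 to 0.701 in VB type 1, 0.0123 to 1.000 in VB type 2 and 0.000988 to 0.537 in VB type 3. Among them, *EFE* was called in VB type 1 with edgeR's likelihood ratio test, DESeq2, limma-voom and no filter, in VB type 2 with edgeR's likelihood ratio test, DESeq2 and no filter, in VB type 3 with edgeR's likelihood ratio test, DESeq2, limma-voom and no filter.

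The paper's false discovery rates of *XCP1* in Table S3 are 4.16e-10, 2.90e-17 and 5.41e-18 for VB types 1, 2 and 3. For *XCP1*, log2 fold changes of 5.66, 6.06 and 6.02 were found, with 3, 3 and 3 of 3 VB libraries above every parenchyma library. For *XCP1*, adjusted p-values were 0.0959, 0.0580 and 0.0289 in edgeR's quasi-likelihood test, 1.53e-05, 1.63e-05 and 1.31e-06 in edgeR's likelihood ratio test and, with the replicate number as a block in the latter, chosen after seeing the values, 1.33e-09, 1.15e-15 and 2.53e-16. For *XCP1* over the alternatives of edgeR, DESeq2 and limma-voom set before the data were examined, adjusted p-values ranged from 2.53e-09 to 0.602 in VB type 1, 4.58e-10 to 0.289 in VB type 2 and 4.66e-12 to 0.111 in VB type 3. Among them, *XCP1* was called in VB type 1 with edgeR's likelihood ratio test, DESeq2, limma-voom, library totals, no filter and all 12 libraries in one fit, in VB type 2 with edgeR's likelihood ratio test, DESeq2, library totals, no filter, a filter of 2 libraries, the replicate number as a block and all 12 libraries in one fit, in VB type 3 with edgeR's likelihood ratio test, DESeq2, limma-voom, RLE size factors, library totals, no filter, the stricter filter, a filter of 2 libraries, the replicate number as a block and all 12 libraries in one fit, and without parenchyma replicate 1.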

Other observations

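The correlation test for libraries with the same replicate number was chosen only after that resemblance was seen.

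Other splits of the libraries were compared with the real one, among splits that part as many same-numbered pairs. The other splits mix VBs and parenchyma within a group. For 9 VB libraries against 3 parenchyma libraries there are 64 such splits. The real split, with 839 differentially expressed genes in the quasi-likelihood test, was the largest, 1 of 64 splits gave as many, and the others gave at most 8. For genes higher in VBs, 1 of 64 splits, the real one, gave as many, where the others gave at most 1. In the likelihood ratio test the real split gave 1676 genes, 1 of 64 splits gave as many, and the others gave at most 332. For 3 libraries against 3 there are 4 such splits, too few for a share under 0.05. In VB types 2 and 3 against parenchyma, 1 and 1 of the 4 gave as many genes as the real split. In VB type 1 against parenchyma, and in the comparisons of VB types 2 and 1, 3 and 1, and 3 and 2, all 4 did, since the real split gave 0 genes, with 1869, 362, 469 and 417 at an unadjusted p-value under 0.05.

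Parenchyma replicate 3 detected fewer transcripts than the other libraries. When the others were thinned to its number of pairs outside the dominant transcript, parenchyma replicates 1 and 2 still detected 18085.5 and 18212.5 transcripts, against 15559 in replicate 3. Few pairs therefore do not account for all of the difference. Less RNA in this sample or a loss in its preparation was not tested, and no biological explanation was tested.

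More genes were lower than higher in VBs over all VBs, 631 against 208 in the quasi-likelihood test. Genes found only in parenchyma cannot pass the filter of this comparison, while genes found only in VBs can. With no filter, 76.8% of 1071 calls were lower. With library totals in place of TMM normalization, 53.1% of 145 calls were lower, against 75.2%. That setting raises log2 fold changes as a whole, so it cannot tell whether the normalization is the cause. RLE size factors gave 74.9%, the likelihood ratio test 64.7%, DESeq2 52.3% and limma-voom 91.8%, so the share changes with the test. Without parenchyma replicate 3, 74.0% were lower, so that library alone does not account for it. Log2 fold change and log2 transcript length had a Spearman correlation across genes of 0.0327, so transcript length does not account for it either. The number of calls was 573 without parenchyma replicate 3, below the 597 to 827 found with each of the other libraries left out. The margin is small, since 597 were called without VB type 1 replicate 2. Genes higher in VBs were fewest without VB type 1 replicate 2, with 137, against 149 without parenchyma replicate 3. With the dominant transcript removed, 824 genes were called.

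Deviations of same-numbered libraries of different VB types correlated across genes by 0.196 on average. The mean was 0.325 for the libraries numbered 1 and 0.269 for those numbered 3, but -0.00717 for those numbered 2, so the resemblance holds for numbers 1 and 3 only. There it may come from plants shared by same-numbered samples or from a shared preparation, which cannot be told apart with these libraries. Loadings on the second principal component and log2 transcript length had a Spearman correlation across genes of 0.0454, so length bias does not account for it.

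Sets of genes from the paper's other experiments were tested in VBs against parenchyma. Of 129 genes listed as co-expressed with *BdERECTA*, 100 were tested, and their median log2 fold change was -0.37, with 69 lower and 31 higher in VBs. The set's median difference from the parenchyma mean was below 0 in 9 of 9 VB libraries. The Benjamini-Hochberg adjusted p-value of limma's camera was 0.0138, with a range of 0.000272 to 0.0345 over the alternatives. The median lay at percentile 0.01 of random sets matched on transcript length and expression, so these do not account for it. Genes listed for their co-expression may be correlated with each other. The random sets were not matched on this, and camera used a preset inter-gene correlation of 0.01. The camera p-value and the percentile may therefore be too small. Of 64 splits, 1 gave as small a camera p, the real one. With library totals the median was -0.28. The set may be expressed at a lower level in VBs than in parenchyma, which is a hypothesis found and tested on the same libraries.

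Of 173 genes lower in homozygous *vasc1-1*, 69 were tested, with a median of -0.34, 39 lower and 30 higher in VBs, and the set's median was below the parenchyma mean in 7 of 9 VB libraries. The adjusted p-value of limma's camera was 0.0440, with a range of 0.00681 to 0.158 over the alternatives, and the median lay at percentile 0.78 of matched random sets. However, 17 of 64 splits gave as small a camera p, so the result cannot be told apart from other groupings of the libraries. Of 368 genes higher in homozygous *vasc1-1*, 100 were tested, with a median of 0.027, 52 higher and 48 lower, and the set's median was above the parenchyma mean in 5 of 9 VB libraries. The adjusted p-value of limma's camera was 0.167, with a range of 0.0728 to 0.623 over the alternatives, the percentile was 51.2, and 19 of 64 splits gave as small a camera p. No difference was found for this set.

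Of the genes the paper names for its microarray, the *SWEET7* ortholog Bradi3g10270.1 had a log2 fold change over all VBs of 4.54 (standard error 1.09, adjusted p = 0.0271, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher than every parenchyma library in 9 of 9 VB libraries. Over the alternatives of edgeR, DESeq2 and limma its adjusted p-value ranged from 5.44e-07 to 0.317. The RT-PCR reference gene Bradi5g14640.1 (*SamDC*) had 466 ± 122 CPM (SD, n = 9) in VBs and 1114 ± 211 CPM (SD, n = 3) in parenchyma, a log2 fold change of -1.27 (standard error 0.25, adjusted p = 0.00981, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was lower in 9 of 9 VB libraries. Over the alternatives of edgeR, DESeq2 and limma its adjusted p-value ranged from 0.000819 to 0.516. The paper used this gene on whole stems, not on microdissected tissue. *PP2C* had a log2 fold change of 0.44 (standard error 0.50, adjusted p = 0.715, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 9 VB libraries above every parenchyma library. *SWEET11*, *PP2*, *TED7*, *CKX5*, *PILS1* and *SAUR16* had too few pairs to be tested over all VBs.

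In the supplements, 613 genes are in both Table S3 and Table S4, and 3 of them carry the same Arabidopsis best hit in both. Of 57 genes in Table S3 and Table S6, 57 carry the same best hit, and of 75 in Table S4 and Table S6, 0 do.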
